# Targeting the ADPKD methylome using nanoparticle-mediated combination therapy

**DOI:** 10.1063/5.0151408

**Published:** 2023-06-09

**Authors:** Annie Trinh, Yi Huang, Hanjuan Shao, Aparna Ram, Julien Morival, Jonathan Wang, Eun Ji Chung, Timothy L. Downing

## Abstract

DNA methylation aberrancies are found in autosomal dominant polycystic kidney disease (ADPKD), which suggests the methylome to be a promising therapeutic target. However, the impact of combining DNA methylation inhibitors (DNMTi) and ADPKD drugs in treating ADPKD and on disease-associated methylation patterns has not been fully explored. To test this, ADPKD drugs, metformin and tolvaptan (MT), were delivered in combination with DNMTi 5-aza-2′-deoxycytidine (Aza) to 2D or 3D cystic *Pkd1* heterozygous renal epithelial cells (PKD1-Het cells) as free drugs or within nanoparticles to enable direct delivery for future *in vivo* applications. We found Aza synergizes with MT to reduce cell viability and cystic growth. Reduced representation bisulfite sequencing (RRBS) was performed across four groups: PBS, Free-Aza (Aza), Free-Aza+MT (F-MTAza), and Nanoparticle-Aza+MT (NP-MTAza). Global methylation patterns showed that while Aza alone induces a unimodal intermediate methylation landscape, Aza+MT recovers the bimodality reminiscent of somatic methylomes. Importantly, site-specific methylation changes associated with F-MTAza and NP-MTAza were largely conserved including hypomethylation at ADPKD-associated genes. Notably, we report hypomethylation of cancer-associated genes implicated in ADPKD pathogenesis as well as new target genes that may provide additional therapeutic effects. Overall, this study motivates future work to further elucidate the regulatory mechanisms of observed drug synergy and apply these combination therapies *in vivo*.

## 1. INTRODUCTION

Autosomal dominant polycystic kidney disease (ADPKD) is the most common inherited kidney disease and currently affects ∼12 × 10^6^ people worldwide.^1^ The polycystin complex that is mutated in ADPKD is believed to be comprised of a receptor polycystin-1 (encoded by the *Pkd1* gene) and an ion channel polycystin-2 (encoded by the *Pkd2* gene).^2^ ADPKD is typically associated with heterozygous disruptions of the *Pkd1* or *Pkd2* gene locus and is characterized by uncontrolled fluid-filled cyst development and enlargement of the kidneys. These complications decrease kidney function and eventually lead to end-stage renal disease.^3^

Current ADPKD drugs include tolvaptan (a vasopressin V2 receptor antagonist and the only FDA-approved drug for ADPKD) and the investigative drug metformin, which has been reported to inhibit cystogenesis by activating the AMP-activated protein kinase (AMPK) pathway.^4,5^ Despite their clinical promise, these drugs are still modest at slowing disease progression and exhibit adverse side effects.^6,7^ DNA methylation (DNAme) has been reported to be dysregulated in ADPKD and may serve as a potential therapeutic target.^8,9^ Although the regulatory impact of aberrant DNAme on gene regulation in ADPKD is not well understood, the *Pkd1* gene has been found to be demethylated by the DNA methyltransferase inhibitor (DNMTi) 5-aza-2′-deoxycytidine (or Aza), resulting in decreased cystogenesis *in vitro*, suggesting that DNAme could be a complementary target in ADPKD.^9^ However, the combinatorial potential of ADPKD drugs and DNMTi is still unknown.

To study this, herein, we delivered candidate drug combinations comprised of metformin and tolvaptan (MT) and Aza to *Pkd1* heterozygous proximal renal tubule epithelial cells that were isolated from *Pkd1^flox/-^:TSLargeT* mice (PKD1-Het cells).^10^ We characterized changes in metabolic growth and 3D cyst formation to assess drug synergy and performed genome-scale methylation analysis to identify potential regulatory targets of our drug combinations. To assess the utility of our drug combinations for future *in vivo* applications, we also characterized the impact of drug cocktails delivered in micelle nanoparticle formulations. We hypothesized that combining existing ADPKD and epigenetic modifying drugs may enhance the therapeutic impact of mono-therapeutic strategies, and we test this hypothesis in this study for the first time.

## II. ADPKD GROWTH ASSAYS REVEAL DRUG SYNERGY BETWEEN AZA**+**MT

To screen novel drug combinations for ADPKD therapy, we combined one of the three epigenetic inhibitors—Aza (DNMTi), RG108 (DNMTi), and TSA (histone deacetylase inhibitor)—with existing ADPKD drugs, metformin and tolvaptan (MT), both individually and in tandem. We assessed cell survival of PKD1-Het cells in response to 24 h treatment with increasing concentrations of Aza, RG108, or TSA (0–50 *μ*M) with or without metformin (300 *μ*M), tolvaptan (10 *μ*M), or a combination of both metformin and tolvaptan, based on previously reported concentrations [supplementary material Figs. 1(a)–1(c), supplementary material Table 1–3].^11–13^ In general, it appeared that the epigenetic modifiers were the most effective at reducing cell survival when combined with MT (rather than with either metformin or tolvaptan alone, or delivered as a single drug). Two-way ANOVA statistical analyses revealed that the Aza screen was the only screen in which both independent categorical variables (epigenetic drug and existing ADPKD drugs) exhibited statistically significant p-values (0.0004 and 0.0188, respectively) **(**supplementary material Table 1).

To further identify synergistic drug combinations, we applied the Bliss independence model^14^ to calculate the expected cell survival based on percentage survival values of individual drug treatments and compared them to percentage survival values observed during combination drug treatment [Fig. 1(a), supplementary material Figs. 1(d) and 1(e)]. We found that drug synergy was highest when Aza was combined with MT at all tested concentrations [Fig. 1(a)], indicating that Aza synergizes with MT to reduce PKD1-Het cell survival. RG108 exhibited synergy with ADPKD drugs to a much lesser extent and also less consistently across different concentrations of the epigenetic drug than Aza, while TSA did not appear to synergize with ADPKD drugs [supplementary material Figs. 1(d) and 1(e)]. Aza was also the only epigenetic drug that exhibited any statistically significant synergistic interactions with MT compared with an ADPKD drug alone [Fig. 1(a)]. For these reasons, and because Aza is the only epigenetic drug tested that is FDA approved,^15^ we chose to further explore the effects of Aza in combination treatment in this study. To further validate our Aza observations, we tested a larger range of Aza concentrations on PKD1-Het cells and WT 9–12 cells derived from an ADPKD patient kidney cyst. In both cell types, we observed increasing therapeutic efficacy upon increasing Aza concentration [supplementary material Fig. 1(f)].

**FIG. 1.**
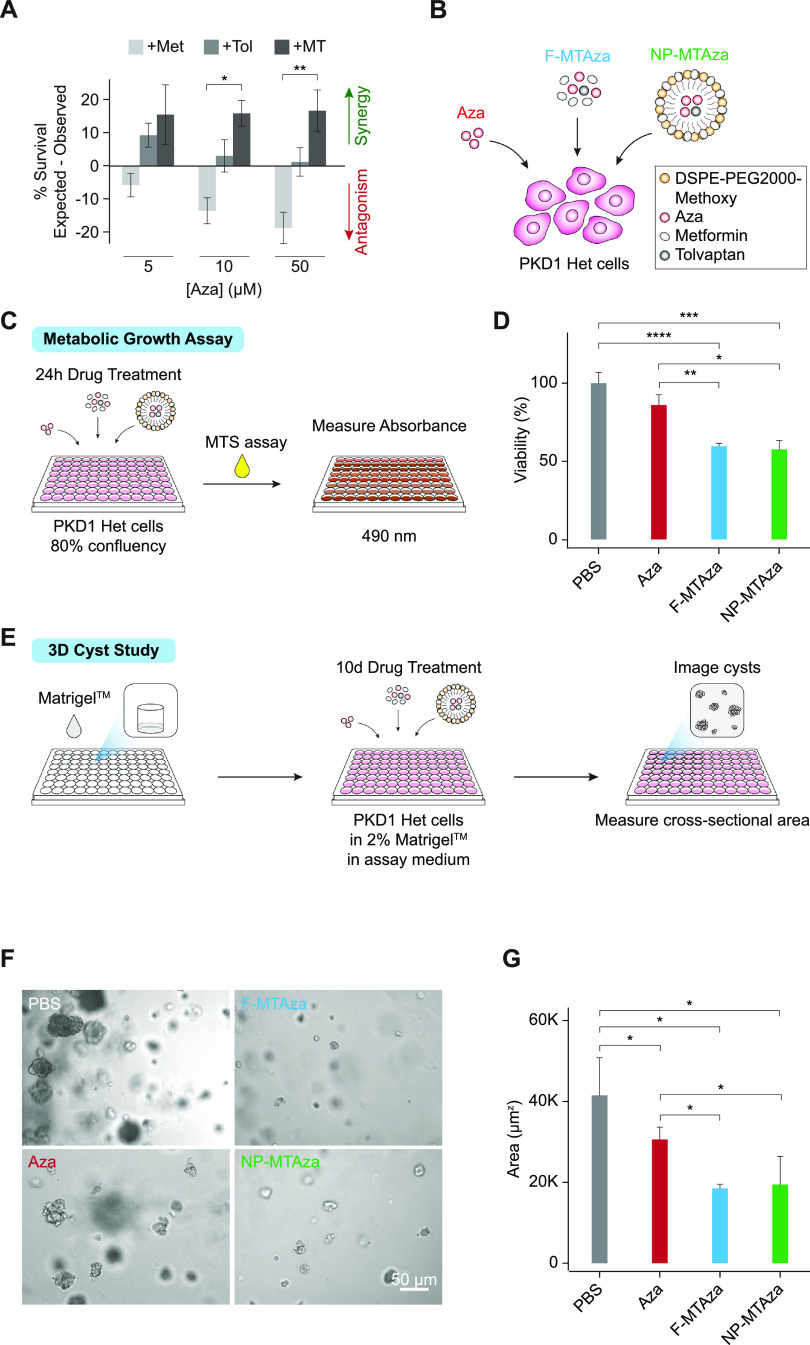
ADPKD growth assays reveal drug synergy between Aza+MT. (a) Cell viability of PKD1-Het cells following 24 h drug treatment. Aza: 5-aza-2′-deoxytidine (5, 10, or 50 *μ*M); Met: metformin (300 *μ*M); Tol: tolvaptan (10 *μ*M); MT: metformin (300 *μ*M) + tolvaptan (10 *μ*M). Expected synergy calculations (n = 3 biological replicates) were based on the Bliss independence model. Error bars represent standard error of the mean. ^*^p = 0.0176, ^**^p = 0.0033 (Tukey's multiple comparison test). (b) Illustration depicting experimental drug conditions. PKD1-Het cells were treated with (1) Aza, (2) free MT and Aza (F-MTAza), or (3) MT and Aza delivered within a nanoparticle (NP-MTAza). (c) Schematic of metabolic growth assay workflow. The MTS assay was used to evaluate cell proliferation following depicted drug treatments. (d) Viability percentage as recorded from absorbance measurements (OD 490 nm, n = 3) obtained from the MTS assay following 24 h treatment of PKD1-Het cells with Aza, F-MTAza, or NP-MTAza. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, and ^****^p< 0.0001 (Tukey's multiple comparison test). (e) Schematic of 3D cyst study workflow. (f) Brightfield images of 3D cyst structures following treatment with PBS (control), Aza, F-MTAza, or NP-MTAza. (g) Quantification of cyst cross-sectional area (n ≥ 4) following drug treatments. ^*^p < 0.05 (Tukey's multiple comparison test).

Toward eventual application in nanoparticle-mediated drug delivery, due to its demonstrated benefits in inhibiting off-target effects and promoting bioavailability, we also incorporated drug combinations into kidney accumulating micelle formulations as previously described.^16^ Briefly, hydrophilic metformin was conjugated to the micelle shell, while hydrophobic Aza and tolvaptan were loaded into micelle core via hydrophobic interactions. Nanoparticle characterization using transmission electron microscopy (TEM) and dynamic light scattering (DLS) revealed a monodispersed population of spherical micelles of approximately 14 nm and of close to neutral charge (−2.1 ± 1.1 mV), similar to our earlier reports [supplementary material Fig. 2(a)].^16–21^ We have also previously shown that micelle size remains similar after incubation *in vitro*, further indicating stability of our nanoparticle formulation.^19^ The loading efficiencies of tolvaptan and Aza into non-targeting micelles were 46.7 ± 4.2% and 41.6 ± 4.4%, respectively (supplementary material Table IV). Furthermore, drug release profiles suggested that the majority of drugs will be released by 24 h [supplementary material Fig. 2(b)]. Aza, which has significantly higher water solubility (0.25 mg/ml) than tolvaptan (0.001 24 mg/ml), was fully released by 12 h from the hydrophobic core of micelles under aqueous conditions, while tolvaptan was expectedly released more slowly. The slower release of metformin can be attributed to its synthesis process, which involved its conjugation to the micelle shell via a peptide bond.

Next, we sought to characterize changes in PKD1-Het cellular growth phenotypes following 24 h treatment with Aza alone (Aza) or with multi-drug combinations. To test if the impact of free drug delivery on cellular growth phenotypes is conserved in the context of nanoparticle-mediated delivery, drug combinations were delivered as free drugs (F-MTAza) or as part of a nanoparticle formulation (NP-MTAza). We also treated cells with PBS as a control [Fig. 1(b)]. To determine if the synergistic effects of Aza (50 *μ*M), metformin (300 *μ*M), and tolvaptan (10 *μ*M) combinations were conserved within our nanoparticle formulation, we measured their impact on the metabolic growth of PKD1-Het cells using an MTS assay [Fig. 1(c)]. While Aza treatment yielded a slight (insignificant) decrease in proliferation compared to the PBS control, we found that treatment with our drug combination (Aza+MT) significantly reduced cell proliferation by 40.3% [Fig. 1(d)]. Bliss synergy calculations revealed that Aza showed the highest synergy with MT in reducing cell proliferation [supplementary material Fig. 1(g)]. Importantly, nanoparticle-mediated delivery of multi-drug combinations maintained efficacy in reducing proliferation [Fig. 1(d)].

Next, to assess the ability to inhibit cystogenesis, multi-drug combinations were tested on 3D cysts developed from PKD1-Het cells. As shown in Figs. 1(e)–1(f), after 10 days of drug treatment, all drugs significantly reduced cyst cross-sectional area relative to PBS, and F-MTAza and NP-MTAza had a larger effect compared to Aza alone (∼47.6% and 25.9%, respectively) [Fig. 1(g)]. We also observed that Aza+MT showed the highest synergy in reducing cyst size **[**supplementary material Fig. 1(h)].

## III. GENOME-WIDE DNAme ANALYSIS REVEALS GLOBAL HYPOMETHYLATION IN DRUG-TREATED PKD1-HET CELLS

To better understand the impact of our multi-drug combination on epigenetic targets that could be relevant to ADPKD pathogenesis, we examined changes in the DNAme landscape of our mouse ADPKD cell line that arose in response to drug treatment with Aza alone and Aza+MT. To determine if the impact of free drug treatment on epigenetic features is conserved in the context of nanoparticle-mediated delivery, drug combinations were again delivered as free drugs (F-MTAza) or as part of a nanoparticle formulation (NP-MTAza). Specifically, we conducted reduced representation bisulfite sequencing (RRBS)^22^ on PKD1-Het cells that were treated for 24 h with Aza (n = 3), F-MTAza (n = 3), NP-MTAza (n = 3), or PBS (n = 3) [Fig. 2(a), supplementary material Fig. 3). 

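Methylation was read in 12 libraries of PKD1-Het proximal tubule cells, 3 for each of 4 groups, by sequencing bisulfite-treated DNA fragments enriched for CpGs. The cells had been kept for 24 h in PBS, in 50 µM of the DNA methyltransferase inhibitor Aza, in Aza with 300 µM metformin and 10 µM tolvaptan as free drugs, or in the same 3 drugs carried by micelles. The authors trimmed the reads with Trim Galore 0.4.4, aligned them with Bismark 0.20.1, joined the strands of each CpG and kept CpGs with at least 5 reads. Each deposited value is a percent of methylated reads, rounded down at all but a few CpGs, beside the methylated and total read numbers from which all levels here were computed. Summed over CpGs, the PBS libraries held 44679655, 29906260 and 65817118 reads, and the Aza libraries held 32132918, 36732912 and 47574333. The F-MTAza libraries held 25336747, 40390743 and 32907267 reads, and the NP-MTAza libraries held 38105573, 47709886 and 57671337. The median number of reads per listed CpG lay between 7 and 9 in every library.

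Aza replicates 1 and 2 differ from the other 10 libraries in how their CpGs are listed. Each comes as 2 sorted blocks, in which 35321 CpGs of Aza replicate 1 and 34667 CpGs of Aza replicate 2 occur more than once, and the reads of such CpGs were summed. Read numbers at the same CpGs followed one another among the other 10 libraries, with a median Spearman correlation across CpGs of 0.480 (range 0.315 to 0.614 over 45 pairs of libraries). Between Aza replicate 1 or 2 and the other 10 libraries the median was 0.0102 (range 0.00403 to 0.0151 over 20 pairs). Methylation levels showed the same split, with correlations of 0.642 to 0.913 among the 10 libraries and of -0.00261 to 0.00275 for pairs with Aza replicate 1 or 2. These correlations are across CpGs, which are not independent replicates. Values that involve the Aza group are therefore given with all 3 libraries and many of them also, as an alternative added after the data were seen, with Aza replicate 3 alone. Group levels, except those by chromosome and of named genes, were compared over the CpGs with 5 or more reads in at least 2 libraries of each group. The tests were exact permutation tests on library means. Single CpGs were compared by a likelihood ratio test on the pooled read numbers, at the paper's thresholds of a q under 0.01 and a difference of at least 35 percentage points, with q by the Benjamini-Hochberg rule. The tests, thresholds, gene lists and the rule for the named genes were written down before the data were examined.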

Sequencing reads were aligned to the NCBI37/mm9 genome. After filtering for ≥5× coverage, we captured an average of 2.8 million CpGs per sample in all treatment conditions **(**supplementary material Table V), of which a total of 604 240 were captured in at least two out of three samples per experimental group. 

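Of all CpGs, 603438 had 5 or more reads in at least 2 libraries of every group. PBS libraries held 2812197, 1860418 and 3979987 CpGs, a mean of 2884200.7 ± 1061617.4 (SD, n = 3), and Aza libraries held 2466732, 2481936 and 3003782, a mean of 2650816.7 ± 305771.5 (SD, n = 3). F-MTAza libraries held 2578135 ± 456640.5 CpGs (SD, n = 3) and NP-MTAza libraries held 3175239 ± 345955.3 (SD, n = 3). The 3 PBS libraries together listed 5163991 CpGs, of which 1117456 were in all 3. The Aza libraries together listed 6209990 CpGs, the most of any group, but only 204295 were in all 3. F-MTAza libraries shared 894329 of 4777948 CpGs, and NP-MTAza libraries shared 1509315 of 5311927. In PBS replicate 3, 1731893 CpGs had at least 10 reads and 708863 had at least 20, while in F-MTAza replicate 1 these numbers were 462940 and 60900.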

Of the filtered CpGs in each group, 11.5%–14.0% were located within promoters [Fig. 2(b)], representing approximately 61% of all promoters **(**supplementary material Table 6), in concordance with previous reports.^23,24^ Furthermore, the relative distributions of CpGs captured in promoter, exon, intron, and intergenic regions were similar across all treatment groups [Fig. 2(b)].

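Promoters, taken as 2000 bp upstream to 500 bp downstream of a transcription start site, held 17.1% of the CpGs listed in PBS, 14.3% in Aza, 15.2% in F-MTAza and 16.1% in NP-MTAza. Exons held 7.41% in PBS, 6.83% in Aza, 6.98% in F-MTAza and 7.25% in NP-MTAza. Introns held between 32.1% in PBS and 33.9% in Aza, and intergenic sequence between 43.3% in PBS and 45.1% in F-MTAza. Within the Aza group, the promoter share was 12.2% in replicate 1, 12.0% in replicate 2 and 21.9% in replicate 3. In the other 9 libraries it lay between 16.5% and 24.0%. Of 22380 annotated promoters on mm9, 89.7% held at least 1 listed CpG in PBS, 94.4% in Aza, 88.7% in F-MTAza and 90.1% in NP-MTAza. Among the CpGs covered in every group, 27.3% lay in promoters, 10.5% in exons, 29.6% in introns and 32.7% in intergenic sequence, and 13351 promoters (59.7%) held at least 1 of them. Each CpG was assigned to promoter, exon, intron or intergenic sequence in that order.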

**FIG. 2.**
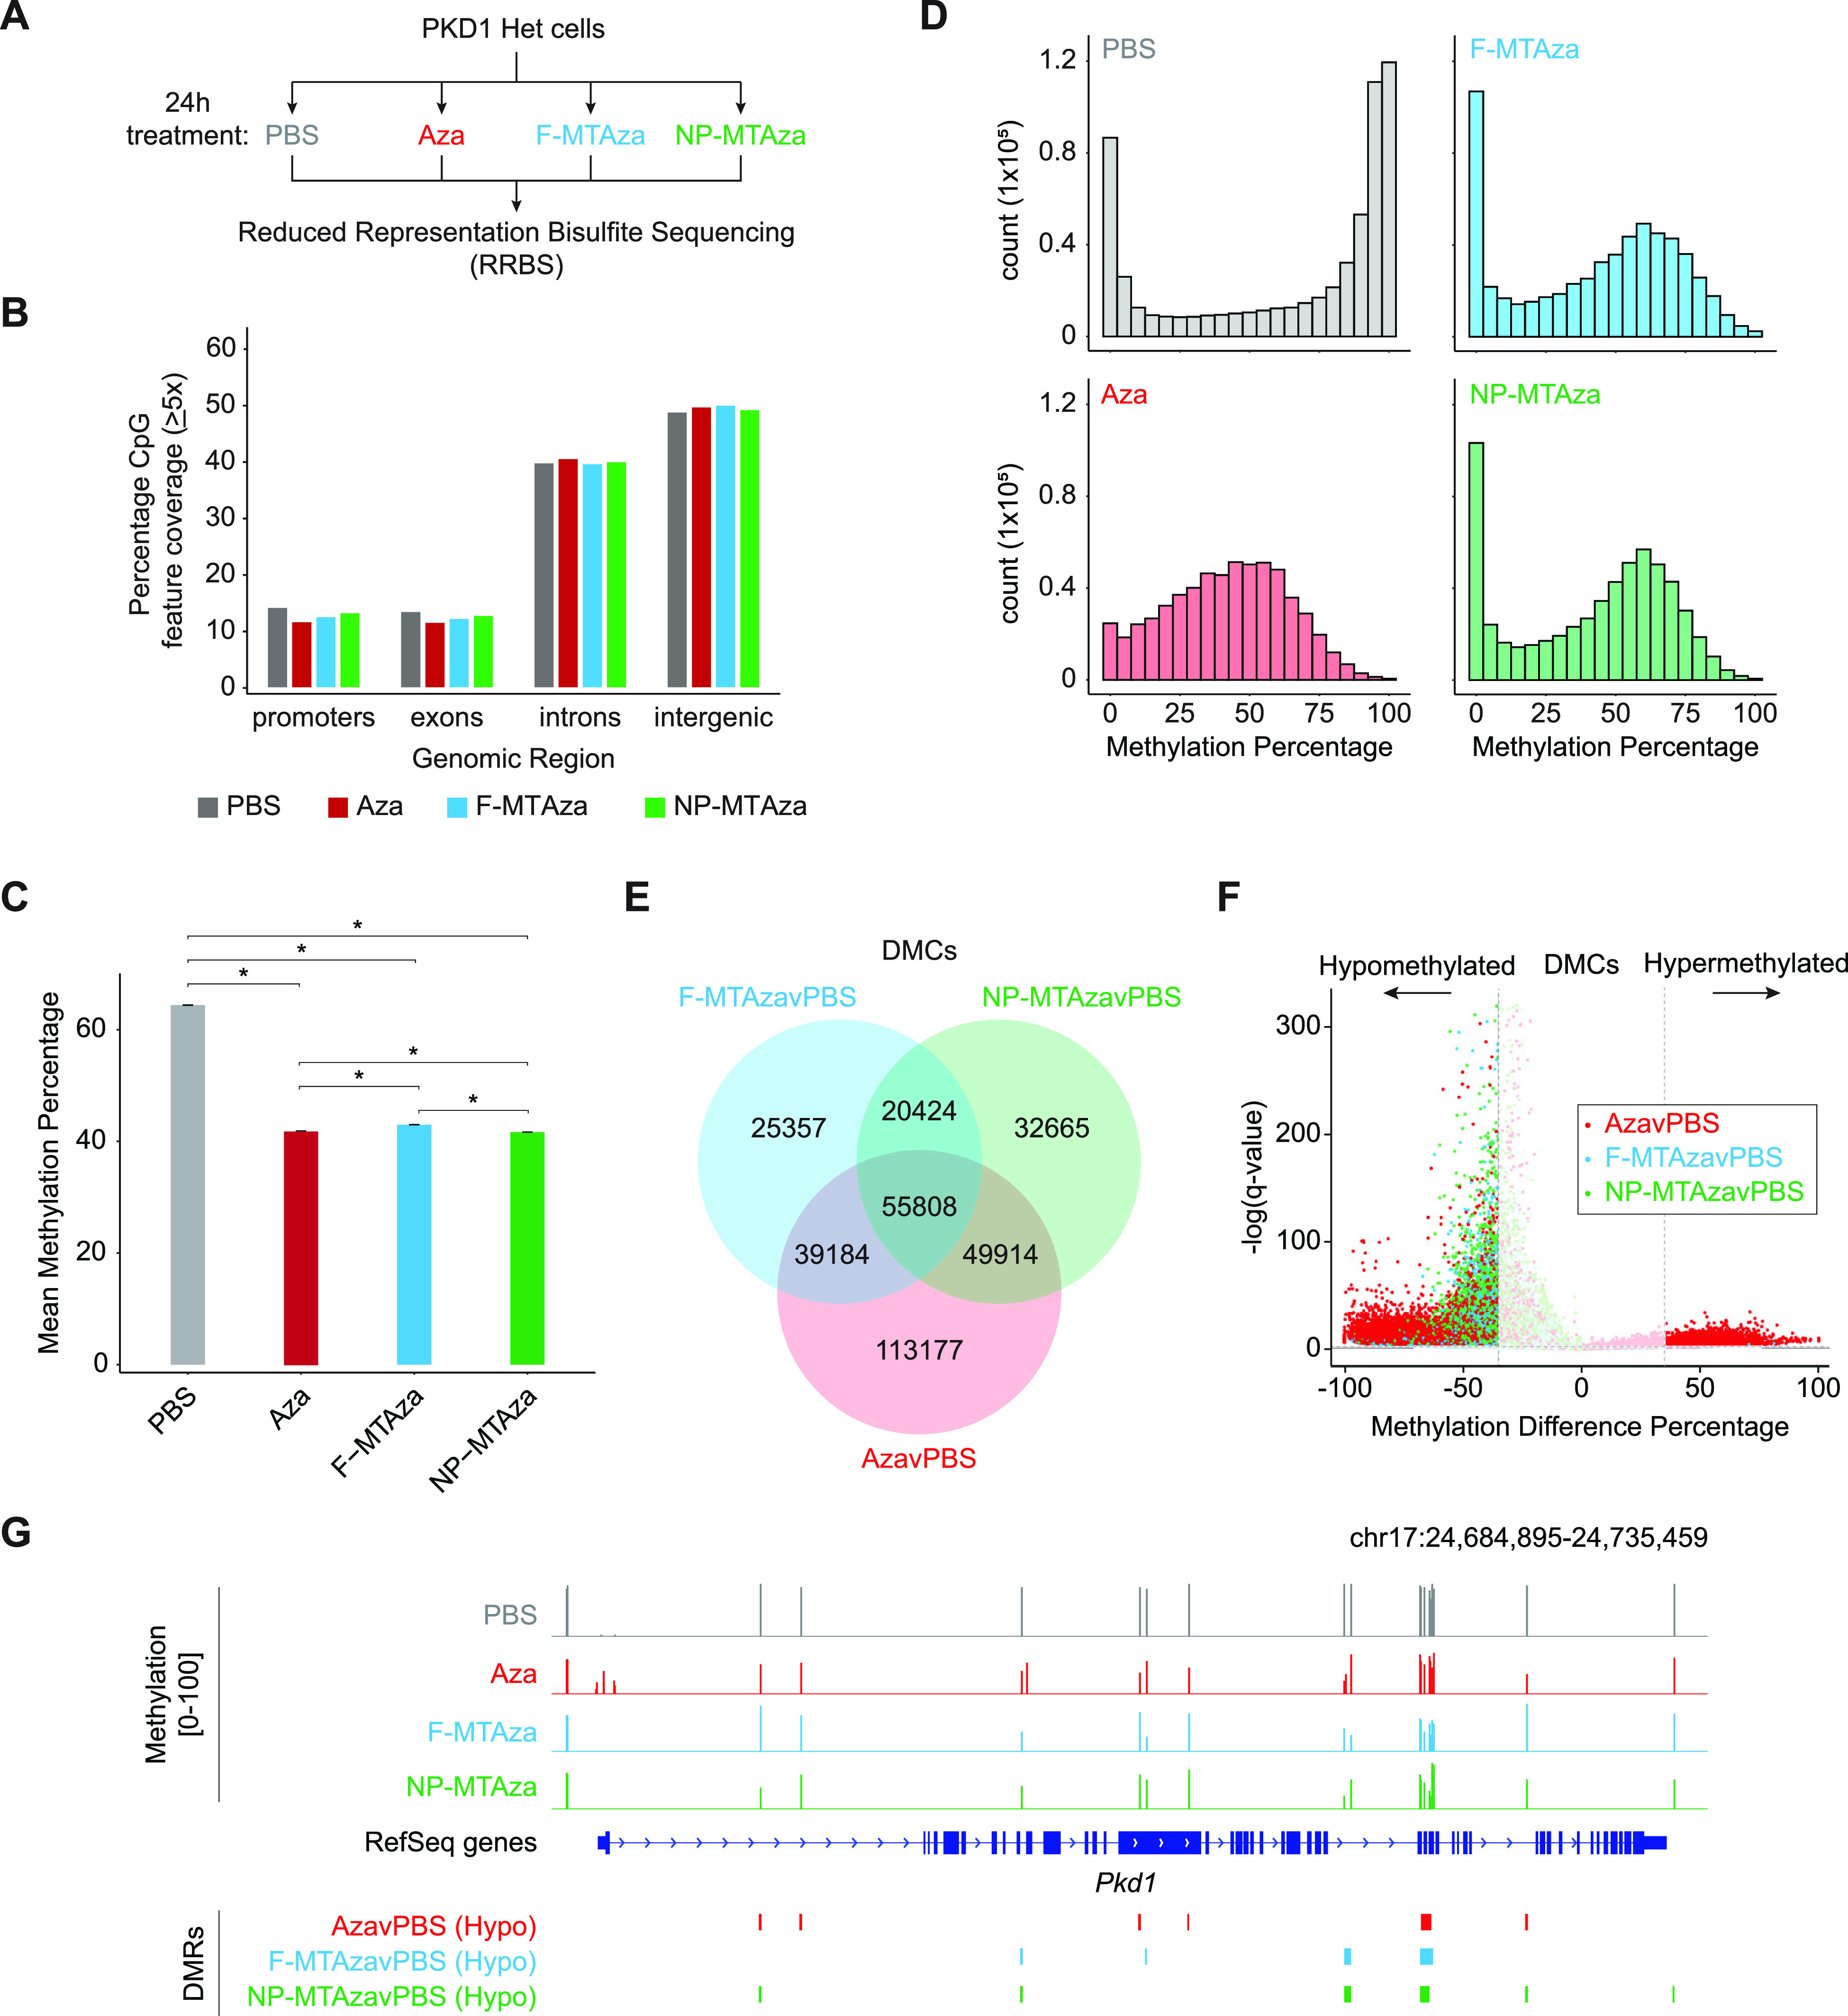
Characterization of DNA methylation in PKD1-Het cells treated with Aza and existing ADPKD drugs. (a) Schematic representation of the experimental setup for RRBS: PBS (n = 3), Aza (n = 3), F-MTAza (n = 3), and NP-MTAza (n = 3). (b) Bar plot displaying the percentage of CpGs (≥5×depth) in particular genomic features (promoters, exons, introns, intergenic) for merged samples of each experimental group: PBS (n = 5 163 991), Aza (n = 6 029 990), F-MTAza (n = 4 777 948), and NP-MTAza (n = 5 311 927). (c) Bar plot showing mean genome-wide DNA methylation percentage within each experimental group for the total CpGs that are captured (≥ 5×depth) in at least two samples of each experimental group (n = 604 240). ^*^p < 2.2 ×10^−16^ (Wilcoxon rank sum test). (d) Histograms depicting the distribution of DNA methylation percentage within each experimental group for the total CpGs captured (≥5×depth) in at least two samples of each experimental group (n = 604 240). (e) Venn diagram displaying shared and unique DMCs called among the experimental groups (relative to PBS). (f) Volcano plot depicting the distribution of DNA methylation difference percentage and q-value of individual DMCs within each experimental group. Dashed lines represent the methylation difference cutoff of ±35% (vertical) and q-value cutoff of q = 0.01 (horizontal). (g) Genome browser track depicting *Pkd1* gene only. Methylation values and DMRs are shown.

Next, we assessed global CpG methylation levels across the four groups as represented by mean methylation percentage (weighted by coverage) of the previously identified 604 240 total CpGs. Mean methylation percentages of PBS (64.4%±0.049% s.e.), Aza (41.9%±0.028% s.e.), F-MTAza (43.0%±0.037% s.e.), and NP-MTAza (41.7%±0.035% s.e.) suggested that global DNAme levels of PKD1-Het cells decrease by ∼20% when treated with Aza alone as well as with F-MTAza or NP-MTAza [Fig. 2(c)]. 

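Mean methylation, weighted by reads, was 71.5% ± 2.26 (SD, n = 3) in PBS, 45.5% ± 2.62 (SD, n = 3) in Aza, 50.7% ± 0.816 (SD, n = 3) in F-MTAza and 48.1% ± 0.696 (SD, n = 3) in NP-MTAza. Mean methylation fell by 23.4 points across the 9 drug-treated libraries relative to the 3 PBS libraries (two-sided exact permutation test, p = 0.00455, the smallest p that 9 libraries against 3 allow). Aza was 26.0 points below PBS, F-MTAza 20.7 and NP-MTAza 23.4 (two-sided exact permutation tests, p = 0.10 for each, the smallest p that 3 libraries against 3 allow). The 6 combination libraries were 3.90 points above the 3 Aza libraries (two-sided exact permutation test, p = 0.0357), and the difference was 0.297 points when each CpG counted equally. The difference in mean methylation, combination vs Aza, did not pass the exact permutation test without Aza replicate 1 (2.27 points), Aza replicate 2 (4.27), F-MTAza replicate 2 (4.09), NP-MTAza replicate 1 (4.19) or NP-MTAza replicate 2 (4.14), and it was 1.54 points against Aza replicate 3 alone. NP-MTAza was 2.62 points below F-MTAza (exact permutation test, two-sided, p = 0.10) and 2.59 points above Aza (p = 0.20). The difference in mean methylation, NP-MTAza vs Aza, turned to -0.383 points when each CpG counted equally, -0.806 over every CpG of each library and -0.602 among libraries with 1 barcode set, and was 0.187 against Aza replicate 3 alone. With reads pooled within each group and each CpG counted once, the means were 64.4% in PBS, 41.9% in Aza, 43.0% in F-MTAza and 41.7% in NP-MTAza, with standard errors over CpGs of 0.0492, 0.0277, 0.0369 and 0.0349 points.

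By sequence context, methylation was lower after the drugs in every class of local CpG density. CpGs with 1 to 3 CpGs in the surrounding window fell by 28.1 points across the 9 drug-treated libraries from 72.7% in PBS, and CpGs with 16 or more fell by 11.1 points from 57.4% (two-sided exact permutation tests, p = 0.00455 for each). On the X chromosome, PBS stood at 64.1%, and Aza, F-MTAza and NP-MTAza were lower by 22.6, 24.8 and 24.2 points. Autosomes stood at 68.5% in PBS, with F-MTAza 21.3 points and NP-MTAza 23.3 points below it. The levels by chromosome are over every listed CpG of each library, so they cannot be set beside the means over the CpGs covered in every group.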

Methylation ratio frequency plots revealed a bimodal distribution in our PBS condition, commonly observed in somatic cell methylomes.^25^ Notably, we observed a loss of methylation ratio bimodality upon treatment with Aza that was restored upon treatment with Aza+MT (F-MTAza, NP-MTAza) [Fig. 2(d)]. 

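In PBS, CpGs lay at both ends of the scale when reads were pooled within the group: 19.7% were 0 to 10% methylated, 43.6% were 90 to 100% methylated and 7.04% were between 40% and 60%. After Aza, 33.3% of pooled levels lay between 40% and 60%, against 24.5% after F-MTAza and 28.0% after NP-MTAza. No single Aza library reached that share, with 18.5%, 21.6% and 24.3% in replicates 1, 2 and 3, against 19.8% to 21.0% in F-MTAza and 22.0% to 24.9% in NP-MTAza libraries. The pooled share at 90 to 100% was 0.567% after Aza, 2.10% after F-MTAza and 0.739% after NP-MTAza, while single Aza libraries held 8.27%, 7.07% and 2.84%, F-MTAza libraries 5.10% to 6.58% and NP-MTAza libraries 2.39% to 4.39%. The share at 0 to 10% was 8.82% after Aza, 22.7% after F-MTAza and 22.4% after NP-MTAza. Taken one library at a time, 26.0%, 20.1% and 23.6% of the CpGs in Aza replicates 1, 2 and 3 were 0 to 10% methylated. With a 10x and a 20x minimum, the difference in share of CpGs under 5% methylated, Aza vs PBS, was 0.774 and 0.0142 points, taken library by library. Read numbers of Aza replicates 1 and 2 do not follow those of other libraries at the same CpGs. The shares of pooled levels have no replicates, so no test was run on them.

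**Figure D1:**
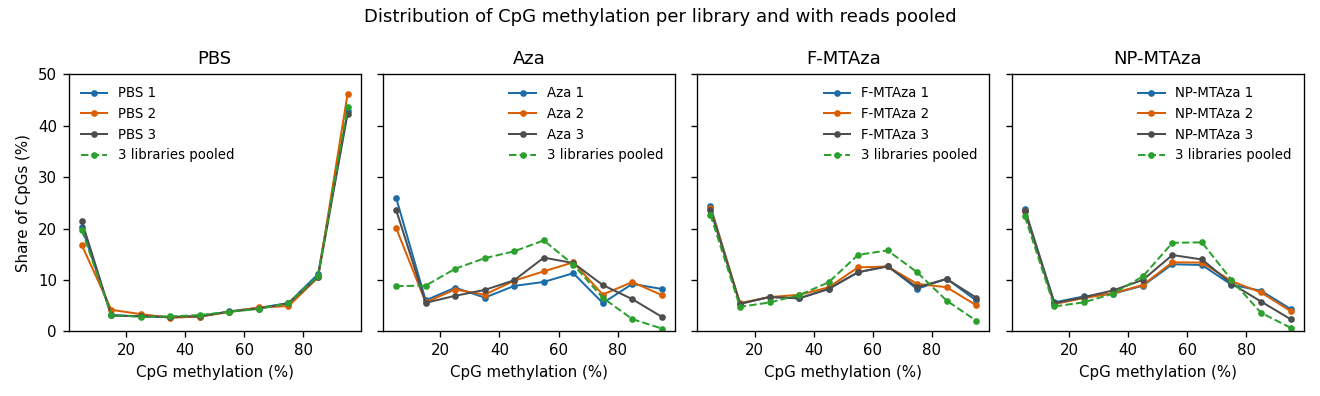
Share of CpGs (vertical axis, percent) by methylation level (horizontal axis, percent) in each group, over the CpGs covered in every group. The class from 40% to 60% holds 7.04% of the CpGs in PBS and 33.3% in Aza when reads are pooled, against 18.5%, 21.6% and 24.3% in Aza replicates 1, 2 and 3.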

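CpGs unmethylated in PBS, that is with under 10% of pooled PBS reads methylated, numbered 118953. Their methylation was 2.21% ± 1.41 (SD, n = 3) in PBS, 1.36% ± 0.0683 (SD, n = 3) in F-MTAza and 1.32% ± 0.0789 (SD, n = 3) in NP-MTAza. In the Aza group it was 41.6% in replicate 1, 45.0% in replicate 2 and 1.27% in replicate 3, a mean of 29.3% ± 24.3 (SD, n = 3). Methylation at these CpGs was 27.7 points higher in Aza than in the other 9 libraries (two-sided exact permutation test, p = 0.0409) and 27.1 points higher than in PBS (exact permutation test, p = 0.40). The higher mean rests on Aza replicates 1 and 2, since replicate 3 lies below the PBS mean. The comparison of Aza with the other 9 libraries did not pass the exact permutation test without Aza replicate 1 (21.5 points), Aza replicate 2 (19.8 points) or NP-MTAza replicate 3 (27.5 points). It did not pass either with the class taken from PBS replicate 1. The class used here was chosen on the same PBS libraries that are compared. Combination libraries were 27.9 points below Aza (two-sided exact permutation test, p = 0.0714), and passed only without Aza replicate 3, at 41.9 points below.

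Counted within each library, CpGs under 5% methylated made up 17.4% ± 2.53 (SD, n = 3) of the CpGs in PBS, 21.7% ± 3.08 (SD, n = 3) in Aza, 22.5% ± 0.544 (SD, n = 3) in F-MTAza and 21.3% ± 0.467 (SD, n = 3) in NP-MTAza. The Aza share was 4.38 points above that in PBS (two-sided exact permutation test, p = 0.20), and combination and Aza libraries differed by 0.126 points (p = 0.917 from the same exact test). The difference in share of CpGs under 5% methylated, combination vs Aza, changed direction and call with the processing, at 2.77 points with a 20x minimum (p = 0.0357, exact permutation test) and -0.619 points at 5x in all 12 libraries. With the reads of each group pooled, 102614 CpGs were under 5% in PBS, 32171 in Aza, 117737 in F-MTAza and 116859 in NP-MTAza. At 5 reads, a level under 5% means that no read was methylated.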

Interestingly, the Aza condition appeared to have fewer unmethylated CpGs (e.g., CpGs with <5% methylation; >400 000 count) in comparison to the PBS control group, suggesting that treatment of PKD1-Het cells with Aza alone might also induce some site-specific hypermethylation.

To understand methylation differences at single-CpG resolution, we identified differentially methylated CpGs (DMCs) between drug treatment conditions and PBS (AzavPBS, F-MTAzavPBS, NP-MTAzavPBS). DMCs were called at ≥35% methylation difference (q-value < 0.01). 

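NP-MTAza and PBS libraries shared 815900 CpGs with 5 or more reads in all 6 libraries, and 211533 of them (25.9%) passed the likelihood ratio test and the difference threshold. F-MTAza and PBS shared 512987 CpGs, of which 113046 (22.0%) passed. Aza and PBS shared only 94938 CpGs, of which 43898 (46.2%) passed. Against Aza replicate 3 alone, an alternative chosen after the data were seen, 1016643 CpGs could be tested and 253620 passed. Hypomethylated CpGs numbered 39571 after Aza, 113023 after F-MTAza and 211494 after NP-MTAza. At 33137 of the hypomethylated CpGs after Aza, 102474 after F-MTAza and 195133 after NP-MTAza, every treated library lay below every PBS library. Among CpGs not selected for a difference, chance alone parts 3 libraries from 3 at 10% of CpGs, counting both directions, and the called CpGs were selected for one. Without Aza replicate 1 the test called 107131 hypomethylated CpGs after Aza, and without Aza replicate 2 it called 117746, since more CpGs then had enough reads in each library. A test that allows for extra spread between libraries called 6584 hypomethylated CpGs after Aza, 46566 after F-MTAza and 89754 after NP-MTAza, and limma called 10267, 30372 and 44326. Pooled read numbers ignore the spread between replicates, so the counts from the likelihood ratio test are the largest of these.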

The total DMCs in each comparison (AzavPBS, n = 258 083; F-MTAzavPBS, n = 140 773; NP-MTAzavPBS, n = 158 811) covered at least 23% of the total 604 240 CpGs [supplementary material Fig. 4(a)]. 

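All 12 libraries had enough reads to test 47404 CpGs in every comparison with PBS, and 4199 of them were hypomethylated after Aza, after F-MTAza and after NP-MTAza. Independent lists of the same sizes would share 1061 CpGs. The comparisons use the same 3 PBS libraries, so lists drawn from unchanged groups could overlap as well, and 10 simulated draws of such groups shared 0 CpGs. Those draws held no loss of methylation, so they cannot show how far lists of real losses would overlap. Only CpGs methylated enough in PBS can lose the threshold difference, so such lists share more CpGs than independent lists. An excess over the independent number, here and below, therefore does not show common targets. With Aza replicate 3 alone, 463109 CpGs could be tested in every comparison and 33530 were hypomethylated in all 3, against 6962 for independent lists. Without Aza replicate 1 the shared count was 11715, and without Aza replicate 2 it was 12886.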

We observed 55 808 shared DMCs among all three groups [Fig. 2(e)]. While a majority of all DMCs exhibited hypomethylation, a small subset of DMCs exhibited hypermethylation in the AzavPBS condition (n = 19 428) [Fig. 2(f)]. This observation suggests that while Aza induces both hypo- and hypermethylation in PKD1-Het cells when applied alone, this property is lost upon its interaction with MT, where it almost exclusively induces DNA hypomethylation.

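Hypermethylated CpGs numbered 4327 of 94938 after Aza, 23 of 512987 after F-MTAza and 39 of 815900 after NP-MTAza, which is 9.86% of the called CpGs in Aza. At 370 of the 4327 CpGs, every Aza library lay above every PBS library. Where only Aza replicate 3 stood for Aza, 371 of 1016643 tested CpGs were hypermethylated. Leaving out a library moved the Aza count to 9158 without Aza replicate 1, 6994 without Aza replicate 2, 14249 without Aza replicate 3 and 7722 without PBS replicate 2. For F-MTAza the counts ranged from 39 without PBS replicate 3 to 97 without F-MTAza replicate 1, with 94 without F-MTAza replicate 2, 66 without F-MTAza replicate 3, 62 without PBS replicate 2 and 44 without PBS replicate 1. For NP-MTAza the counts were 95, 82 and 133 without NP-MTAza replicates 1, 2 and 3, and 69, 101 and 74 without PBS replicates 1, 2 and 3. With the test that allows for extra spread, 37 CpGs were hypermethylated after Aza, 4 after F-MTAza and 13 after NP-MTAza. In 10 simulated draws of unchanged groups, the mean count of hypermethylated CpGs was 1.9 for Aza, 11 for F-MTAza and 14.5 for NP-MTAza.

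Set directly against Aza, 3894 CpGs were lower and 3398 higher after F-MTAza among 72932 tested, and 7308 were lower and 5200 higher after NP-MTAza. Without Aza replicate 1 they were 7428 and 5792 for F-MTAza, and 15228 and 9247 for NP-MTAza. Without Aza replicate 3 they were 13163 and 10221 for F-MTAza and 21658 and 15096 for NP-MTAza, and without Aza replicate 2 they were 11327 and 8582 for NP-MTAza. Against Aza replicate 3 alone these counts were 33 and 139 for F-MTAza, and 65 and 101 for NP-MTAza. From the hypermethylated CpGs seen with Aza and nearly absent from both combinations, the paper proposes that Aza applied alone acts in both directions and that MT removes the gain of methylation.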

To characterize region-specific DNA hypomethylation across our three comparison groups, we generated differentially methylated regions (DMRs) from our DMCs. Upon initial observation, we noted the presence of hypomethylated DMRs at genes associated with ADPKD, namely, *Pkd1* [Fig. 2(g)], whose gene body is found to be hypermethylated in human ADPKD.^8,9^

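Pkd1 encodes polycystin 1, the membrane protein lost in most ADPKD, and lies on chromosome 17 of mm9 from 24686895 to 24733459. Over the 130 CpGs of the window that the paper draws around it, methylation was 55.7% ± 11.2 (SD, n = 3) in PBS, 35.3% ± 3.59 (SD, n = 3) in F-MTAza and 33.0% ± 2.22 (SD, n = 3) in NP-MTAza. In Aza it was 51.9% ± 15.2 (SD, n = 3), with 57.4%, 63.7% and 34.8% in replicates 1, 2 and 3. The 9 drug-treated libraries were 15.7 points below PBS (two-sided exact permutation test, p = 0.0545). Under other settings the methylation of the browser windows, Pkd1, drug-treated vs PBS, differed by -21.5 points without Aza replicates 1 and 2, added after the data were seen (exact permutation test, p = 0.00833), and by -9.21 points without PBS replicate 2, which did not pass. Combination libraries were 17.8 points below Aza (two-sided exact permutation test, p = 0.0476), but Aza replicate 3 lay within their range of 31.2% to 38.0%. That comparison passed the exact permutation test in only 1 of 9 sets with a library left out, with differences from -26.4 without Aza replicate 3 to -11.9 without Aza replicate 2. NP-MTAza had 13 hypomethylated CpGs of 74 tested in the window, in 7 hypomethylated regions. F-MTAza had 4 of 23 in 2 regions, and Aza had 5 of 14 in 5 regions beside 1 hypermethylated CpG. Within the gene itself, 111 CpGs stood at 45.1% ± 10.7 (SD, n = 3) in PBS, 49.2% ± 20.1 (SD, n = 3) in Aza, 28.6% ± 2.94 (SD, n = 3) in F-MTAza and 23.0% ± 0.913 (SD, n = 3) in NP-MTAza. Over the gene, drug-treated libraries were 11.6 points below PBS (two-sided exact permutation test, p = 0.277). In the Pkd1 promoter, 48 CpGs were at 48.4% ± 12.3 (SD, n = 3) in PBS and 13.5 points lower after the drugs (exact permutation test, p = 0.141).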

## IV. COMBINATION TREATMENT OF PKD1-HET CELLS WITH AZA+MT INDUCES DNA HYPOMETHYLATION AT REGULATORY GENOMIC REGIONS AND EPIGENETIC MARKS ASSOCIATED WITH ACTIVE TRANSCRIPTION

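NP-MTAza gave 98786 hypomethylated regions against PBS, F-MTAza gave 63834 and Aza gave 27167. Merged where they overlap, 9102 regions were hypomethylated after all 3 treatments. F-MTAza and NP-MTAza had 33279 regions in common without Aza, for which the fewest CpGs could be tested, while Aza shared 7143 with NP-MTAza only and 2247 with F-MTAza only. NP-MTAza alone had 49105 regions, F-MTAza alone 18806 and Aza alone 8543. A region joined called CpGs within 500 bp of one another, was widened to at least 100 bp and held no CpG of the opposite direction. Shared regions numbered 18705 without Aza replicate 1, 20620 without Aza replicate 2 and 34874 with Aza replicate 3 alone. The number of regions after Aza was 105955 with Aza replicate 3 alone, 57937 without Aza replicate 1 and 63551 without Aza replicate 2.

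Large differences were sought among regions with at least 5 called CpGs in which every treated library lay below every PBS library. Of the 10 largest per comparison, 1 was intergenic after Aza, 2 after F-MTAza and 3 after NP-MTAza, and genes held the others. After Aza, exon 1 of B930007M17Rik on chromosome 3 (138868812 to 138868914) stood at 95.9% ± 1.82 (SD, n = 3) in PBS and 12.9% ± 22.4 (SD, n = 3) in Aza, with 38.8% in Aza replicate 3 and 0% in replicates 1 and 2. Exon 8 of Tnrc6b, a gene of microRNA silencing, stood at 97.4% ± 3.03 (SD, n = 3) in PBS and at 31.0%, 0% and 51.8% in Aza replicates 1, 2 and 3 (chromosome 15, 80714441 to 80714723). Intron 8 of Mybl2, which drives cell cycle genes, stood at 96.2% ± 1.72 (SD, n = 3) in PBS and at 52.8%, 0.787% and 32.7% in the same Aza libraries (chromosome 2, 162900604 to 162900987). After F-MTAza, exon 2 of Gtf3c1, a subunit of a factor for RNA polymerase III, stood at 31.7% ± 21.3 (SD, n = 3) against 99.2% ± 1.43 (SD, n = 3) in PBS (chromosome 7, 132847515 to 132847695). Intron 3 of Adam19, a metalloprotease gene, held 6 called CpGs on chromosome 11 (45881893 to 45882212) and stood at 75.4% ± 2.88 (SD, n = 3) in PBS, 22.7% ± 1.93 (SD, n = 3) in F-MTAza and 23.6% ± 1.19 (SD, n = 3) in NP-MTAza, with at least 1159 reads in every F-MTAza library. After NP-MTAza, exon 4 of Trim39 was at 28.6% ± 13.4 (SD, n = 3) against 99.4% ± 1.09 (SD, n = 3) in PBS (chromosome 17, 36400761 to 36400860). Intron 6 of Pde4b, which encodes a phosphodiesterase that breaks down cAMP, was at 36.6% ± 8.75 (SD, n = 3) against 97.7% ± 0.469 (SD, n = 3) in PBS (chromosome 4, 102250186 to 102250565). Unlike at Adam19, the other combination was less changed at Gtf3c1, with 54.2% ± 38.0 (SD, n = 3) in NP-MTAza, and at Pde4b, with 66.4% ± 18.6 (SD, n = 3) in F-MTAza. At Trim39 a PBS library held only 25 reads, and 1 F-MTAza library had reads, at 51.4%. The regions were ranked on the reads that give their levels, so these differences are larger than in an unselected set. Regions passed this rule in 460 of 468 cases for Aza, 2614 of 2620 for F-MTAza and 8232 of 8251 for NP-MTAza.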

DMR analysis across all comparison groups (AzavPBS, F-MTAzavPBS, and NP-MTAzavPBS) identified 45,206 shared hypomethylated DMRs (hypoDMRs), representing the largest majority of intersected DMRs [Fig. 3(a)]. 

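Hypomethylated regions were 124 bp long on average after Aza, 139 bp after F-MTAza and 164 bp after NP-MTAza, and the median length was 100 bp for all 3. Neighbouring regions on the same chromosome lay a median of 31225 bp apart after Aza, 15352 bp after F-MTAza and 10116 bp after NP-MTAza. Regions called from Aza replicate 3 alone had a mean length of 176 bp and a median distance of 9111 bp. The order of the treatments changed where all comparisons tested the same CpGs. At 5x in at least 2 of 3 libraries of each group, a set of regions added after the data were seen, the mean length was 169 bp after Aza, 142 bp after F-MTAza and 147 bp after NP-MTAza, and the median distance was 9212 bp, 12252 bp and 11080 bp. At 5x in all 12 libraries the mean length was 114 bp after Aza, 107 bp after F-MTAza and 109 bp after NP-MTAza. No test was run on them, since regions are not replicates.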

The distances between hypoDMRs were largely uniform across all groups, although AzavPBS hypoDMRs were slightly smaller [Fig. 3(b), supplementary material Fig. 4(b)]. 

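Averaged over regions, the difference from PBS was -50.3 points after Aza, -43.7 after F-MTAza and -43.7 after NP-MTAza. Taken from Aza replicate 3 alone the mean over regions was -51.4 points, and without Aza replicate 3 it was -60.2 points. Each mean is taken over a different set of regions, chosen by the test that it summarises, so the size of the differences is larger than in an unselected set.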

Globally, the distributions of methylation difference percentage observed in F-MTAzavPBS and NP-MTAzavPBS hypoDMRs were less severe than that of AzavPBS hypoDMRs [Fig. 3(c)]. To examine this further, we plotted the average methylation value for each DMR across the four experimental groups and displayed them according to seven sub-groups found by our DMR intersections. DMRs were either universally common (shared across all three groups), shared between two groups (three sub-groups), or unique to one group (three sub-groups) [Fig. 3(d)]. 

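Over the 9102 regions hypomethylated in all 3 comparisons, methylation was 89.2%, 90.2% and 89.4% in the PBS libraries and 36.9%, 40.6% and 52.7% in Aza replicates 1, 2 and 3. F-MTAza libraries were at 55.1%, 53.6% and 54.8%, and NP-MTAza libraries at 53.5%, 54.0% and 52.3%. Combination libraries, at 53.9% ± 0.992 (SD, n = 6), were 10.5 points above Aza, at 43.4% ± 8.29 (SD, n = 3) (two-sided exact permutation test, p = 0.0238). These regions were chosen on the libraries that are compared. In regions called on replicates 1 and 2 and measured in replicate 3, combination was 2.09 points above Aza, and NP-MTAza and F-MTAza differed by -3.52 points. Against Aza replicate 3 alone, in regions called without replicates 1 and 2, the difference was 3.39 points.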

Notably, the presence of MT in combination with Aza appears to significantly reduce the magnitude of DNAme loss [Fig. 3(d)]. 

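NP-MTAza and F-MTAza differed little at single CpGs: of 718443 CpGs tested, 146 were lower and 76 higher after NP-MTAza. The number higher was 121 without F-MTAza replicate 1 and 48 without F-MTAza replicate 2. The same comparison with limma called 0 CpGs. In the regions hypomethylated by all 3 treatments, NP-MTAza stood at 53.3% ± 0.869 (SD, n = 3) and F-MTAza at 54.5% ± 0.789 (SD, n = 3), a difference of -1.20 points (two-sided exact permutation test, p = 0.20). Of 9774 promoters with reads in every library, limma called 0 lower and 0 higher between NP-MTAza and F-MTAza, and 26 were lower and 8 higher at an unadjusted p under 0.05. The 3 libraries on each side cannot give an exact p below 0.10.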

We also noted that nanoparticle delivery did not alter drug combination effects [Figs. 3(c) and 3(d)].

**FIG. 3.**
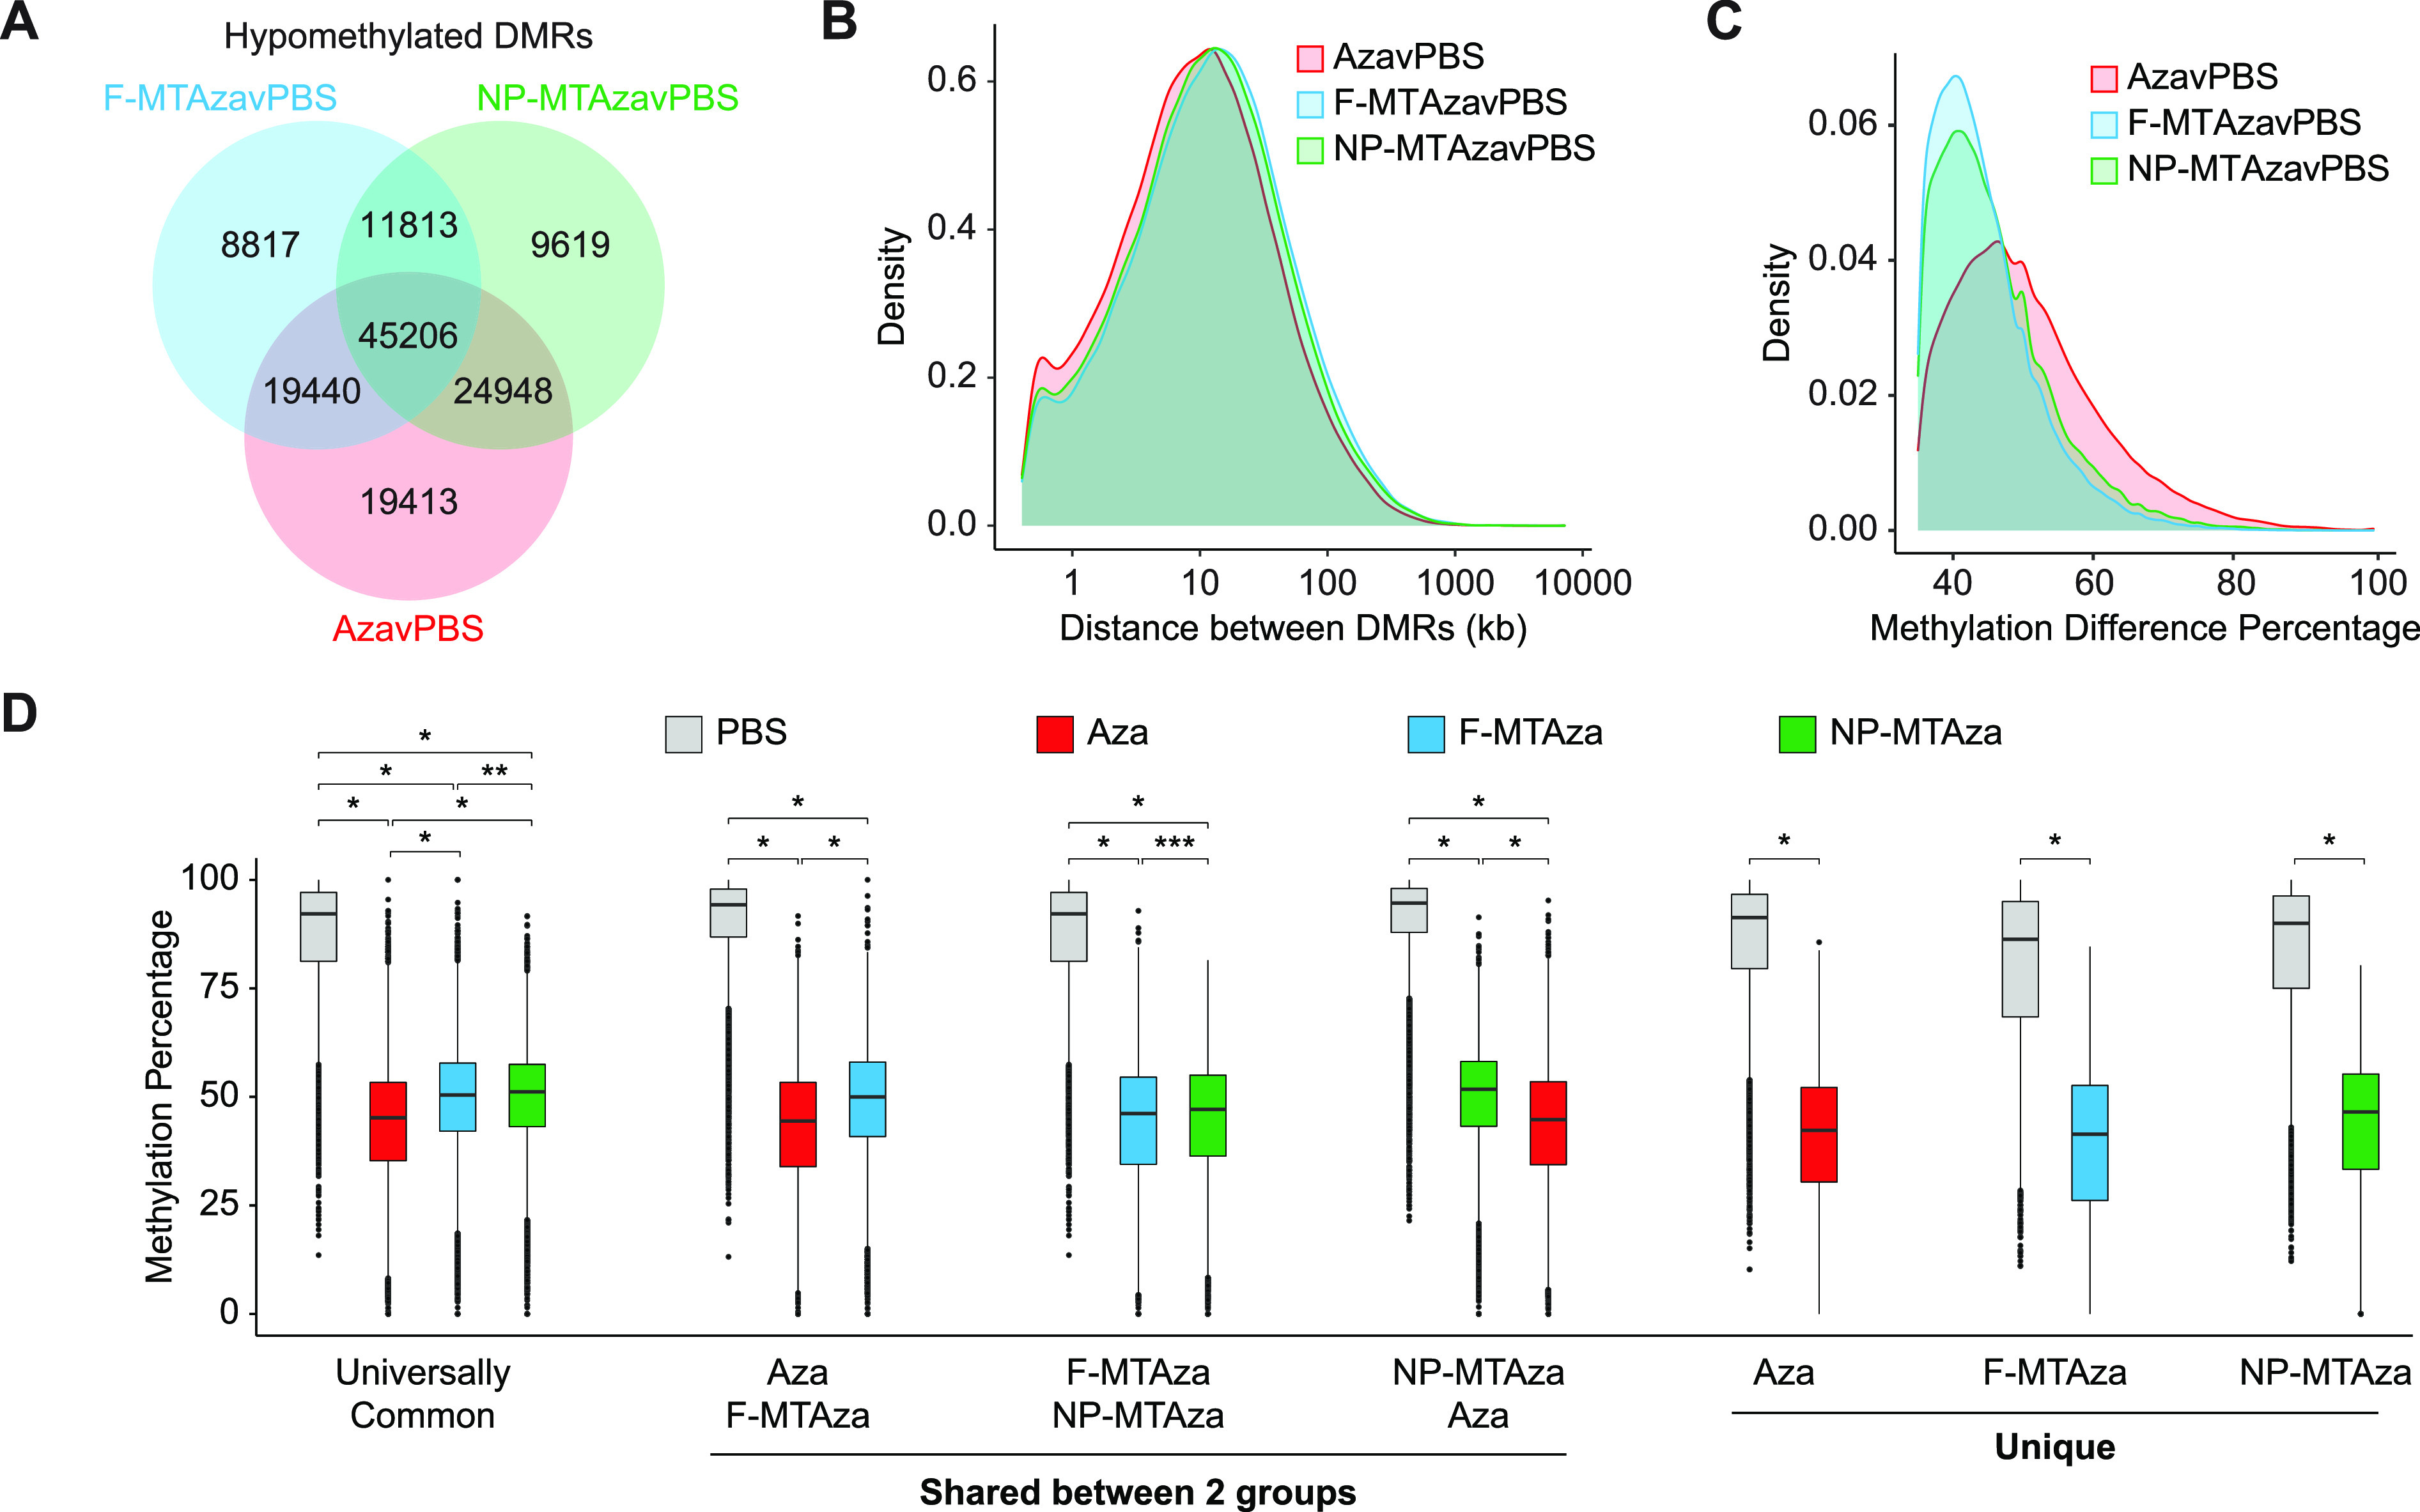

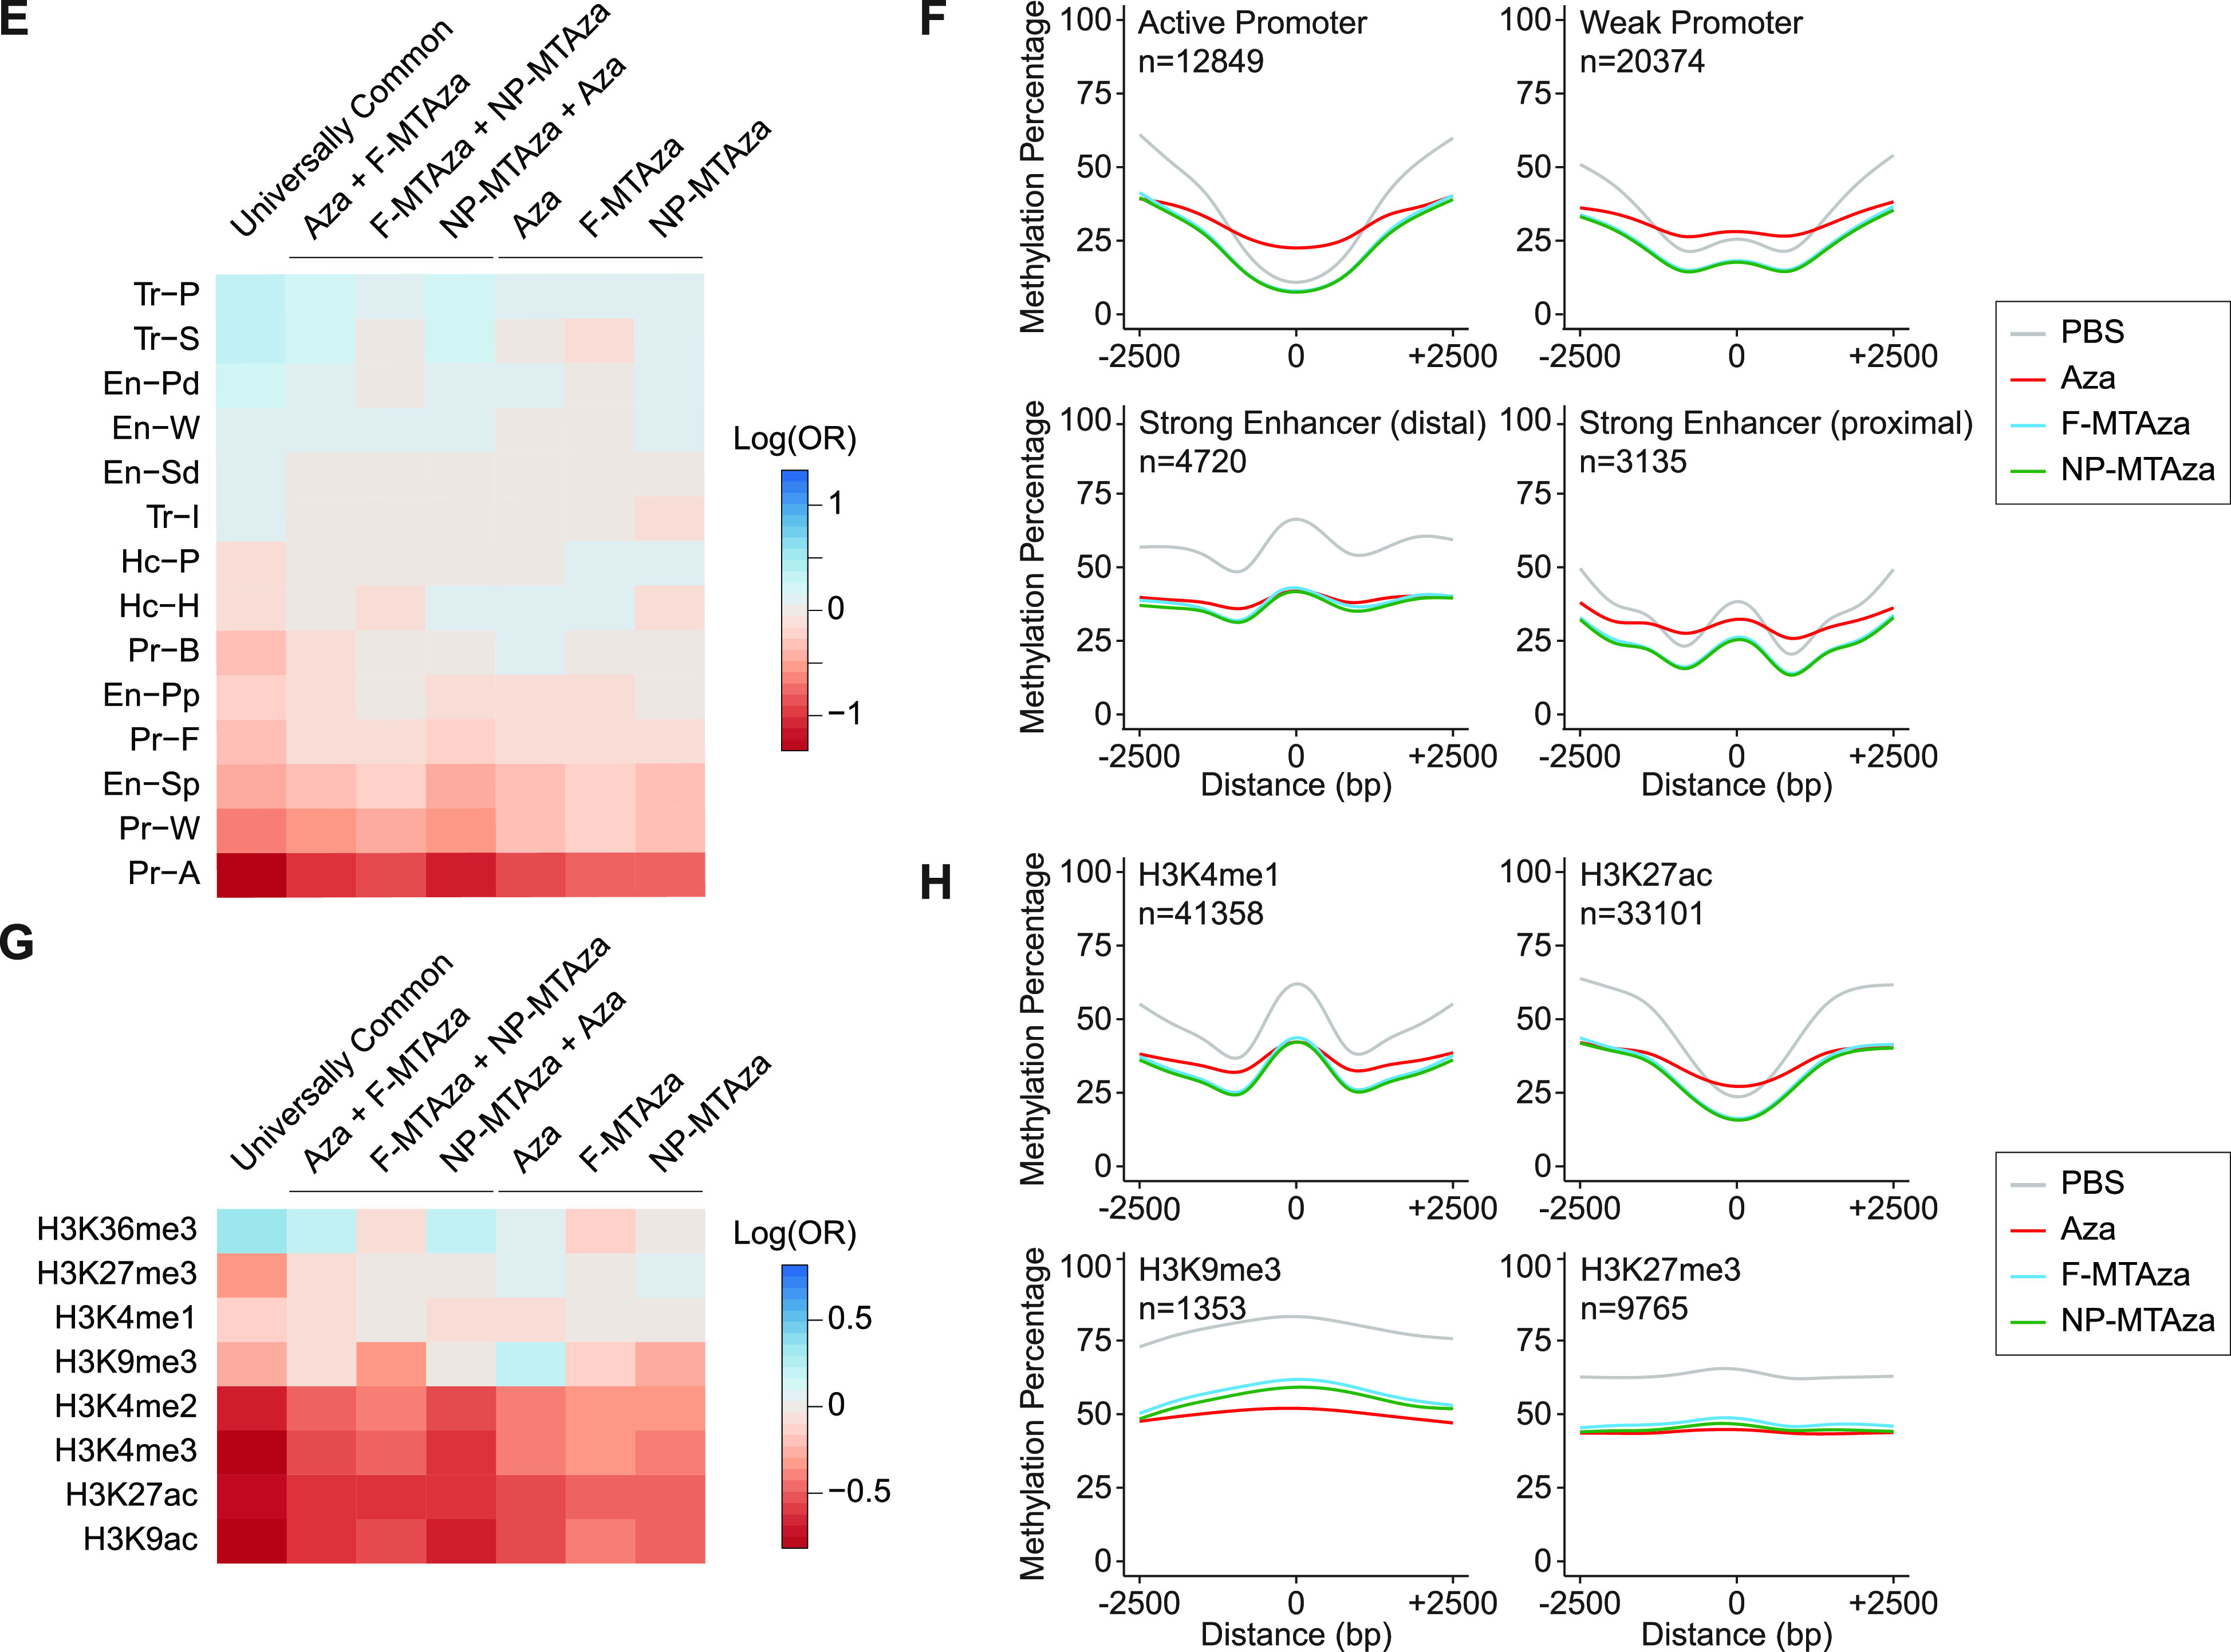
Combination of Aza, metformin, and tolvaptan induces DNA hypomethylation at regulatory genomic regions and epigenetic marks involved in transcription. (a) Venn diagram displaying shared and unique hypoDMRs captured within each experimental group (relative to PBS). (b) Density plot showing the distribution of distance between hypoDMRs in each experimental group. (c) Density plot displaying the distribution of DNA methylation difference percentage across hypoDMRs in each experimental group. (d) Boxplot displaying average methylation values for each DMR across the four experimental groups, plotted according to the seven sub-groups found by DMR intersections: Universally Common, DMRs that are universally conserved across all three groups; Unique, DMRs that occur specifically within one group (Aza, F-MTAza, or NP-MTAza). ^*^p < 2.2 × 10^−16^, ^**^p = 8.4 × 10^−4^, and ^***^p = 5.02 × 10^−7^ (Wilcoxon rank sum test). (e) Heatmap displaying the log odds ratio of a CpG falling within a particular hypoDMR sub-group and a given genomic region (based on chromHMM). Tr-P: Transcription-Permissive; Tr-S: Transcription-Strong; En-Pd: Enhancer, Poised TSS-distal; En-W: Enhancer, Weak; En-Sd: Enhancer, Strong TSS-distal; Tr-I: Transcription-Initiation; Hc-P: Heterochromatin, Polycomb-associated; Hc-H: Heterochromatin, H3K9me3-associated; Pr-B: Promoter, Bivalent; En-Pp: Enhancer, Poised TSS-proximal; Pr-F: Promoter, Flanking Region; En-Sp: Enhancer, Strong TSS-proximal; Pr-W: Promoter, Weak; Pr-A: Promoter, Active. (f) Smoothed curves (generalized additive model) of DNA methylation percentage across 5-kb windows centered on the given genomic features. (g) Heatmap displaying the log odds ratio of a CpG falling within both a particular hypoDMR sub-group and a given histone modification. (h) Smoothed curves (generalized additive model) of DNA methylation percentage across 5-kb windows centered on the given histone modification regions.

To understand the potential regulatory impact of drug-induced DNA hypomethylation, we next identified genomic features with which hypoDMRs were associated. We performed an odds ratio (OR) analysis to determine the likelihood of CpGs falling within a particular hypoDMR sub-group and a given genomic region (based on chromHMM^26,27^) (supplementary material Table 7). In general, we observed that universally common hypoDMRs exhibited the strongest positive associations, and CpGs had a strong likelihood to fall within genomic regions associated with transcription [Fig. 3(e)]. To characterize the methylation landscape across chromHMM genomic regions, we centered them within 5-kb windows and generated smoothed curves of DNAme percentage [Fig. 3(f), supplementary material Fig. 4(c)]. In promoters, Aza alone unexpectedly induced hypermethylation, while Aza+MT induced hypomethylation relative to PBS. 

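Within 500 bp of a transcription start site, 93077 CpGs stood at 22.8% ± 2.21 (SD, n = 3) in PBS, 16.1% ± 0.344 (SD, n = 3) in F-MTAza and 15.5% ± 0.394 (SD, n = 3) in NP-MTAza. In the Aza group they stood at 40.7% in replicate 1, 44.6% in replicate 2 and 15.2% in replicate 3, a mean of 33.5% ± 16.0 (SD, n = 3). Aza was 10.7 points above PBS (two-sided exact permutation test, p = 0.40), F-MTAza 6.64 points below and NP-MTAza 7.31 points below (p = 0.10 for each, exact test). Farther out, 2 to 2.5 kb from a start site, all 3 treatments were lower than PBS, by 27.6 points in Aza, 23.0 in F-MTAza and 24.3 in NP-MTAza, and combination libraries were 4.00 points above Aza (exact permutation test, two-sided, p = 0.0119), or 2.38 points above Aza replicate 3 alone.

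Promoter by promoter, the median level was 13.9% ± 2.93 (SD, n = 3) in PBS, 32.1% ± 20.8 (SD, n = 3) in Aza, 8.02% ± 0.523 (SD, n = 3) in F-MTAza and 8.22% ± 0.0986 (SD, n = 3) in NP-MTAza. With limma over all 4 groups, 1387 promoters were lower and 280 higher after Aza, and 6 were lower after NP-MTAza. The 6 fell to 0 when any 1 of the F-MTAza, NP-MTAza or PBS libraries was left out. After F-MTAza limma called 0 promoters, and 1461 were lower at an unadjusted p under 0.05. Between Aza and the combinations limma also called 0, with 4027 promoters lower and 473 higher after F-MTAza and 3960 lower and 334 higher after NP-MTAza at an unadjusted p under 0.05. From Aza replicate 3 alone, 884 promoters were lower and 1 higher after Aza, 1946 were lower after F-MTAza, and 2122 were lower and 1 higher after NP-MTAza. Aza replicate 3 is thus the library without the higher promoter levels, and leaving it out gave 2116 lower and 4672 higher promoters after Aza, 746 lower after F-MTAza and 1033 lower after NP-MTAza. Without Aza replicate 3, limma also called 5289 promoters lower and 925 higher for F-MTAza against Aza, and 5318 lower and 797 higher for NP-MTAza against Aza. Without Aza replicate 1 there were 1144 lower and 9 higher after Aza, and 393 and 599 lower after F-MTAza and NP-MTAza. Without Aza replicate 2 these counts were 1349, 11, 392 and 554. Leaving out PBS replicate 1, 2 or 3 gave 527, 380 or 500 lower promoters and 2, 1 or 4 higher promoters after Aza. When F-MTAza replicate 1, 2 or 3 was left out, 1106, 1083 or 1132 were lower and 47, 46 or 48 higher after Aza. When NP-MTAza replicate 1, 2 or 3 was left out, 1059, 1055 or 1042 were lower and 43, 43 or 40 higher.

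Germline genes, which are normally silenced by promoter methylation outside the testis and ovary, were tested as a set, and their promoters start from high levels in PBS. Of 21 germline promoters tested, 17 were lower after Aza and 0 higher (17 lower when adjusted over the list alone) (limma with camera, adjusted p = 2.3e-09, and adjusted p = 0.0965 with an estimated correlation). After F-MTAza, 0 germline promoters were lower over all promoters and 7 when adjusted over the list alone (adjusted p = 8.7e-07, and adjusted p = 0.161 with an estimated correlation). After NP-MTAza, 10 were lower when adjusted over the list alone (adjusted p = 6.2e-07, and adjusted p = 0.145 with an estimated correlation). Using only Aza replicate 3, 9 germline promoters were lower after Aza, 18 after F-MTAza and 17 after NP-MTAza. Dazl, which encodes an RNA-binding protein of germ cells, had a promoter at 94.2% ± 2.83 (SD, n = 3) in PBS and 30.4% ± 44.4 (SD, n = 3) in Aza, with 81.4% in replicate 3 (chromosome 17, 50432424 to 50434924, limma, adjusted p = 0.0158). The promoter of Hells, a chromatin remodeller needed for DNA methylation, went from 96.9% in PBS to 28.7% ± 25.4 (SD, n = 3) in Aza, with 48.2% in replicate 3 (chromosome 19, 39003405 to 39005905, limma, adjusted p = 0.00748). Gnas, an imprinted gene for a G protein subunit, stood at 97.9% ± 1.13 (SD, n = 3) in PBS and 40.3% ± 34.4 (SD, n = 3) in Aza, with 62.4% in replicate 3 (chromosome 2, 174107821 to 174110321, limma, adjusted p = 0.0102). Of 11 imprinted promoters, 3 were lower after Aza (6 lower and 2 higher when adjusted over the list alone). Of 16 genes of the DNA methylation machinery, 7 promoters were tested, of which 1 was lower, Hells, and 1 higher, Mbd1, a reader of methylated DNA (1 lower and 1 higher when adjusted over the list alone). Mbd1 was higher by 44.2 points (chromosome 18, 74425926 to 74428426), and stood at 5.61% in Aza replicate 3 against 5.82% in PBS. Among 12 housekeeping promoters, 1 was higher after Aza, that of the TATA-binding protein gene Tbp, by 37.8 points, at 1.44% in Aza replicate 3 (0 when adjusted over the list alone).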

While this effect was conserved at strong proximal enhancers, strong distal enhancers showed hypomethylation across all treatments [Fig. 3(f)].

OR analysis with histone modifications revealed that the universally common hypoDMRs show the most exaggerated positive associations [Fig. 3(g), supplementary material Table 8]. Methylation percentage across histone modifications centered within 5-kb windows showed that for histone modifications associated with active transcriptional states (H3K4me1/2/3, H3K27ac, and H3K9ac), Aza+MT induced greater hypomethylation than Aza alone [Fig. 3(h), supplementary material Fig. 4(d)]. Conversely, H3K9me3 and H3K36me3 (often associated with heterochromatin and gene bodies, respectively) exhibited the greatest loss of DNAme in the Aza condition. H3K27me3 showed uniform hypomethylation across all treatments.

## V. COMBINATION OF AZA+MT STRENGTHENS ASSOCIATIONS OF DNA HYPOMETHYLATION WITH GENES INVOLVED IN KIDNEY DEVELOPMENT

To characterize the functional impact of hypoDMRs on gene expression, we used Genomic Regions Enrichment of Annotations Tool (GREAT) to identify genes whose regulation could be impacted by our hypoDMRs.^28^ For this analysis, we used the top 8000 most hypomethylated DMRs from each sub-group, which mostly fell outside of promoters [Fig. 4(a)]. 

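Genes were assigned to regions by distance, and of the genes near the 8000 most hypomethylated regions, 5.25% held a region in their promoter for Aza, 3.79% for F-MTAza and 4.20% for NP-MTAza. Of those regions, 12.3% lay in promoters for Aza, 8.7% for F-MTAza and 8.68% for NP-MTAza. Over all hypomethylated regions, 11.6% of 14185 genes had one in the promoter after Aza, 16.8% of 17951 after F-MTAza and 24.3% of 19372 after NP-MTAza. Regions hypomethylated by all 3 treatments were near 8244 genes, of which 6.67% held one in the promoter. Promoters were depleted of hypomethylated regions relative to the other tested CpGs, with an odds ratio of 0.275 for Aza and 0.293 for F-MTAza. Introns were enriched at odds ratios of 1.74 for Aza and 1.73 for F-MTAza, and exons at 2.14 for Aza. CpGs low in PBS cannot lose the threshold difference, and the median promoter level in PBS was 13.9%. The other tested CpGs were not matched on PBS level, so these odds ratios cannot separate position from starting level.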

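Genes of kidney development on a list of known regulators were near regions hypomethylated by all 3 treatments in 30 of 42 cases. Genes with the same numbers of tested CpGs were near such regions in 32.4 of 42 cases on average (one-sided permutation test against matched random genes, p = 0.882). After F-MTAza and after NP-MTAza, 44 of 44 genes of the list were near a hypomethylated region, against matched means of 43.7 and 43.9. Of 29 promoters of the list with reads in every library, 7 were lower after Aza and 0 higher (10 lower and 4 higher when adjusted over the list alone, limma). With only Aza replicate 3 in its group, 5 were lower after Aza, 11 after F-MTAza and 11 after NP-MTAza. Gata3, a transcription factor of the nephric duct, had a promoter at 80.6% ± 3.53 (SD, n = 3) in PBS and 30.9% ± 23.5 (SD, n = 3) in Aza (chromosome 2, 9811161 to 9813661, limma, adjusted p = 0.0137). In that setting the Gata3 promoter was lower by 28.9 points after F-MTAza and 30.4 after NP-MTAza. Promoters of Hoxa11, Lhx1 and Six2, which direct the early kidney, were lower after Aza by 47.2, 40.4 and 39.8 points. Of these 3, only Hoxa11 passed with Aza replicate 3 alone, which stood at 65.2% at Hoxa11, 64.2% at Lhx1 and 82.2% at Six2.

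Genes that mark kidney cell types other than the proximal tubule were near shared regions more often than matched genes, at 17 of 21 against 10.6 (one-sided permutation test against matched random genes, adjusted p = 0.0312 over the 12 lists). Without Aza replicates 1 and 2 they were not, at 19 of 26 against 20.1 (p = 0.816, same permutation test), and kidney development genes stood at 42 of 44 against 42.9. No single comparison passed, with 22 of 24 against 18.9 after Aza (adjusted p = 0.403, same permutation test), 23 of 26 against 23.3 after F-MTAza and 25 of 26 against 24.9 after NP-MTAza. Of 8 promoters of that list, 2 were lower after Aza (6 when adjusted over the list alone, limma, camera adjusted p = 0.0132, and adjusted p = 0.0965 with an estimated correlation). Proximal tubule genes were near shared regions in 11 of 16 cases against 9.07, and 2 of their 5 promoters were lower after Aza (2 when adjusted over the list alone). The promoter of Hnf4a, which encodes a transcription factor of the proximal tubule, was lower by 64.4 points, and stood at 22.2% in Aza replicate 3. Other lists lay close to their matched numbers, with 8 of 17 genes of polycystic kidney disease against 10.3, 10 of 16 imprinted genes against 9.86, 11 of 26 germline genes against 13.4, 9 of 16 genes of the methylation machinery against 9.24 and 8 of 16 housekeeping genes against 9.07. Of 11 promoters of polycystic kidney disease genes, 0 were called after Aza (0 when adjusted over the list alone). Of the 16 genes that the paper names, 13 were near shared regions against 12.5, and of their 9 promoters 1 was lower after Aza (3 lower and 2 higher when adjusted over the list alone).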

Gene ontology (GO) analysis on hypoDMR-associated genes revealed that hypomethylation occurs largely near genes involved in kidney development [Fig. 4(b), supplementary material Table 9). Interestingly, nanoparticle delivery seemed to improve targeting of genes associated with nephron-specific GO terms [Fig. 4(b), bottom].

**FIG. 4.**
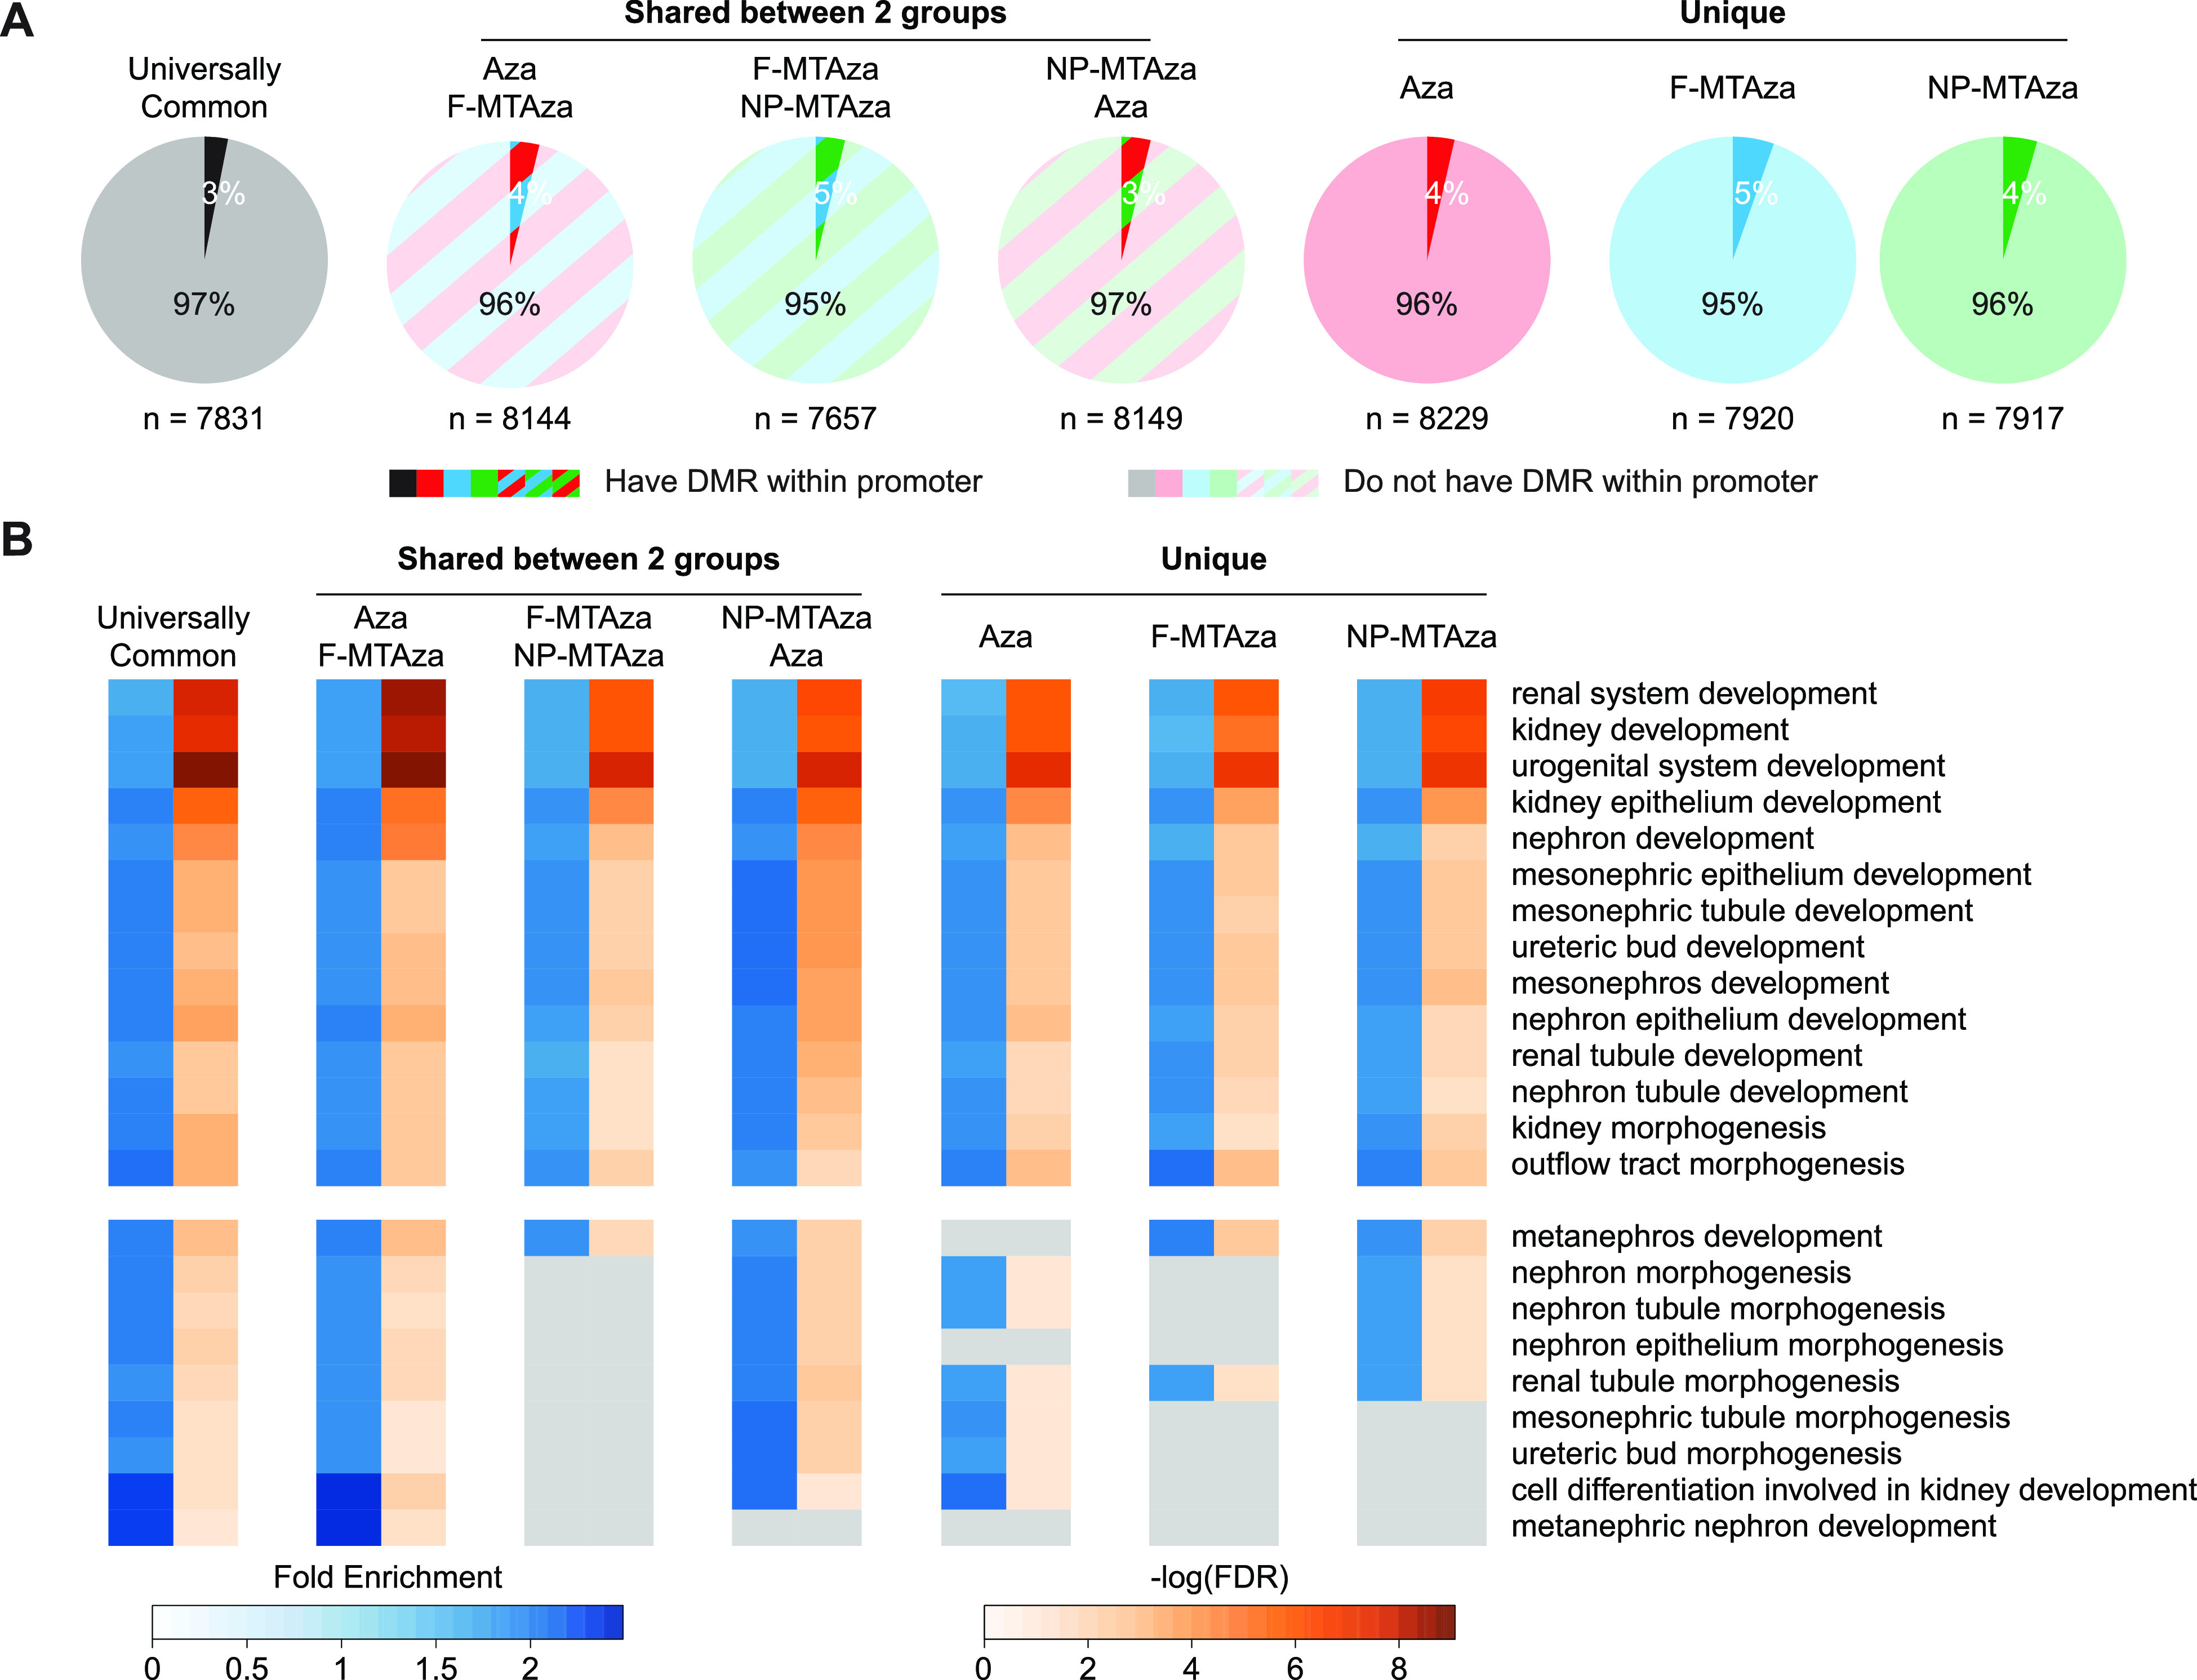

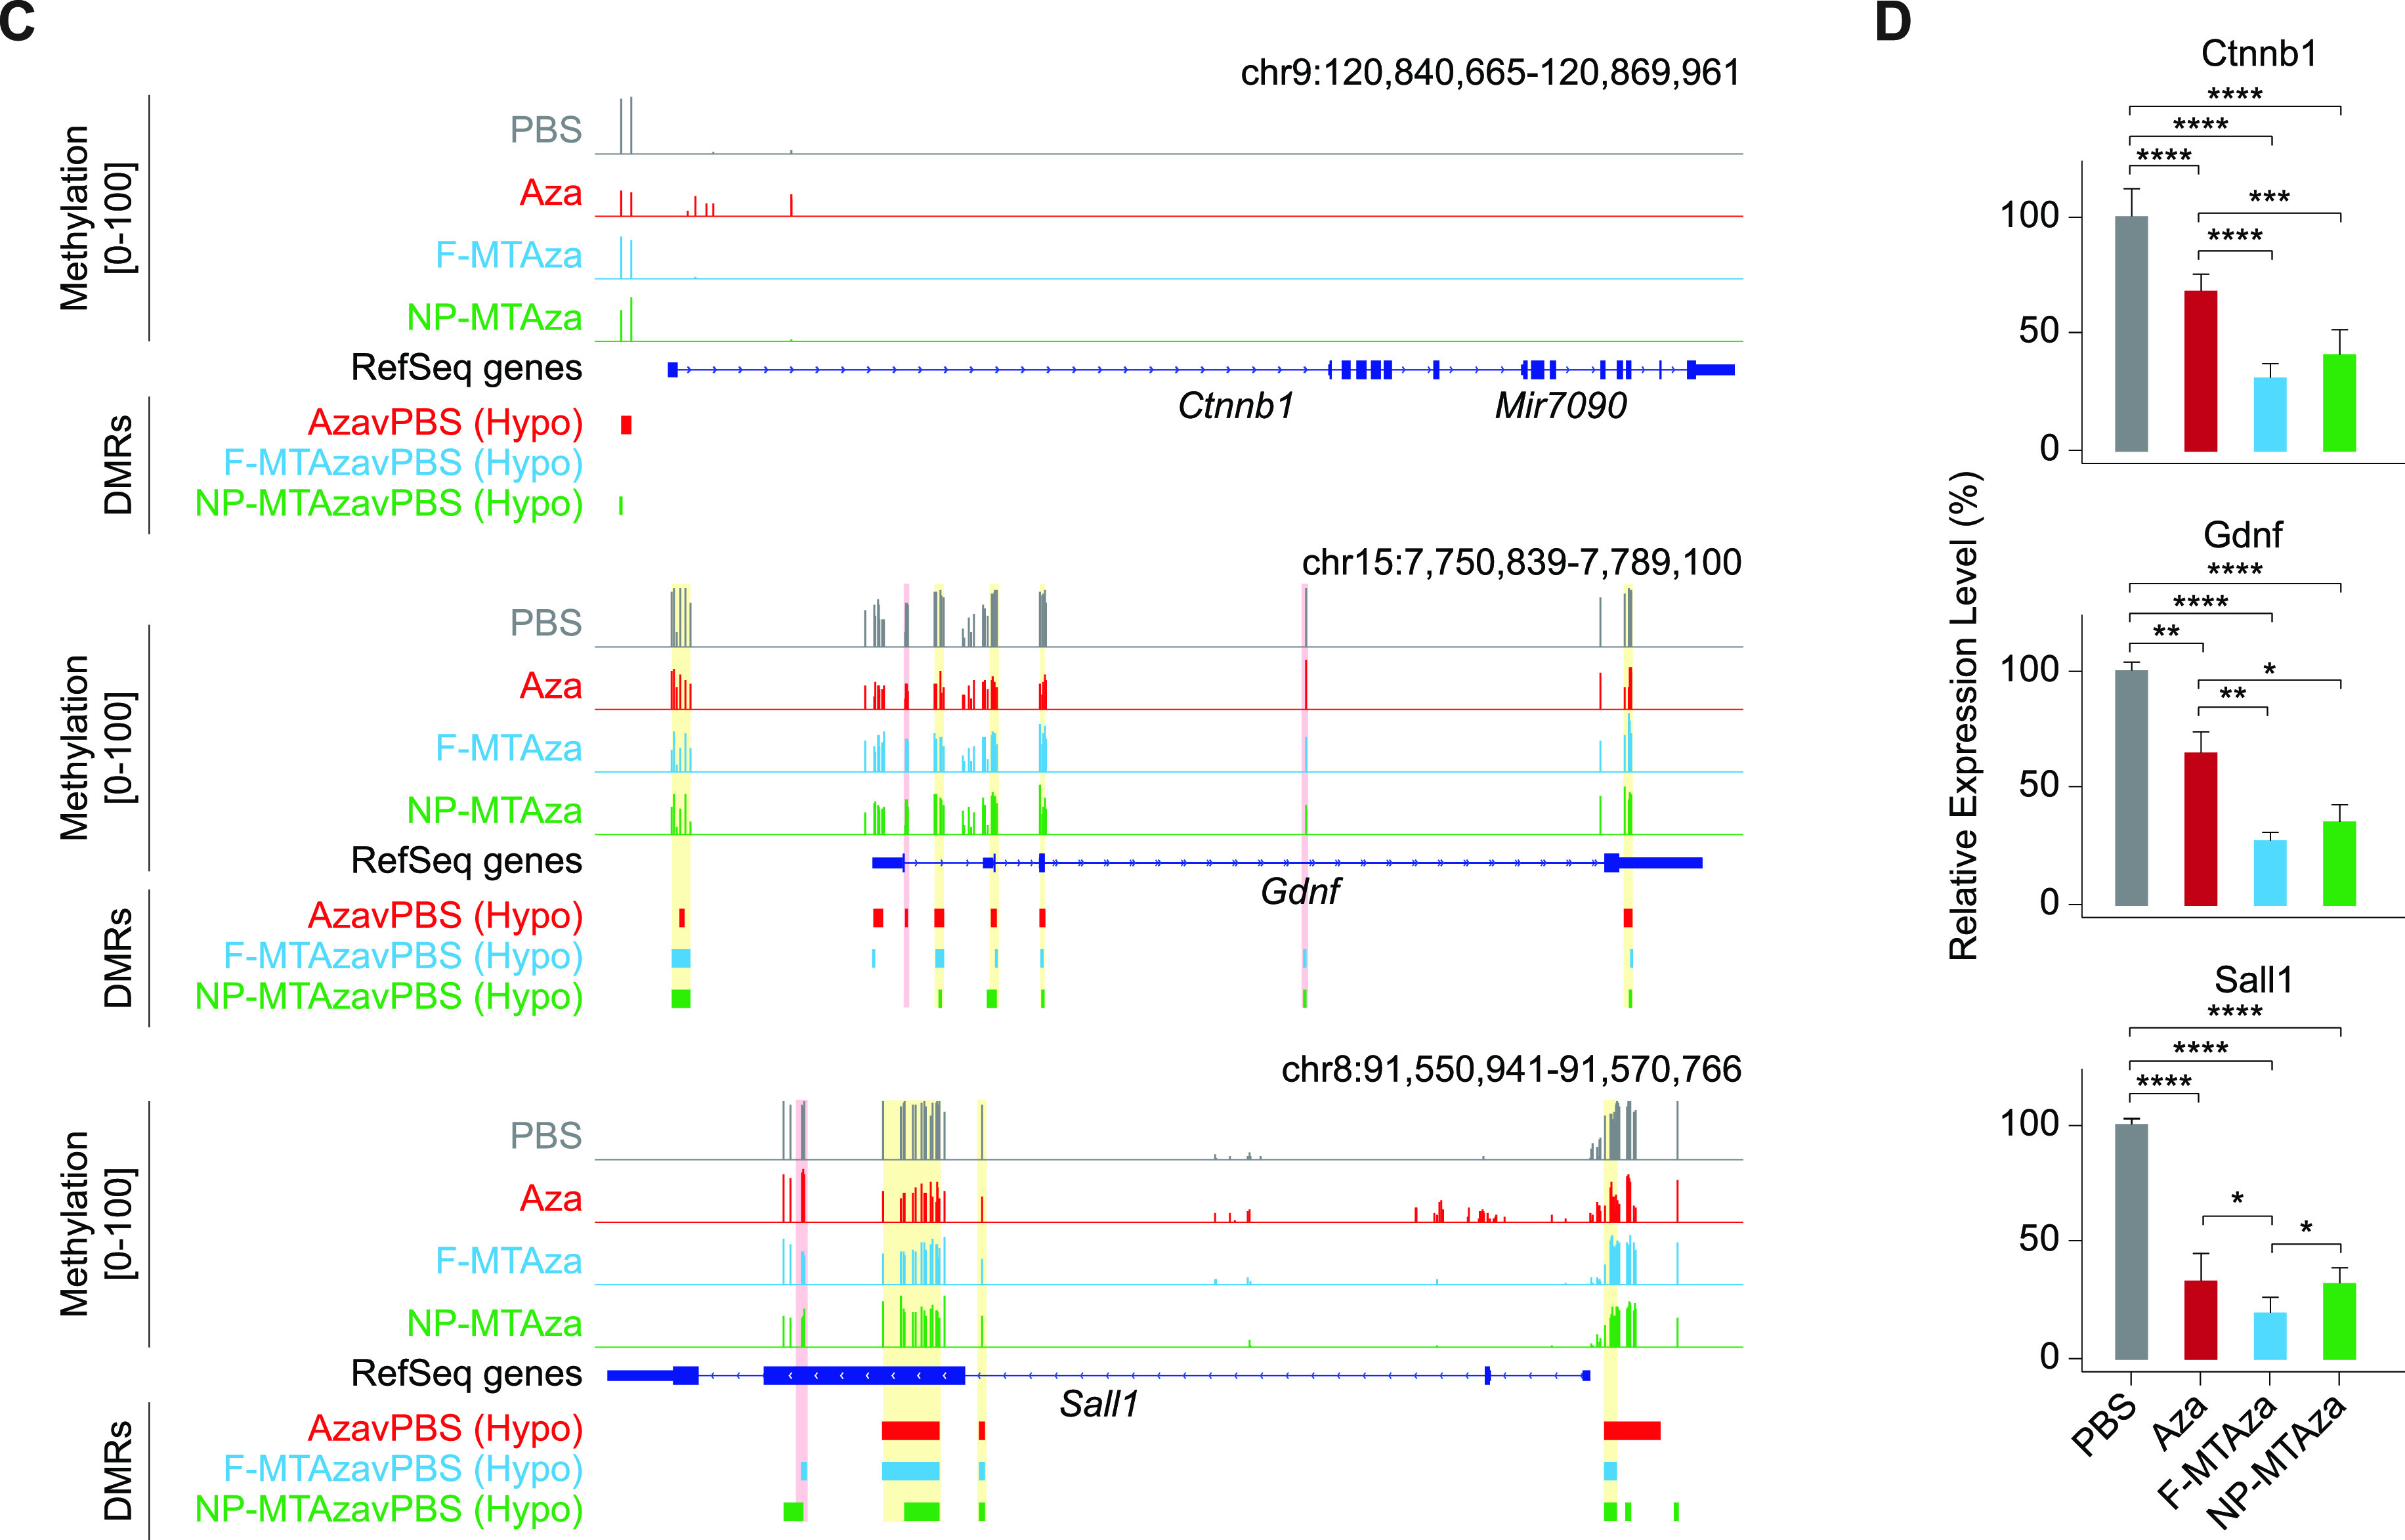
Combination of Aza, metformin, and tolvaptan strengthens associations of DNA hypomethylation with genes involved in kidney development. (a) Pie charts showing the proportions of genes associated with the top 8000 most hypomethylated from each sub-group that contain a DMR within or outside of their promoter. (b) Gene Ontology (GO) terms enriched in the top 8000 hypoDMRs of each sub-group. Heatmap reports fold enrichment and degree of statistical significance for enrichment of each term. Top: terms that are shared across all sub-groups. Bottom: Terms that are not shared across all sub-groups. (c) Representative genome browser tracks of hypoDMRs within and near genes that are common across GO terms. Tracks display DNA methylation percentage within each experimental group and DMR location. Yellow-highlighted regions demarcate universally common hypoDMRs. Red-highlighted regions demarcate an Aza-unique DMR (i.e., DMR is present or not present in the Aza experimental group). (d) qRT-PCR analyses of the genes depicted in C across all four experimental groups: PBS, Aza, F-MTAza, and NP-MTAza. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, and ^****^p < 0.0001 (Tukey's multiple comparison test).

Next, we performed an expression analysis on genes found in kidney-relevant GO terms that were also associated with hypoDMRs [Figs. 4(c) and 4(d) and supplementary material Figs. 5(a)–5(c)]. Genes previously shown to be upregulated during renal cell proliferation and cyst growth in ADPKD exhibited reduced gene expression upon drug treatment (e.g., *Ctnnb1*, *Gdnf*, *Sall1*).^29–31^ Notably, combination therapy seemed to further reduce expression compared to Aza alone in the case of *Ctnnb1* and *Gdnf*. Although hypoDMRs were observed near these genes, there was no apparent correlation between DMRs within the gene body and expression. 

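Ctnnb1, which encodes β-catenin, lies on chromosome 9 of mm9 from 120838334 to 120869625. The window drawn in the paper starts inside the gene and leaves out its first part. Over the 79 CpGs of the window, methylation was 36.5% ± 19.2 (SD, n = 3) in PBS, 24.3% ± 12.5 (SD, n = 3) in Aza, 16.8% ± 2.72 (SD, n = 3) in F-MTAza and 16.7% ± 2.75 (SD, n = 3) in NP-MTAza. Drug-treated libraries were lower by 17.2 points (two-sided exact permutation test, p = 0.0364, adjusted p = 0.0485 over 4 windows), and PBS replicate 2 stood at 58.7% against 25.4% and 25.5% in PBS replicates 1 and 3. Without PBS replicate 2 the Ctnnb1 difference was -6.17 points and the Sall1 difference -8.21 points, and neither passed. No CpG of the Ctnnb1 window had enough reads in all Aza and PBS libraries to be tested, while 0 of 9 CpGs passed after F-MTAza and 4 of 12 after NP-MTAza, in 1 region. Over the 93 CpGs of the whole Ctnnb1 gene, PBS stood at 49.7% ± 19.3 (SD, n = 3), drug-treated libraries were lower by 23.1 points (two-sided exact permutation test, p = 0.00455), and the 1 CpG tested after Aza was hypomethylated. Gdnf encodes a growth factor of the ureteric bud and lies on chromosome 15 from 7761011 to 7787575. Its window stood at 75.8% ± 3.52 (SD, n = 3) in PBS, 44.6% in Aza, 52.4% in F-MTAza and 51.0% in NP-MTAza, and fell by 26.5 points across drug-treated libraries (exact permutation test, two-sided, p = 0.00455, adjusted p = 0.0182). It held 2 hypomethylated regions after Aza, 4 after F-MTAza and 7 after NP-MTAza, with 9, 78 and 105 CpGs tested. Sall1, a transcription factor of the kidney mesenchyme, lies on chromosome 8 from 91551147 to 91568061. Its window stood at 39.5% ± 5.39 (SD, n = 3) in PBS, 33.6% in Aza, 26.4% in F-MTAza and 26.0% in NP-MTAza, and fell by 10.8 points across drug-treated libraries (two-sided exact permutation test, p = 0.0182, adjusted p = 0.0364). It held 2 hypomethylated regions after Aza, 3 after F-MTAza and 5 after NP-MTAza, with 19, 75 and 107 CpGs tested. The Sall1 gene itself did not pass, at -3.91 points across drug-treated libraries (exact permutation test, two-sided, p = 0.627), from 26.7% ± 2.89 (SD, n = 3) in PBS, with 32.9% ± 18.8 (SD, n = 3) in Aza. With Aza replicate 3 alone, 14 CpGs could be tested at Ctnnb1, 119 at Gdnf and 137 at Sall1, and 5, 25 and 21 of them were hypomethylated.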

We did observe that some hypoDMRs were conserved across all three groups and hypoDMRs that were Aza-specific (e.g., DMR was present or absent only in the AzavPBS comparison), the latter of which could indicate regulatory impacts specific to drug combinations.

qRT-PCR also revealed various expression patterns for other target genes, which may imply that drug-induced hypomethylation is gene context-specific [supplementary material Figs. 5(a) and 5(b)]. In particular, for *Fgfr1*, *Pax2*, *Wnt4*, and *Wt1*, which have all been implicated in polycystic kidney disease,^32–35^ Aza only treatment appears to increase gene expression. Interestingly, multi-drug treatment seemed to mitigate the potentially aberrant increases in the expression of these genes observed with Aza alone [supplementary material Fig. 5(c)]. 

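Fgfr1, a receptor for fibroblast growth factors, lies on chromosome 8 of mm9 from 26624126 to 26686186, and its 353 CpGs stood at 82.0% ± 2.19 (SD, n = 3) in PBS, 47.8% ± 7.27 (SD, n = 3) in Aza, 49.4% ± 0.891 (SD, n = 3) in F-MTAza and 52.4% ± 1.61 (SD, n = 3) in NP-MTAza. Methylation over the Fgfr1 gene fell by 32.1 points across drug-treated libraries (two-sided exact permutation test, p = 0.00455). Aza had 13 hypomethylated CpGs of 23 tested there in 9 regions, F-MTAza 43 of 90 in 11 regions and NP-MTAza 46 of 121 in 16 regions. Pax2, a transcription factor of the nephron, lies on chromosome 19 from 44830539 to 44912758, and its 423 CpGs were at 52.3% ± 4.69 (SD, n = 3) in PBS and fell by 18.3 points (p = 0.00455, same exact test). Hypomethylated CpGs in Pax2 numbered 8 of 14 tested after Aza, 37 of 171 after F-MTAza and 47 of 231 after NP-MTAza. Wnt4, a signal for nephron formation, lies on chromosome 4 from 136833404 to 136855641 and stood at 85.01% ± 5.90 (SD, n = 3) in PBS, 43.4% ± 12.1 (SD, n = 3) in Aza, 56.4% ± 4.70 (SD, n = 3) in F-MTAza and 58.0% ± 2.74 (SD, n = 3) in NP-MTAza. In Wnt4, 0 of 3 tested CpGs were called after Aza, or 21 of 44 with Aza replicate 3 alone, 4 of 32 after F-MTAza and 4 of 30 after NP-MTAza. Wt1, a regulator of podocyte genes, lies on chromosome 2 from 104966686 to 105013773 and stood at 84.02% ± 1.62 (SD, n = 3) in PBS, 51.4% ± 7.97 (SD, n = 3) in Aza, 63.5% ± 2.58 (SD, n = 3) in F-MTAza and 57.8% ± 3.44 (SD, n = 3) in NP-MTAza. Across drug-treated libraries, methylation fell by 32.4 points in Wnt4 and fell by 26.5 points in Wt1 (two-sided exact permutation tests, p = 0.00455 for each). The tests and Aza means of these genes include Aza replicates 1 and 2. Aza replicate 3 stood at 50.6% over Fgfr1, 37.6% over Pax2, 50.5% over Wnt4 and 56.7% over Wt1. The Pax2 promoter was at 0.915% in PBS, 0.174% in F-MTAza, 0.516% in NP-MTAza and 0.343% in Aza replicate 3, while the mean over all Aza libraries was 33.9% ± 34.7 (SD, n = 3).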

Here, we also observed Aza-specific behaviors in some of the hypoDMRs at and near these genes [supplementary material Fig. 5(d)]. These observations provide additional evidence for a collaborative role of MT in attenuating more extreme regulatory effects associated with Aza.

To explore the potential clinical relevance of our findings, we looked at drug-induced DNAme changes at and near genes previously reported as differentially methylated in ADPKD vs non-ADPKD human kidney tissue.^8^ For human genes identified as differentially methylated in ADPKD, we identified homologous regions in our murine PKD1-Het cells that are sensitive to epigenetic perturbation by our multi-drug treatment [supplementary material Figs. 6(a)–6(c)]. In particular, *DCLRE1C*, which encodes a DNA cross-link repair enzyme, and *DAGLB*, which encodes a diacylglycerol lipase enzyme, were found to contain hypermethylation in introns 4 and 1, respectively, in human ADPKD kidney tissue.^8^ In our methylome analysis, we found that multi-drug treatment induces hypomethylation at intron 4 of *Dclre1c* and intron 1 of *Daglb* [supplementary Fig. 6(a)]. 

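Dclre1c encodes a nuclease of DNA repair, and its intron 4 lies on chromosome 2 of mm9 from 3351079 to 3353709. The 5 CpGs there were at 97.1% ± 4.27 (SD, n = 3) in PBS, 59.0% ± 3.55 (SD, n = 3) in F-MTAza and 55.9% ± 14.6 (SD, n = 3) in NP-MTAza. Aza was at 41.4% ± 29.3 (SD, n = 3), with 56.6% in replicate 3. Intron 4 fell by 45.0 points across the drug-treated libraries (two-sided exact permutation test, p = 0.00455), and its 1 CpG with enough reads in all NP-MTAza and PBS libraries was hypomethylated. Daglb encodes a lipase that makes an endocannabinoid, and its intron 1 lies on chromosome 5 from 144225645 to 144227820. The 24 CpGs there were at 58.4% ± 21.6 (SD, n = 3) in PBS, 32.0% ± 7.16 (SD, n = 3) in F-MTAza and 39.1% ± 1.84 (SD, n = 3) in NP-MTAza. Daglb intron 1 was 15.4 points lower across drug-treated libraries, with Aza at 57.8% ± 19.0 (SD, n = 3), and this did not pass the two-sided exact permutation test (p = 0.132). Of the CpGs that could be tested there, 2 of 2 were hypomethylated after F-MTAza and 1 of 3 after NP-MTAza, and 1 of 1 was hypermethylated after Aza. Aza replicate 3 stood at 42.7% over Daglb intron 1, below the PBS mean. Over the whole Daglb gene, methylation went from 81.3% in PBS to 49.5% in F-MTAza and 49.5% in NP-MTAza, and fell by 29.9 points across drug-treated libraries (exact permutation test, p = 0.00455).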

We also observed drug-induced hypomethylation within and near genes found to be hypermethylated human ADPKD [supplementary material Figs. 6(b) and 6(c)].^8^ Interestingly, we found that some of our hypoDMRs were also enriched for transcription factor binding sites (TFBS) that showed hypermethylation in human ADPKD (i.e., GATA2 and FOXA1 binding motifs) [supplementary material Fig. 6(d)].^8^

## VI. DRUG COMBINATION WITH AZA+MT INDUCES DNA HYPOMETHYLATION THAT TARGETS PATHWAYS RELEVANT TO ADPKD AND CANCER

We next conducted a KEGG pathway analysis on genes associated with our hypoDMRs and found enrichment for numerous pathways involved in ADPKD pathogenesis, including cAMP signaling, calcium signaling, and AMPK signaling [Fig. 5(a), supplementary material Table 10).^4,36,37^ 

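Genes of cAMP, calcium and AMPK signalling on a fixed list were near regions hypomethylated by all 3 treatments in 26 of 34 cases, against 23.3 for genes with the same numbers of tested CpGs (one-sided permutation test against matched random genes, p = 0.186, adjusted p = 0.806 over 12 lists). Genes of Wnt and Hippo signalling were near such regions in 18 of 29 cases against 19.2 (p = 0.793 from the same permutation test). Cell cycle genes were near them in 15 of 26 cases against 15.6. Of 21 promoters of the cAMP, calcium and AMPK list, 0 were lower after Aza and 2 higher (2 higher when adjusted over the list alone, limma). Those were the promoters of the calcium pump gene Atp2b1, higher by 38.2 points (chromosome 10, 98375786 to 98378286), and of Stk11, which encodes the kinase upstream of AMPK, higher by 29.2 points. Both promoters are higher through Aza replicates 1 and 2, and with Aza replicate 3 alone 0 promoters of the list were lower after Aza, 1 after F-MTAza and 1 after NP-MTAza. Of 21 promoters of Wnt and Hippo signalling, 1 was lower after Aza (1 when adjusted over the list alone), that of the Wnt antagonist Dkk1, by 39.4 points. The lists are short, and they are not the pathway sets of the paper.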

We also observed an enrichment of hypoDMRs associated with pathways commonly dysregulated in both ADPKD and cancer, such as Hippo signaling, Ras signaling, and PI3K/Akt signaling.^38–40^ Interestingly, the most statistically significant pathway association across all sub-groups was “Pathways in cancer.” To further explore the relationships between our targeted ADPKD genes and cancer, we used the publicly available literature-mined database of genes involved in cancer, CancerMine,^41^ and found that of the 7831 universally common hypoDMR-associated genes, 18% can be annotated as oncogenes and 12% as tumor suppressor genes [Figs. 5(b) and 5(c)]. Similar proportions were observed in the other six sub-groups (supplementary material Fig. 7).

**FIG. 5.**
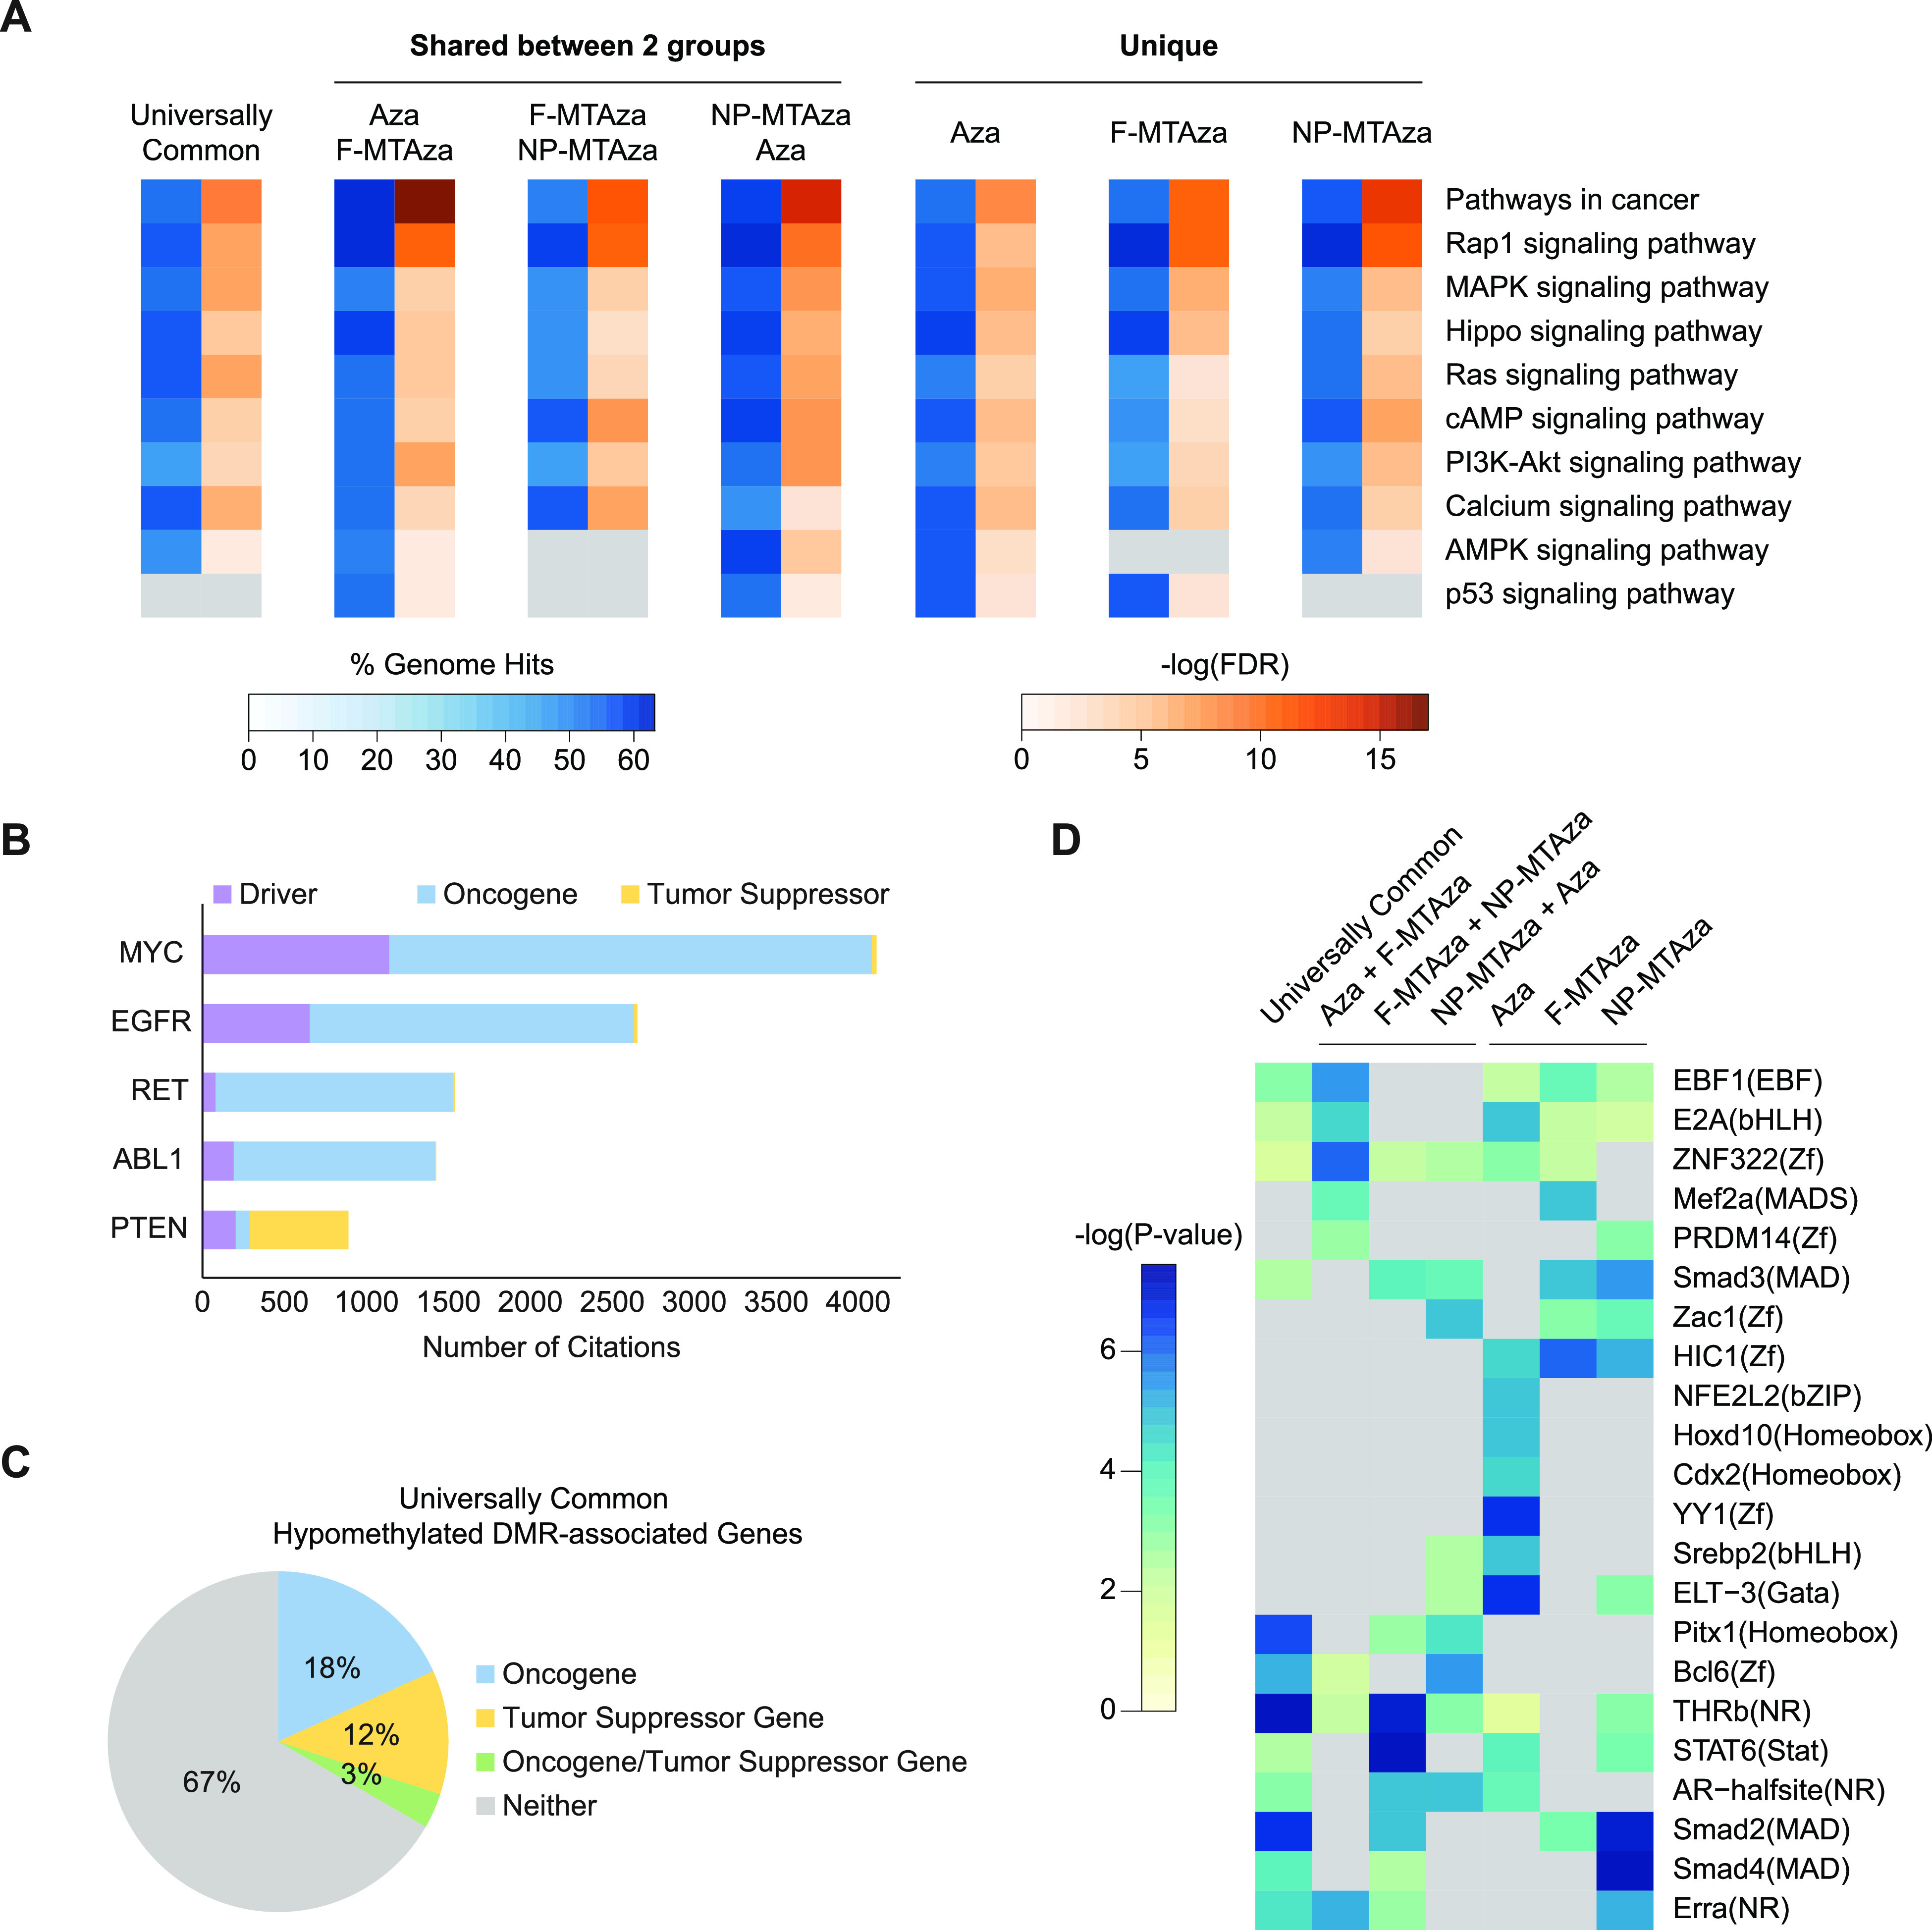
Combination of Aza, metformin, and tolvaptan induces DNA hypomethylation that targets pathways relevant to ADPKD and cancer. (a) KEGG pathways enriched in hypoDMRs of each sub-group. Heatmap reports the proportion of total genes in the given pathway that are enriched in the hypoDMRs, as well as the degree of statistical significance for enrichment of each pathway. (b) Representative bar plot showing the top five Universally Common HypoDMR-associated genes with the most citations used by CancerMine for functional characterization in relation to cancer. (c) Representative pie chart showing the proportions of all Universally Common HypoDMR-associated genes that have been identified by CancerMine to be an oncogene, tumor suppressor, or neither. Oncogene/Tumor Suppressor Gene: genes for which the number of citations that identify the gene to be an oncogene are equal to the number of citations that identify it to be a tumor suppressor gene. (d) Transcription factor binding motifs enriched in each hypoDMR sub-group. Heatmap reports the degree of statistical significance for enrichment of each motif. Gray boxes represent the absence of statistically significant enrichment for the given motif in a specific sub-group.

To understand how drug-induced hypomethylation could impact transcription factor activity in ADPKD, we performed a binding motif analysis on the top 8000 hypoDMRs of each sub-group. We observed the statistically significant enrichment of binding motifs for numerous transcription factors involved in kidney function and development as well as cancer pathways, including Early B Cell factor 1 (EBF1), which regulates glomerular development,^42^ various Smad transcription factors that have been implicated in renal fibrosis and whose binding sites fall into differentially activated superenhancers associated with PKD,^43,44^ and E2A, the overexpression of which can induce epithelial-to-mesenchymal transition (EMT) in human renal proximal tubular epithelial cells [Fig. 5(d), supplementary material Table 11).^45^

## VII. AZA ALONE INDUCES HYPERMETHYLATION AT GENE PROMOTERS INVOLVED IN KIDNEY DEVELOPMENT AND CANCER

Previously, we observed that the AzavPBS group had a small yet substantial subset of hypermethylated DMCs (n = 19 428) [Fig. 2(f)]. To elucidate the regulatory impact of Aza-induced hypermethylation, we generated DMRs from our hypermethylated DMCs. 

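Hypermethylated regions numbered 2756 after Aza, 16 after F-MTAza and 24 after NP-MTAza, with a mean difference of 43.9 points over the regions after Aza. Called from Aza replicate 3 alone, there were 239 after Aza. Without Aza replicate 1 the number was 4528, without Aza replicate 3 it was 7292 and without PBS replicate 2 it was 4492. For F-MTAza it was 30 and 34 without PBS replicates 1 and 2, and 58, 59 and 45 without F-MTAza replicates 1, 2 and 3. For NP-MTAza it was 40, 53 and 47 without PBS replicates 1, 2 and 3, and 52, 54 and 83 without NP-MTAza replicates 1, 2 and 3.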

While the F-MTAzavPBS and NP-MTAzavPBS comparisons show few hypermethylated DMRs (hyperDMRs)—91 and 47, respectively—the AzavPBS comparison showed substantially more—8315 [Fig. 6(a)]. We performed an OR analysis measuring the likelihood of a CpG falling within an Aza-induced hyperDMR and a given genomic distance from TSSs. Aza-induced hypermethylation was most enriched within 1 kb and 10–50 kb from TSSs [Fig. 6(b)], suggesting that Aza could induce hypermethylation at gene promoters and distal regulatory elements. 

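CpGs in the 2756 regions hypermethylated after Aza were enriched next to transcription start sites and depleted farther away, relative to the other tested CpGs. Only CpGs low enough in PBS to gain the threshold difference can be called. Over the CpGs covered in every group, PBS stood at 22.8% within 500 bp of a start site and 70.6% at 2 to 2.5 kb. The other tested CpGs were not matched on PBS level, so this enrichment cannot separate position from starting level. From 0 to 1 kb downstream of a start site the odds ratio was 6.56, and from 0 to 1 kb upstream it was 4.28. It was 0.572 from 5 to 1 kb upstream, 0.351 from 10 to 5 kb upstream and 0.278 from 50 to 10 kb upstream. On the downstream side it was 0.818 from 1 to 5 kb, 0.394 from 5 to 10 kb and 0.231 from 10 to 50 kb (Fisher's exact test, two-sided, p = 1.6e-204 for the last). Within 1 kb on either side lay 70.2% of the CpGs in hypermethylated regions and 18.5% of the others, an odds ratio of 10.3. For Aza replicate 3 alone, the odds ratio within 1 kb was 3.26 over 239 regions (48.8% against 22.6%), and from 10 to 50 kb downstream it was 0.521. CpGs within a region are not independent, so the p is smaller than the number of regions would give.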

OR analyses revealed that hyperDMRs seemed to be most positively associated with CpG islands and promoter regions as well as activating histone modifications like H3K27ac and H3K4me2/3 [Figs. 6(c) and 6(d), supplementary material Table 12–13].

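Promoters held 75.2% of the CpGs in regions hypermethylated after Aza and 24.7% of the other tested CpGs, an odds ratio of 9.29. CpGs with 16 or more CpGs in the surrounding window, the densest class and the one closest to CpG islands, made up 39.8% against 9.99%, an odds ratio of 5.95. Exons, introns and intergenic sequence were depleted, with odds ratios of 0.278, 0.257 and 0.252. The other tested CpGs include those too methylated in PBS to gain the threshold difference. They were not matched on PBS level, so these odds ratios cannot separate the class of a CpG from its starting level. Against PBS, Aza replicate 3 alone gave an odds ratio of 2.88 for promoters and 2.76 for the densest class. CpG islands themselves and histone marks were not analysed here.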

**FIG. 6.**
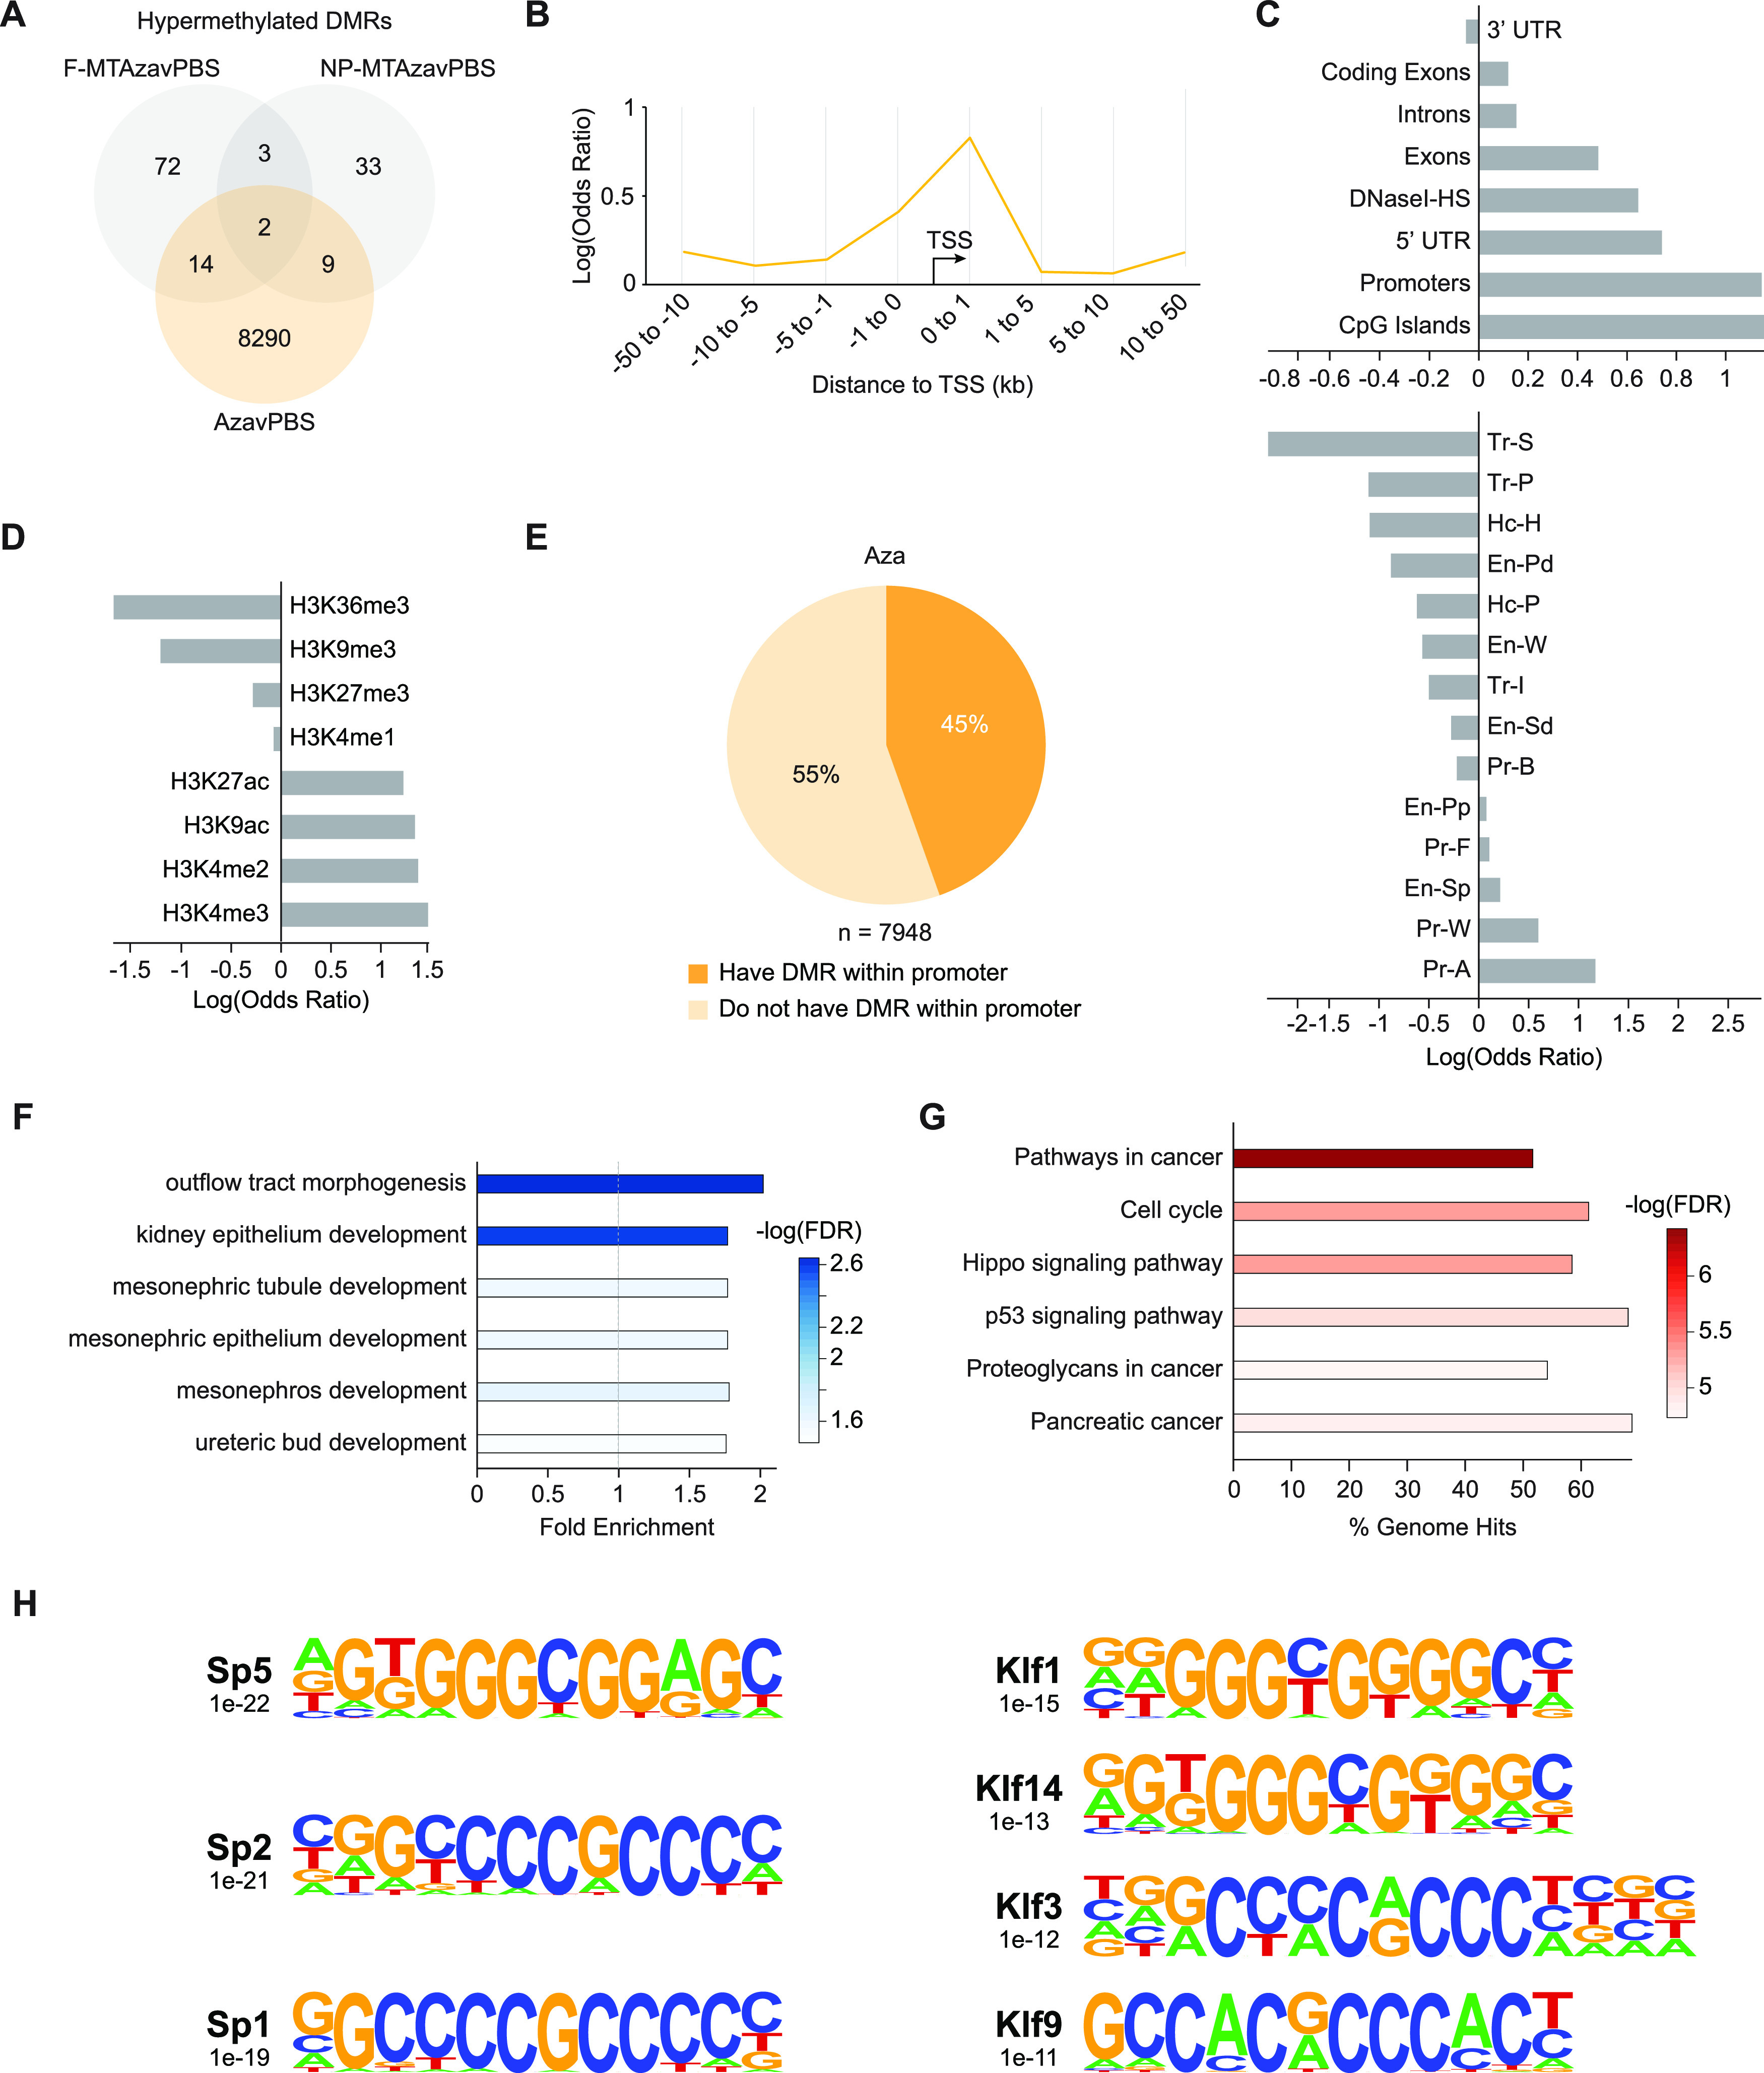
Aza induces DNA hypermethylation at promoters of genes involved in kidney development and cancer-related pathways. (a) Venn diagram displaying shared and unique hyperDMRs captured within each experimental group (relative to PBS). (b) Line plot of log odds ratio of the likelihood of a CpG falling within an Aza-induced hyperDMR and a given range of genomic distance away from TSSs. p-values < 0.05 (Fisher's exact test). (c) Bar plot displaying the log odds ratio of a CpG falling within both an Aza-induced hyperDMR and a given genomic feature. Top: non-chromHMM-annotated publicly available tracks. Bottom: publicly available chromHMM-annotated tracks from P0 mouse kidney tissue. (d) Bar plot displaying the log odds ratio of a CpG falling within both an Aza-induced hyperDMR and a given histone modification. (e) Pie chart showing the proportions of hyperDMR-associated genes (as identified by GREAT) that contain a DMR within or outside of their promoter. (f) Bar plot depicting the fold enrichment for Gene Ontology (GO) terms enriched in Aza-induced hyperDMRs. Dashed gray line designates a fold enrichment of 1. Heatmap values report the degree of statistical significance for enrichment of each term. (g) Bar plot depicting the KEGG signaling pathways enriched in Aza-induced hyperDMRs. The x-axis represents the proportion of total genes in the given pathway that are enriched in the hyperDMRs. Heatmap values report the degree of statistical significance for enrichment of each pathway. (h) Transcription factor binding motifs enriched in Aza-induced hyperDMRs. Name of the associated transcription factor, p-value representing the degree of statistical significance for enrichment of each motif, and motif sequence are shown.

Using GREAT, we identified 7948 hyperDMR-associated genes, 45% of which possessed a DMR within their promoter region [Fig. 6(e)]. This proportion was substantially larger than what was observed for hypoDMR-associated genes [Fig. 4(a)]. 

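The 2756 regions hypermethylated after Aza were near 3415 genes, of which 1666 (48.8%) held such a region in their promoter. Among the regions themselves, 1847 (67.0%) lay in promoters. Called in Aza replicate 3 alone, the regions were near 359 genes, and 17.5% held one in the promoter. Housekeeping genes were near hypermethylated regions more often than genes with the same numbers of tested CpGs, in 9 of 18 cases against 3.34 (one-sided permutation test against matched random genes, adjusted p = 0.0192 over 12 lists). Against genes with as many tested CpGs low enough in PBS to gain 35 points, a matching added after the data were seen, they did not pass, at 9 of 15 against 4.52 (adjusted p = 0.139, same permutation test). With Aza replicate 3 alone, 1 of 20 housekeeping genes was near such a region against 0.314 (p = 0.273, same permutation test). Genes of cAMP, calcium and AMPK signalling were near them in 13 of 38 cases against 9.93 (p = 0.167 from the same permutation test). Kidney development genes were near them in 10 of 44 cases against 14.8, and proximal tubule genes in 0 of 18. Cell cycle genes were near them in 9 of 31 cases, and 2 of 23 cell cycle promoters were higher after Aza (1 when adjusted over the list alone, limma, camera adjusted p = 0.00521, and adjusted p = 0.735 with an estimated correlation). Those were the promoters of Mcm5, a replication helicase subunit, by 35.6 points and of the mitotic kinase gene Cdk1 by 12.7 points, and 0 cell cycle promoters were called with Aza replicate 3 alone.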

GO analysis revealed enrichment for kidney development-relevant terms, such as outflow tract morphogenesis and kidney epithelium development [Fig. 6(f), supplementary material Table 14].

KEGG pathway analysis of genes associated with hyperDMRs showed that Aza-induced hypermethylation could be impacting the cell cycle, the Hippo signaling pathway, or other pathways involved in cancer [Fig. 6(g), supplementary material Table 15]. CancerMine revealed 19% of the hyperDMR-associated genes to be oncogenes and 11% to be tumor suppressor genes [supplementary material Fig. 7). Also, binding motif analysis on hyperDMRs showed significant enrichment of numerous binding motifs associated with members of the Specificity protein (Sp) and Krüppel (Klf) transcription factor families, which have been implicated in kidney development and disease, as well as cell cycle progression and proliferation [Fig. 6(h), supplementary material Table 16).^46,47^

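The GC box, the sequence that factors of the Sp and Klf families bind, occurred in 910 of 2755 regions hypermethylated after Aza (33.0%). It occurred in 26.4% of windows around tested CpGs drawn at random, an odds ratio of 1.37 (Fisher's exact test, two-sided, p = 8.4e-13). The 2 sets were not matched in base composition, with a GC content of 59.5% in the regions and 56.8% around the drawn CpGs. In regions hypermethylated in Aza replicate 3 alone the GC box was rarer than around drawn CpGs, in 49 of 239 (20.5%) against 28.3%, an odds ratio of 0.652 (Fisher's exact test, two-sided, p = 0.00735), with a GC content of 53.4% against 57.3%. In hypomethylated regions the GC box was rarer than around drawn CpGs, at 8.15% against 10.4% after Aza, 5.94% against 9.87% after F-MTAza and 6.00% against 10.2% after NP-MTAza. GC content was lower there too, at 50.4% against 51.8%, 48.4% against 51.5% and 48.6% against 51.6%. Only this 1 sequence was counted, and binding of the factors was not measured.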

## VIII. DISCUSSION

In this study, we demonstrated the therapeutic potential of synergistic drug combinations involving ADPKD drugs metformin and tolvaptan as well as DNMTi Aza in targeting genes and pathways related to ADPKD pathogenesis. In contrast to most ADPKD mouse models, which utilize *Pkd1*^-/-^ null mutants, we explore these mechanisms using a *Pkd1* heterozygous genetic model, which could more accurately reflect the aberrant epigenetic regulatory mechanisms that facilitate progression of autosomal dominant disease in humans.^48^

Through characterization of the methylome of drug-treated PKD1-Het cells, we identified Aza-specific changes in global and local DNAme that were attenuated upon multi-drug treatment, including the loss of Aza-induced hypermethylation upon combination with MT. Previous studies have observed Aza-induced hypermethylation in the cancer genome and attributed this phenomenon to a transient alteration in gene transcription reflecting the immediate response of cells to perturbation,^49^ or downregulated activity of TET1, a demethylating enzyme.^50^ We observed Aza-specific hypermethylation at gene promoters involved in cancer, which may seem potentially promising for repressing genes driving cystic growth; however, it is important to also consider the effects of Aza-mediated transcriptional repression of genes important for proper kidney development. For example, while we observed hypermethylation at the promoter of the oncogene *Myc*, we also observed slight hypermethylation at the promoter of *Pkd2*, whose reactivation has been shown to reverse the ADPKD phenotype.^51^

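Myc encodes a transcription factor that drives growth, and its promoter lies on chromosome 15 of mm9 from 61814946 to 61817446. Its 98 CpGs were at 2.64% ± 2.12 (SD, n = 3) in PBS, 0.721% ± 0.104 (SD, n = 3) in F-MTAza and 0.967% ± 0.0599 (SD, n = 3) in NP-MTAza. In Aza they were at 37.2% ± 31.8 (SD, n = 3), with 0.636% in replicate 3. Aza had 4 CpGs of the Myc promoter with enough reads in all libraries, of which 1 was hypermethylated, and with Aza replicate 3 alone 70 were tested and 0 called. Pkd2 encodes polycystin 2, the channel that partners polycystin 1. Its promoter lies on chromosome 5 from 104886469 to 104888969, and only 5 CpGs there had enough reads, in 6 libraries, all of which were at 0%. Of the Aza libraries only replicate 3 is among these 6. Over the 170 CpGs of the Pkd2 gene, methylation was 58.9% ± 7.87 (SD, n = 3) in PBS, 31.8% ± 6.75 (SD, n = 3) in Aza, 41.7% ± 6.20 (SD, n = 3) in F-MTAza and 41.7% ± 0.623 (SD, n = 3) in NP-MTAza, and fell by 20.5 points across drug-treated libraries (two-sided exact permutation test, p = 0.00455). Aza replicate 3 stood at 35.5% over the Pkd2 gene.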

Interestingly, Aza-induced hyper- and hypomethylation can also generate a “flattened” epigenetic landscape resembling age-associated epigenetic drift [Figs. 3(f) and 3(h)].^52^ However, combination with MT appears to retain the dynamics of DNAme curves at these genomic regions. The AMPK activator metformin, which is also being studied for its potential impact on biological aging,^53^ can indirectly downregulate DNAme through the inhibition of mTOR, suggesting that metformin-induced hypomethylation may be a potential mechanism underlying the loss of Aza-induced hypermethylation upon combination with MT.^54–56^ Future studies are necessary to elucidate these mechanisms.

We also found that genomic regions previously reported to be hypermethylated in human ADPKD were sensitive to hypomethylation induced by multi-drug treatment. Gene enrichment analyses revealed that drug-induced hypomethylation targeted kidney development and pathways implicated in ADPKD including calcium signaling, cAMP signaling, and AMPK signaling. Our binding motif analyses on both hyper- and hypomethylated DMRs provide insight into key affected transcription factors that may also serve as novel therapeutic targets for ADPKD. Interestingly, our hypoDMRs also target oncogenes and tumor suppressor genes. 

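Within the body of Myc, CpGs stood at 2.29% in PBS, 1.09% in F-MTAza and 0.780% in NP-MTAza, so that a loss of methylation there can be at most a few points. No CpG of the Myc promoter was hypomethylated after F-MTAza among 46 tested or after NP-MTAza among 65 tested. Aza replicate 3 was at 0.810% over the gene body, and the mean of the 3 Aza libraries was 34.9%. Regions farther away that are assigned to Myc by distance are not part of these values.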

The top oncogene targeted by multi-drug induced hypomethylation was *Myc*, a master regulator of cellular metabolism and proliferation previously shown to regulate cystogenesis in PKD via a TAZ/Wnt- β-catenin/c-Myc axis.^29^ Interestingly, a recent study profiling the enhancer landscape in mouse and human *Pkd1*-mutant kidney cells reported on the activation of an enhancer cluster in the *c-Myc* locus, thus further highlighting the role of epigenetic dysregulation in driving aberrant gene expression in ADPKD.^44^ As PKD has also been reported to potentially increase patient risk for cancer, further investigation of shared targets between ADPKD and cancer could assist in identifying shared susceptibility to both diseases and the development of preventative therapeutic measures.^57^

Importantly, we also present the promise of nanoparticle-mediated delivery in addressing low bioavailability and off-target cytotoxicity associated with ADPKD and epigenetic drugs. Throughout our cell metabolic growth assays, DNAme profiling, and gene expression analyses, we consistently demonstrated that the regulatory effects of free drug treatment (F-MTAza) were conserved upon nanoparticle-mediated delivery (NP-MTAza). Drug release profiles suggested that the majority of drugs were released from micelles by 24 h; however, differences in cell viability and cystic growth as a result of drug uptake through F-MTAza vs NP-MTAza treatment could potentially be identified with data collection at earlier time points. While small molecule drugs that dissolve in cell culture media can enter cells through simple diffusion, nanoparticles require endocytosis. Future studies will apply kidney-targeting micelles to this drug combination, which we predict would result in enhanced cellular uptake. We expect the advantages of our nanoparticle to be most pronounced in future *in vivo* studies.

Our study design presents a number of limitations that should be further considered. First, while we observed correlations between drug-induced changes in methylation, gene expression, and cystic growth, the functional regulatory mechanisms, if any, remain unknown. While we were unable to identify site-specific changes that were consistently associated with our synergistic drug combination (Aza+MT) as a means to implicate mechanisms of action, we did observe profound changes in global DNAme that could indicate some regulatory mechanisms of drug synergy. It should be noted that previous studies have reported global hypermethylation,^9^ global hypomethylation,^8^ and inter-cyst DNA methylation variation in ADPKD.^58^ As widespread DNA hypomethylation could also contribute to genomic instability,^59^ this could suggest that genomic instability is largely involved in disease pathogenesis. This further justifies the need for more experiments to fully characterize the regulatory impact of drug-induced DNAme changes on gene regulatory mechanisms driving biological processes, pathways, and transcription factor activity. Also, future work will characterize the capabilities and limitations of our PAM nanoparticle platform in targeting diseased kidneys *in vivo*. Overall, this study motivates future efforts to elucidate the regulatory mechanisms of observed synergy between ADPKD drugs and epigenetic drugs in reducing cystic growth and progress these approaches to *in vivo* studies using nanotechnology.

## IX. METHODS

### A. Cell culture of PKD1-Het renal tubular epithelial cells and WT 9–12 cells

*PKD1-Het*erozygous proximal renal tubule cells (PKD1-Het cells) were isolated from *Pkd1^flox/-:^TSLargeT* mice. Cells were cultured in DMEM/F-12 media, 2% FBS, 1× ITSG, and 2 nM of tri-ido-sodium salt. Cells were expanded at 37 °C in a humidified incubator under 5% CO_2_. Cells at passage 3 were used for studies, and the media was changed every 2–3 days. WT 9–12 (ATCC, Manass, Virginia, USA), renal epithelial cells that were derived from a patient with autosomal dominant polycystic kidney disease were expanded in DMEM supplemented with 10% FBS at 37 °C in a humidified incubator under 5% CO_2_ according to the manufacturer's instructions.

### B. Bliss synergy calculations

For combination treatments, expected viability for each replicate set was calculated as follows: ${V_{\text{Expected}}=V}_{\text{Drug}\;A}\times V_{\text{Drug}\;B}$, where V represents the viability percentage for a single replicate, Drug A represents an epigenetic modifying drug, and Drug B represents Met, Tol, or MT. We then subtracted $V_{\text{Expected}}-V_{\text{Observed}}$ for each set of replicates and averaged this value across different combination treatments. Synergy was observed if the average value for $V_{\text{Expected}}-V_{\text{Observed}}>0$. Similar approaches were taken for synergy calculations involving the effects of combination treatment on absorbance (OD 490 nm) and cyst diameter. For cell viability experiments, an experimental replicate was considered an outlier if any of its control replicates (epigenetic drug only) was 3 or more standard deviations from the mean control viability. Outlying replicates were excluded from Bliss synergy calculations.

### C. Synthesis of therapeutic micelles

Metformin hydrochloride (Sigma-Aldrich) was conjugated to DSPE-PEG2000-NHS (Avanti Polar Lipids, Alabaster, AL) by adding a 5× molar excess of metformin to the lipid dissolved in 10 mM aqueous sodium carbonate buffer (pH 8.5). After reaction at room temperature for 24 h, the mixture was purified by reverse-phase high performance liquid chromatography (HPLC) (Prominence, Shimadzu, Columbia, MD) on a C4 column (Phenomenex, Torrance, CA), and the molar mass of DSPE-PEG(2000)-Metformin was characterized by matrix-assisted laser desorption ionization time-of-flight (MALDI-TOF/TOF) mass spectral analysis (Autoflex Speed, Bruker, Billerica, MA).

The micelle formulation of the drug combination of 5-aza-2′-deoxycytidine (Sigma-Aldrich), metformin, and tolvaptan (Sigma-Aldrich) was synthesized via self-assembly using thin film hydration. Aza, tolvaptan, and DSPE-PEG(2000)-Metformin amphiphiles were dissolved in methanol or chloroform, then the organic solvent was evaporated under a steady stream of nitrogen. The resulting film was dried under vacuum overnight, hydrated at 80 °C for 30 min with either MilliQ water or PBS, vortexed and sonicated as needed to obtain a clear solution, and allowed to cool to room temperature.

### D. Dynamic Light Scattering (DLS) and zeta potential

NP-MTAza micelle solution (100 *μ*M) was prepared in Milli-Q water, and the unloaded tolvaptan and Aza was filtered via a 0.22 *μ*m PES membrane filter (Thermo Fisher Scientific, Waltham, MA, USA). The size and zeta potential of NP-MTAza were measured using Zetasizer Ultra (Malvern Instruments, Malvern, UK) (n = 4).

### E. Transmission Electron Microscopy (TEM)

NP-MTAza micelle solution (100 *μ*M) was prepared in Milli-Q water, and the unloaded tolvaptan and Aza was filtered via a 0.22 *μ*m PES membrane filter (Thermo Fisher Scientific, Waltham, MA, USA). The micelle solution was placed on a 200-mesh carbon TEM grid (Ted Pella, Redding, CA) for 10 min, and the grid was washed with Milli-Q water before being negatively stained with 2 wt. % uranyl acetate solution (Polysciences, Warrington, PA). Then, the grid was washed with Milli-Q water again. The grid was kept in the dark and imaged on a JEOL JEM-2100F TEM (JEOL, Ltd., Tokyo, Japan).

### F. Loading efficiency and drug release profiles

The standard curves of metformin, tolvaptan, and Aza were first obtained at the wavelengths of maximum absorbance (metformin at 233 nm, tolvaptan at 269 nm, and Aza at 241 nm) via a NanoDrop One microvolume UV-VIS spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). The drug-loaded nanoparticles were prepared in Milli-Q water, and the loaded free drug was filtered via a 0.22 *μ*m PES membrane filter (Thermo Fisher Scientific, Waltham, MA, USA). The absorbance of the encapsulated drugs was measured at the wavelengths of corresponding maximum absorbance values via NanoDrop. The concentration of the encapsulated drug was calculated using the standard curve, and the loading efficiency was obtained via the following equation: loading efficiency = [(Total amount of drug-Free amount of drug)/Total amount of drug] × 100. Measurements of free drug release from micelles were made at select timepoints (30 min, 1, 2, 6, and 12 h) by UV-VIS spectrophotometer at the corresponding maximum absorbance wavelengths (Nanodrop, Thermo Fisher Scientific, Waltham, MA, USA). Free tolvaptan and Aza released from the micelles was separated via a 0.22 *μ*m PES membrane filter (Thermo Fisher Scientific, Waltham, MA, USA). Free metformin was separated from the micelles via Slide-A-Lyzer dialysis cassettes (Thermo Fisher Scientific, Waltham, MA, USA) with a molecular weight cutoff of 2000 Daltons.

### G. Metabolic growth assay

Cell proliferation was assessed using the (3–(4,5-dimethylthiazol-2-yl)-5–(3-carboxymethoxyphenyl)-2–(4-sulfophenyl)-2H-tetrazolium) (MTS) assay (Biovision, Milpitas, CA, USA) following the manufacturer's instructions. PKD1-Het cells (3000 cells/well) were incubated in a 96-well plate with (1) free 50 *μ*M Aza, (2) the combination of free 50 *μ*M Aza, 300 *μ*M metformin, and 10 *μ*M tolvaptan, (3) the combination of 50 *μ*M Aza, 300 *μ*M metformin, and 10 *μ*M tolvaptan in micelle formulation, or (4) PBS for 24 h before the addition of MTS reagent. A Varioskan Lux microplate reader at an absorbance wavelength of 490 nm was used to evaluate the MTS results, and cell viability data were normalized to PBS-treated cells.

### H. 3D Matrigel^TM^ cell culture of PKD1-Het cells

A quantity of 50 μL of Matrigel^TM^ (BD Biosciences, Franklin Lakes, NJ, USA) was added to each well in a 96-well plate and solidified in a 37 °C incubator for 15 min. PKD1-Het cells (3000 cells/well) were resuspended with 150 *μ*l of 2% Matrigel™ in assay medium and grown for 1–2 days before treatment with (1) free 50 *μ*M Aza, (2) the combination of free 50 *μ*M Aza, 300 *μ*M metformin, and 10 *μ*M tolvaptan, (3) the combination of 50 *μ*M Aza, 300 *μ*M metformin, and 10 *μ*M tolvaptan in micelle formulation, or (4) PBS was incorporated into complete media. After 10 days, cyst growth was evaluated by measuring the cross-sectional area using ImageJ software.

### I. Gene expression via qRT-PCR

PKD1-Het cells were seeded into 96-well plates at a density of 2000 cells/well. Cells were incubated with (1) free 50 *μ*M Aza, (2) the combination of free 50 *μ*M Aza, 300 *μ*M metformin, and 10 *μ*M tolvaptan, (3) the combination of 50 *μ*M Aza, 300 *μ*M metformin, and 10 *μ*M tolvaptan in micelle formulation, or (4) PBS for 24 h before mRNA extraction using the RNeasy kit (Qiagen, Hilden, Germany) following the manufacturer's instructions. cDNA was generated using the RT2 First Strand kit (Qiagen, Hilden, Germany), and gene expression was determined by quantitative reverse transcription PCR (qRT-PCR) using RT2 SYBR Green qPCR Master mix (Qiagen, Hilden, Germany) on a CFX384 Real-Time PCR Detection System (Bio-Rad Laboratories, Hercules, CA, USA). Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as a housekeeping gene to normalize gene expression data, and the 2ΔΔCq method was used to quantify mRNA expression level.

### J. RRBS library preparation

To evaluate the effects of drug and nanoparticle combinations on the methylome, DNA was isolated from 500 000 PKD1-Het cells treated with one of the groups mentioned above using the Zymo Quick DNA Miniprep Plus Kit, and 4.5 *μ*g of genomic DNA was digested with MspI overnight. The digested products were size-selected using AMPure XP beads to remove anything above 300 bp for small fragment retention; 100 ng size-selected DNA was bisulfite-converted using the EZ DNA Methylation-Gold Kit (Zymo Research). The eluted DNA was processed immediately using the Accel-NGS Methyl-seq DNA library kit (Swift Biosciences) according to the manufacturer's instructions. Final libraries were generated from 10 to 12 PCR cycles. PCR products were cleaned up using SPRIselect beads (Beckman Coulter). Libraries were confirmed by an Agilent Bioanalyzer, and the yields were quantified by KAPA qPCR. Sequencing was performed at the UCI Genomics High Throughput Facility; 100 bp paired-end reads were sequenced using an Illumina NovaSeq 6000 sequencing system.

### K. Differentially methylated region (DMR) analysis

Quality and adapter trimming of raw FASTQ files were executed using Trim Galore (Version 0.4.4).^60^ Then, 15 bp were removed from the 3′ end of read 1 and the 5′ end of read 2. Trimmed reads were aligned to NCBI37/mm9 (July 2007) using Bowtie2^61^ as part of Bismark (Version 0.20.1).^62^ Paired-end read mapping efficiency were in the range 68.5%–73.0% across all 12 samples, with an average mapping efficiency of 71.7% (supplementary material Table 1). DNA methylation ratios were called using Bismark and were merged for neighboring CpGs on opposite sides of the strand. To ensure fair comparisons across all samples, methylation ratios were filtered so that only CpGs that were captured in at least two of three samples in each experimental group (PBS, Aza, F-MTAza, and NP-MTAza) at a minimum read coverage of ≥5× were used in DNA methylation analysis.

To identify differentially methylated cytosines (DMCs), methylation call BAM files generated with Bismark were provided as input into the R package methylKit (Version 1.16.1).^63^ A minimum read coverage of ≥5× per sample was specified. For each experimental group, samples were merged using the unite() function in order to compare methylation calls of ≥5× CpGs that overlapped across all input samples of the group. Reads on both strands of a CpG dinucleotide were also merged. To identify reliable differential methylation results, a filter of minimum q-value < 0.01 and a ±35% CpG methylation difference cutoff between PBS and treatment samples (Aza, F-MTAza, or NP-MTAza) were applied. The resulting DMCs had either a positive DNA methylation difference (i.e., CpGs were hypermethylated in treatment samples relative to the PBS controls) or a negative DNA methylation difference (i.e., CpGs were hypomethylated in treatment samples relative to PBS controls).

To generate DMRs, neighboring DMCs within ±500 bp of one another were merged into a single tile. For tiles that were <100 bp, tiles were extended equally on both sides to acquire 100-bp tiles. Tiles containing DMCs with methylation differences of opposite directionality (i.e., hyper- and hypomethylation) were considered ambiguous and removed before downstream analysis (0.0338–1.59% of total DMRs generated). In the remaining DMRs, methylation difference was calculated by averaging the methylation difference of CpGs within the same DMR. Computational workflow for DNA methylation analyses in this study are outlined in supplementary material Fig. 2.

The Broad Institute's Integrative Genome Viewer (IGV)^64^ was used to visualize DNA methylation data and DMRs across the mm9 genome.

### L. Genomic regions annotation

Annotated genomic regions with which DMRs were associated were either computationally inferred or experimentally derived and are publicly accessible. Tracks for genomic regions annotated via ChromHMM^26^ were generated by the Ren lab as part of the ENCODE project from histone modification data that was experimentally obtained by chromatin immunoprecipitation sequencing (ChIP-seq) on DNA from kidney tissue from stage P0 of the developing mouse fetus.^27^ ChromHMM-annotated genomic region tracks, histone modification tracks, RefSeq genomic feature tracks, the DNaseI HS track, and the CpG Islands track were accessed via the UCSC Table Browser.^65^ Because the ChromHMM-annotated genomic region tracks and histone modification tracks were aligned to the GRCm38/mm10 genome assembly, we used the web-based LiftOver tool^65^ to convert coordinates to NCBI37/mm9. All other tracks were already aligned to NCBI37/mm9. Promoter regions were defined as 2 kb upstream and 500 bp downstream of gene transcription start sites (TSS), which were acquired from the UCSC Table Browser. Intergenic regions were generated using the BEDTools “subtract” function.^66^ To determine DMR association with the genomic regions of interest, the BEDTools “intersect” function was used.

Odds ratio (OR) analyses were done to determine the strength of the association of generated DMRs with particular genomic regions. OR was calculated as $\frac{a/c}{b/d}$, where *a* = number of CpGs that fall within a DMR and within the genomic region of interest, *b* = number of CpGs that fall within a DMR and outside of the genomic region of interest, *c* = number of CpGs that fall outside of DMRs and within the genomic region of interest, and *d* = number of CpGs that fall outside of DMRs and outside of the genomic region of interest. The logarithmic OR value (log(OR)) was presented for each genomic region of interest. The Fisher's exact test was used to determine statistical significance of ORs. Heatmaps were created using the “heatmap.2” function from the R package gplots (Version 3.1.1).^67^

### M. DNA methylation across genomic region tiles

For each genomic region of interest, 5-kb windows were created and were centered on the genomic feature. Smooth curves of DNA methylation percentage values across the tiles for each experimental group were generated using the “geom_smooth” function of R package ggplot2 (Version 3.3.5),^68^ which used a generalized additive model as the smoothing method.

### N. Gene ontology and pathway enrichment

Stanford's Genomic Regions Enrichment of Annotations Tool (GREAT)^28^ was used with default parameters to identify mm9 UCSC genes associated with the generated DMRs. Gene ontology^69,70^ and Kyoto Encyclopedia of Genes and Genomes (KEGG)^71^ pathway enrichment analyses were performed. KEGG pathway enrichment analysis was performed using ToppFun, a part of the ToppGene suite,^72^ with default parameters.

### O. Oncogene vs tumor suppressor gene analysis

Genes associated with the generated DMRs using GREAT were inputted into the literature-mined database CancerMine^41^ to characterize oncogenes and tumor suppressors. A gene was considered as an “Oncogene” if it has more citations characterizing it as an oncogene than as a tumor suppressor. In contrast, a gene was considered as a “Tumor Suppressor Gene” if it has more citations characterizing it as a tumor suppressor than as an oncogene. If the number of citations characterizing a gene as an oncogene was equal to those characterizing it as a tumor suppressor, then the gene was labeled as “Oncogene/Tumor Suppressor Gene.”

### P. Determining differentially methylated transcription factor binding sites (TFBS)

Hypergeometric Optimization of Motif EnRichment (HOMER) software^73^ (version 4.11) was used to identify enrichment of known TFBS motifs at and near DMRs. The total CpGs with ≥5× coverage that were captured in at least two out of three samples per experimental group (n = 604 240) were used as background. The motif size was specified to be 200 bp.

### Q. Statistical analyses

Statistical tests were performed using GraphPad Prism (Version 9.3.1 for Windows) (Tukey's multiple comparison test) and in R (Version 4.0.3) (Welch's t-test, Wilcoxon rank sum test, Fisher's exact test).

## SUPPLEMENTARY MATERIAL

See the supplementary material for additional supporting data and information that are not displayed in the main text, including statistical analyses, more gene expression data, and results from extended gene enrichment analyses.

## Data Availability

The data that support the findings of this study are openly available in NCBI GEO at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202065, Ref. 74.

How the deposited data were processed for this re-analysis (not part of the article)

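DNA methylation was measured by reduced representation bisulfite sequencing in 12 libraries of PKD1-Het mouse proximal tubule cells, 3 each of PBS, Aza, F-MTAza and NP-MTAza, after 24 h. The authors trimmed reads with Trim Galore 0.4.4, aligned them to mm9 with Bismark 0.20.1, merged both strands of each CpG and kept CpGs with at least 5 reads. The deposited tables give chromosome and position, the methylated and total read numbers written as a fraction, and the percent methylated rounded down. Checked against the read numbers, this held at every CpG of 8 libraries and at 99.9977% or more of the CpGs of the other 4. All levels were computed from the read numbers. Aza replicates 1 and 2 list some CpGs more than once, and those reads were summed. The depth per library was between 25336747 and 65817118 reads over the listed CpGs, with medians of 7 to 9 reads per CpG, so a level at a single CpG in a single library carries a wide counting error. The 95% intervals of mitochondrial levels cover the counting error only. That of the difference between combination and Aza rests on the spread between libraries.

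Tables were read and tested with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and samtools 1.23.1, and drawn with matplotlib 3.10.9. Promoters were tested with limma 3.58.1 in R 4.3.3. Genes came from an mm9 annotation, with promoters from 2000 bp upstream to 500 bp downstream of a start site.

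Group levels used CpGs with 5 or more reads in at least 2 libraries of every group, weighted by reads, with two-sided exact permutation tests on library means. Levels by chromosome were taken over every listed CpG of each library. Levels of named genes were not limited to the shared set either, so some libraries have no value for part of a gene. The smallest p is 0.10 for 3 libraries against 3, 0.0119 for 6 against 3 and 0.00455 for 9 against 3. Single CpGs were tested where all 6 libraries of a comparison had 5 or more reads, by a likelihood ratio test of a logistic regression on pooled reads, as methylKit does by default. The paper names no way of computing q, and here a call needed a Benjamini-Hochberg q under 0.01 and a difference of at least 35 points. Called CpGs of 1 direction within 500 bp were joined into regions of at least 100 bp. Genes were assigned to regions by a local version of the basal plus extension rule of GREAT. Promoters with at least 5 reads in every library were tested on the arcsine square root of their level in a model of all 4 groups, at an adjusted p under 0.05 and a difference of at least 10 points.

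The gene lists, 12 in number, were fixed: polycystic kidney disease genes, kidney development, Wnt and Hippo signalling, cAMP, calcium and AMPK signalling, proximal tubule markers, markers of other kidney cell types, cell cycle, germline genes, imprinted genes, DNA methylation machinery, housekeeping genes and genes the paper names. Their promoters were tested as sets with camera, with a preset correlation of 0.01 and again with an estimated one. Their nearness to regions was set against randomly drawn genes with as many tested CpGs, by a one-sided permutation test. The genes and regions named in the text follow a rule: the 4 windows the paper draws, each gene the paper names in connection with methylation, the 10 regions with the largest mean difference per comparison with PBS and direction among regions with at least 5 called CpGs and no overlap between treated and PBS libraries, and up to 4 genes of each list with the largest promoter difference past the test.

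The tests were tried on simulated data built from the libraries. Among 50000 simulated CpGs, of which 6000 were changed, the likelihood ratio test recovered 98.6% of losses of 60 points, 81.2% of losses of 45 points and 84.7% of gains of 45 points, with 27 false calls among 44000 unchanged CpGs and 0 in the wrong direction. At an unadjusted p under 0.05 it passed 9.07% of unchanged CpGs, so it runs above its nominal level. The test corrected for extra spread recovered 49.7%, 40.7% and 53.5% with 5 false calls, and limma 61.6%, 39.4% and 54.4% with 1. Among 9774 simulated promoters, of which 200 were changed by 30 points, limma recovered 41% of those lowered and 82% of those raised, with 2 false calls.

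Alternatives changed the minimum depth, the set of CpGs, the weighting, the test, the difference threshold, the joining of regions, the scale and depth of promoters and the libraries used. Aza replicate 3 was also used alone, in which case limma takes its spread from the other groups. Chromatin states, histone marks, CpG island tracks, pathway databases and motif collections were not analysed here, and neither were the other assays of the paper. Results for some single genes are not reported here.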

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

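The test of the most covered stretch was chosen only after the coverage of the libraries was seen, and the mitochondrial levels and the germline list were planned. Each item lies in data that the paper does not report on and differs from the PBS libraries.

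Mitochondrial CpGs, which are almost unmethylated in most cells, read as 39.9% methylated in Aza replicate 1 (97 CpGs and 754 reads, 95% interval 36.5% to 43.5%) and as 40.6% in Aza replicate 2 (62 CpGs and 446 reads, 95% interval 36.1% to 45.2%). They read as 0.427% in Aza replicate 3, 0.290%, 2.76% and 0.280% in the PBS libraries, 0.303%, 0.255% and 0.267% in the F-MTAza libraries and 0.332%, 0.286% and 0.383% in the NP-MTAza libraries. As a group, Aza differed from PBS by 25.9 points, which did not pass the test (two-sided exact permutation test, p = 0.20). The levels of the 2 libraries stand out by lying far above those of the PBS libraries. Their reads are also few, since every other library held between 68942 and 162574 reads over 223 to 228 mitochondrial CpGs. Whether the CpGs labelled mitochondrial in the 2 libraries are mitochondrial was not tested.

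Promoters of germline genes differed by a mean of -25.4 points from PBS after NP-MTAza. The direction was lower for the list as a set (limma with camera, adjusted p = 6.2e-07, and adjusted p = 0.145 with an estimated correlation). The mean is close to the fall in mean methylation over all CpGs, at -23.4 points. These promoters start from high levels in PBS and were not compared with promoters equally methylated in PBS.

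The most covered stretch of the genome in PBS lies on chromosome 2 of mm9 from 98502421 to 98507482 and holds 84 CpGs. Its methylation was 80.0% ± 4.33 (SD, n = 3) in PBS, 58.5% ± 0.722 (SD, n = 3) in F-MTAza and 54.9% ± 1.17 (SD, n = 3) in NP-MTAza. Combination and PBS libraries differed by -23.3 points there (two-sided exact permutation test, p = 0.0119, the smallest that 6 libraries against 3 allow). This is about the fall in mean methylation over all CpGs, at -20.7 points for F-MTAza and -23.4 points for NP-MTAza. That mean is weighted by reads. Outside Aza replicates 1 and 2, the most covered 1% of CpGs held 35.8% to 57.5% of the reads, so the likeness is partly built in. The stretch held 5083610 to 8540301 reads in the PBS libraries, against a median of 8 to 9 per listed CpG. Whether its reads come from a single place in the genome was not tested. Aza replicate 3 stood at 57.5% from 8643600 reads, while Aza replicates 1 and 2 held only 128 and 538 reads in the stretch, at 29.7% and 34.0%.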

How the results depend on the processing

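The comparisons without Aza replicates 1 and 2, with the first of repeated listings of a CpG, of regions over CpGs at 5x in at least 2 of 3 libraries of each of the 4 groups, and of gene lists matched on tested CpGs that can gain the difference were chosen only after the results were seen, and every other alternative was planned. For 115 results, 974 values were computed under 44 other settings. Of these, 704 kept their direction and their side of the test or stayed within the spread, 39 no longer passed, 6 newly passed, 23 changed sign and the rest moved. Counts of CpGs and regions follow in part how many CpGs a setting can test and how strict its threshold is, which its construction fixes. They also moved with the libraries used. Hypermethylated CpGs for Aza vs PBS numbered 4327 of 94938 tested with all libraries and 14249 of 101541 without Aza replicate 3. For the other values given here the cause was not tested. All settings that had been planned were run. A lone Aza library gives no exact p, and in limma it is assumed to vary like the libraries of the other groups.

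Without Aza replicates 1 and 2, the difference in mean methylation, Aza vs PBS, was -22.9 points, with 2.89 for F-MTAza vs Aza, 0.187 for NP-MTAza vs Aza and 1.54 for combination vs Aza. The difference in mean methylation of CpGs unmethylated in PBS, Aza vs PBS, was -0.896, with 0.0578 for combination vs Aza. The difference in mean methylation of CpGs unmethylated in PBS, Aza vs all other groups, was -0.337. Hypomethylated and hypermethylated CpGs numbered 253249 and 371 for Aza vs PBS, 33 and 139 for F-MTAza vs Aza, and 65 and 101 for NP-MTAza vs Aza. Shared hypomethylated CpGs numbered 33530. There were 105955 hypomethylated and 239 hypermethylated regions after Aza, 34874 shared regions, and a difference of 3.39 points between combination and Aza over shared regions. The natural logarithm of the odds ratio of hypermethylated CpGs was -0.365 from 10 to 5 kb upstream of a start site, -0.131 from 5 to 1 kb upstream and 0.295 from 1 to 5 kb downstream. The Pkd1 window differed by -21.0 points for Aza vs PBS and -21.5 for drug-treated vs PBS (two-sided exact permutation test, p = 0.00833). The methylation of the browser windows, Pkd1, combination vs Aza, differed by -0.616, methylation of the browser windows, Ctnnb1, combination vs Aza, by 5.05, and methylation of the browser windows, Sall1, combination vs Aza, by -0.406. Promoters lower and higher after Aza numbered 884 and 1.

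Among libraries with 1 barcode set, mean methylation differed by 2.77 points for F-MTAza vs Aza and -0.602 for NP-MTAza vs Aza. At CpGs unmethylated in PBS the differences were 0.0647 for combination vs Aza and -0.439 for Aza vs all other groups, and the difference in mean methylation of CpGs unmethylated in PBS, Aza vs PBS, was -0.938. Only Aza replicate 3 has 1 barcode set in its group.

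A 20x minimum gave 3.97 points as the difference in mean methylation, combination vs Aza (two-sided exact permutation test, p = 0.0595). In the share of CpGs under 5% it gave 2.77 points for combination vs Aza (exact permutation test, p = 0.0357) and -1.85 as the difference in share of CpGs under 5% methylated, Aza vs all other groups. A 10x minimum gave -1.42 points for that last comparison, -11.4 for combination vs Aza in the Pkd1 window and -16.6 for drug-treated vs PBS in the Ctnnb1 window. At 5x in all 12 libraries, the difference in share of CpGs under 5% methylated, combination vs Aza, was -0.619 points. With the first of repeated listings of a CpG it differed by -0.201 points. With the class taken from PBS replicate 1, CpGs unmethylated in PBS differed by 27.3 points for Aza vs all other groups (exact permutation test, p = 0.0545). With 250 bp either side, CpGs with 1 to 3 neighbours differed by -3.02 points for combination vs Aza.

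As an unweighted mean over CpGs, the difference in mean methylation, NP-MTAza vs Aza, was -0.383 points, with 0.297 for combination vs Aza (two-sided exact permutation test, p = 0.774). The Pkd1 window then differed by 3.37 points for Aza vs PBS and -18.6 for combination vs Aza. Ctnnb1 differed by -12.6 points for drug-treated vs PBS, and Sall1 by -9.26 for drug-treated vs PBS and -4.72 for combination vs Aza. Over every CpG of each library, mean methylation differed by -0.806 points for NP-MTAza vs Aza and 0.182 for combination vs Aza.

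The exact test run over the 3 replicate blocks cannot give a p below 0.25, so no difference could pass that test. The loss of a call in it therefore says nothing about the strength of the difference. The limma and Cochran-Mantel-Haenszel fits with a replicate block do not have this limit. Mean methylation differed by -23.4 points for drug-treated vs PBS (exact permutation test, two-sided, p = 0.25) and 3.90 for combination vs Aza (p = 0.25, same exact test), and CpGs unmethylated in PBS by 27.7 for Aza vs all other groups (exact permutation test, p = 0.50). With the replicate block limma called 465 promoters higher after Aza and 0 lower after NP-MTAza. The replicate block with a Cochran-Mantel-Haenszel test called 46 hypomethylated and 25 hypermethylated CpGs for NP-MTAza vs F-MTAza. The replicate numbers do not pair the samples: after removal of group means, libraries of the same number correlated at a median of -0.0264 and at most 0.0926, 0 of 18 pairs were above 0.1, and 5 of 12 libraries correlated best with one of their own number.

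Overdispersion-corrected logistic regression called 6584 hypomethylated and 37 hypermethylated CpGs for Aza vs PBS, 46566 and 4 for F-MTAza vs PBS, and 89754 and 13 for NP-MTAza vs PBS. It called 25 and 54 for F-MTAza vs Aza, 60 and 84 for NP-MTAza vs Aza, 4 and 5 for NP-MTAza vs F-MTAza, and 299 shared. Regions of CpGs from the overdispersion-corrected test numbered 5935 hypomethylated and 36 hypermethylated after Aza, 33710 and 3 after F-MTAza, and 57446 and 11 after NP-MTAza, with 888 shared. By limma on arcsine square root methylation, the counts were 10267 and 43 for Aza vs PBS, 30372 and 1 for F-MTAza vs PBS, 44326 and 2 for NP-MTAza vs PBS, 455 shared, and 0 and 0 between any pair of drug treatments. A Fisher exact test of pooled reads called 66 and 30 for NP-MTAza vs F-MTAza.

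At 10x in all 6 libraries, hypomethylated and hypermethylated CpGs numbered 1897 and 258 for Aza vs PBS, 23247 and 1 for F-MTAza vs PBS, and 69734 and 3 for NP-MTAza vs PBS. They numbered 117 and 86 for F-MTAza vs Aza, 381 and 222 for NP-MTAza vs Aza, 66 and 26 for NP-MTAza vs F-MTAza, and 109 were shared. At 5x in at least 2 of 3 libraries of each of the 4 groups, they numbered 225975 and 18690 for Aza vs PBS, 18917 and 15868 for F-MTAza vs Aza, and 23408 and 15985 for NP-MTAza vs Aza. That setting gave 80 hypermethylated CpGs for F-MTAza vs PBS and 52273 shared. Its regions numbered 106575 hypomethylated and 8109 hypermethylated after Aza, 56 hypermethylated after F-MTAza and 46725 shared.

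A 25 point difference gave 8564 hypermethylated CpGs for Aza vs PBS, 204800 hypomethylated and 72 hypermethylated for F-MTAza vs PBS, and 368616 and 106 for NP-MTAza vs PBS. It gave 6751 hypomethylated CpGs for F-MTAza vs Aza, 12674 for NP-MTAza vs Aza, and 13897 shared. A 50 point difference gave 18096 and 953 for Aza vs PBS, 21717 and 0 for F-MTAza vs PBS, and 40132 and 2 for NP-MTAza vs PBS. It gave 931 and 1039 for F-MTAza vs Aza, 1677 and 1378 for NP-MTAza vs Aza, 81 and 43 for NP-MTAza vs F-MTAza, and 159 shared. Kept only where every treated library lay on the same side of every control library, hypermethylated CpGs numbered 370 for Aza vs PBS. That rule left 787 hypomethylated and 2060 hypermethylated CpGs for F-MTAza vs Aza, and 1471 and 2913 for NP-MTAza vs Aza, and among CpGs not selected for a difference chance gives such a parting, in either direction, at 10% of CpGs.

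At 5x in all 12 libraries, hypomethylated and hypermethylated regions numbered 14582 and 1098 after Aza, 8753 and 1 after F-MTAza, 9813 and 0 after NP-MTAza, with 4109 shared. With at least 3 called CpGs they numbered 2624 and 318 after Aza, 11738 and 0 after F-MTAza, 26969 and 0 after NP-MTAza, with 461 shared. In regions called on replicates 1 and 2 and measured in replicate 3, combination vs Aza differed by 2.09 points and NP-MTAza vs F-MTAza by -3.52. For promoters, limma on log2 odds with 1 read added called 152 higher after Aza, 192 lower after F-MTAza and 307 lower after NP-MTAza. With at least 5 CpGs per promoter it called 0 lower after NP-MTAza. Against genes matched on tested CpGs that can gain the difference, 0 of the 12 gene lists passed near regions hypermethylated after Aza, against 1 of 12 when matched on all tested CpGs.

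Leaving out 1 library in turn, mean methylation for combination vs Aza ranged from 2.27 to 6.18 points. CpGs unmethylated in PBS ranged from 19.8 to 41.6 for Aza vs all other groups and from -41.9 to -20.1 for combination vs Aza. The share under 5% ranged from -0.195 to 2.67 for Aza vs all other groups and from -1.16 to 1.69 for combination vs Aza. Hypermethylated CpGs ranged from 4647 to 14249 for Aza vs PBS, 39 to 97 for F-MTAza vs PBS, 69 to 133 for NP-MTAza vs PBS, 2769 to 10221 for F-MTAza vs Aza, 4712 to 15096 for NP-MTAza vs Aza and 48 to 121 for NP-MTAza vs F-MTAza. Hypomethylated CpGs ranged from 41290 to 117746 for Aza vs PBS, 3506 to 13163 for F-MTAza vs Aza and 7036 to 21658 for NP-MTAza vs Aza, with 3979 to 12886 shared. Hypermethylated regions ranged from 2981 to 7292 for Aza, 24 to 59 for F-MTAza and 40 to 83 for NP-MTAza, and hypomethylated regions from 28251 to 63551 for Aza, with 8867 to 20620 shared.

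In the same sets with a library left out, the Pkd1 window ranged from -9.68 to 4.79 points for Aza vs PBS, -26.4 to -11.9 for combination vs Aza and -19.4 to -9.21 for drug-treated vs PBS. Ctnnb1 ranged from -13.9 to -1.39 for combination vs Aza and -22.8 to -6.17 for drug-treated vs PBS. Sall1 ranged from -10.95 to -2.36 for combination vs Aza and -13.6 to -8.21 for drug-treated vs PBS. Promoters ranged from 380 to 2116 lower and 1 to 4672 higher for Aza vs PBS. For NP-MTAza vs PBS, 0 were lower without any 1 library of these 2 groups or of F-MTAza. Without Aza replicates 1, 2 and 3, which enter the same model, 599, 554 and 1033 were lower. They ranged from 0 to 5289 lower and 0 to 925 higher for F-MTAza vs Aza, and from 0 to 5318 lower and 0 to 797 higher for NP-MTAza vs Aza.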

Differences from the paper's values

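The tests of single CpGs and regions were planned before the data were examined, and the settings named here as added were chosen after seeing the values. Counts are set beside the paper's at the paper's q and difference thresholds, with q by the Benjamini-Hochberg rule, since the paper names none. The paper's methods name 2 sets of CpGs: for methylation analysis those at 5x in at least 2 of 3 samples of each group, and for single CpGs those at 5x that overlap across all samples of a group. The second was used here for single CpGs and regions, and the first was run as another setting.

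For Aza vs PBS the paper gives 258083 differentially methylated CpGs, and the value here is 43898. Of the settings planned earlier, CpGs at 5x in at least 2 of 3 libraries of each of the 4 groups gave 244665, within 1.5 times the paper's count. The other planned tests, depths, thresholds and sets with 1 library left out did not. Without Aza replicates 1 and 2, an added setting chosen after seeing the values, the count was 253620.

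Differentially methylated CpGs shared by all 3 comparisons, counted in either direction, number 55808 in the paper and 4199 here, all of them hypomethylated. Of the settings planned earlier, only 5x in at least 2 of 3 libraries of each of the 4 groups came within 1.5 times the paper's count, at 52275. The added setting without Aza replicates 1 and 2, chosen after seeing the values, gave 33531 and did not.

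Hypermethylated CpGs after Aza number 19428 in the paper and 4327 here. Settings planned earlier and within 1.5 times the paper's count were 5x in at least 2 of 3 libraries of each of the 4 groups, at 18690, and leaving out Aza replicate 3, at 14249. The others were not, and without Aza replicates 1 and 2, chosen after seeing the values, the count was 371.

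Hypomethylated regions shared by all 3 comparisons number 45206 in the paper and 9102 here. None of the settings planned earlier came within 1.5 times the paper's count. The added settings, chosen after seeing the values, did: 46725 at 5x in at least 2 of 3 libraries of each of the 4 groups, and 34874 without Aza replicates 1 and 2. The paper calls the regions shared by all 3 the largest intersection, and here 33279 were shared by F-MTAza and NP-MTAza without Aza, for which the fewest CpGs could be tested.

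Hypermethylated regions number 8315 after Aza, 91 after F-MTAza and 47 after NP-MTAza in the paper, and 2756, 16 and 24 here. For Aza, the planned set without Aza replicate 3 gave 7292, within 1.5 times the paper's count, and the other settings planned earlier did not come within it. For F-MTAza, no alternative did, and the nearest planned one was 59 without F-MTAza replicate 2. For NP-MTAza, the planned sets without PBS replicate 1, 2 or 3 (40, 53 and 47) and without NP-MTAza replicate 1 or 2 (52 and 54) came within it, and without NP-MTAza replicate 3 (83) and the others did not. The added regions at 5x in at least 2 of 3 libraries of each of the 4 groups, chosen after seeing the values, numbered 8109, 56 and 36. Without Aza replicates 1 and 2, also added, there were 239 after Aza.

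Genes associated with regions hypermethylated after Aza number 7948 in the paper and 3415 here. No other setting had been planned for this count. Under the added setting of 5x in at least 2 of 3 libraries of each of the 4 groups, chosen after seeing the values, it was 8130, and without Aza replicates 1 and 2 it was 359.

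The paper describes a smaller share of unmethylated CpGs after Aza than in PBS. Counted library by library, CpGs under 5% made up 21.7% in Aza and 17.4% in PBS. With a 10x and a 20x minimum, the difference in share of CpGs under 5% methylated, Aza vs PBS, was 0.774 and 0.0142 points, and the difference in share of CpGs under 5% methylated, Aza vs all other groups, was -1.42 and -1.85 points. Over all CpGs with 20 or more reads in a library, that share was 13.4%, 9.86% and 18.3% in the Aza libraries and 15.5%, 7.92% and 20.4% in the PBS libraries. Pooling the reads of each group gave 32171 CpGs under 5% in Aza and 102614 in PBS. The paper describes a gain of methylation around transcription start sites after Aza. Within 500 bp of a start site, Aza replicates 1 and 2 stood at 40.7% and 44.6%, above the PBS mean of 22.8%, and replicate 3 stood below it, at 15.2%.

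The paper describes CpGs in hypermethylated regions as enriched both next to start sites and far away from them. From 10 to 50 kb downstream the odds ratio here was 0.231, and from 50 to 10 kb upstream it was 0.278. Next to the start sites, where both find enrichment, it was 6.56 downstream and 4.28 upstream. These odds ratios are against tested CpGs not matched on PBS level, so they also depend on where CpGs low in PBS lie. The paper reports an enrichment of kidney development among genes near shared hypomethylated regions. On the list used here, 30 of 42 genes were near such regions, against 32.4 for genes with as many tested CpGs (one-sided permutation test, p = 0.882). The paper also reports terms of kidney development among genes near hypermethylated regions. Here 10 of 44 genes of the list were near them, against 14.8, which does not repeat the paper's test of terms either.

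The paper names hypermethylation at the Myc promoter after Aza and a slight one at the Pkd2 promoter. The Myc promoter stood at 37.2% over all Aza libraries and at 0.636% in Aza replicate 3, and the 5 CpGs measured at the Pkd2 promoter were at 0% in all 6 libraries that covered them, of which only Aza replicate 3 is an Aza library, so the other Aza libraries have no value there.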

Other observations

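In this part, the share of deeply read CpGs under 5%, the comparison of levels in the order of the listings, the tests of the difference between combination and Aza with its interval, and all counts over other splits of the libraries were chosen only after the results were seen. With Aza replicate 3 alone in the Aza group, loss of promoter methylation was found at genes of the germline, which the paper does not discuss. Stk31, a kinase gene of male germ cells, had a promoter at 96.8% ± 2.13 (SD, n = 3) in PBS (chromosome 6, 49343603 to 49346103), which fell by 28.8 points after F-MTAza and fell by 31.0 points after NP-MTAza (limma, adjusted p = 0.0207 and 0.0141). Aza replicate 3 stood at 35.3% there. Smc1b, a cohesin gene of meiosis, fell by 22.6 points after F-MTAza and fell by 29.0 points after NP-MTAza, from 82.8% ± 1.66 (SD, n = 3) in PBS, with at least 176 reads in every library (chromosome 15, 84961887 to 84964387). The promoter of Hells was 39.1 points lower after F-MTAza and 38.4 points lower after NP-MTAza. Of 21 germline promoters, 15, 21 and 20 were lower after Aza, F-MTAza and NP-MTAza when adjusted over the list alone (limma with camera, adjusted p = 1.6e-05, 1.2e-05 and 8.2e-06, and adjusted p = 0.0530, 0.0502 and 0.0467 with an estimated correlation). These promoters start from high levels and were not compared with promoters equally methylated in PBS.

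Hnf4a, which encodes a transcription factor of the proximal tubule, had a promoter at 89.3% ± 6.64 (SD, n = 3) in PBS in these cells of that origin. In the same setting Hnf4a fell by 49.9 points after F-MTAza and fell by 31.8 points after NP-MTAza. Fgfr1 fell by 49.6 points after F-MTAza and fell by 40.4 points after NP-MTAza in its promoter. Gene expression was not measured in these libraries.

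The first pattern is that Aza libraries carry more methylation than the other groups at CpGs unmethylated in PBS. It lies in 2 of the 3 Aza libraries, which stand above all 9 libraries of the other groups, so one deviating Aza library cannot give it. Those 2 libraries are the Aza libraries made with a second barcode set. A second barcode set as such is argued against by the NP-MTAza libraries made with it, of which the highest stood at 1.40% at these CpGs. These NP-MTAza libraries are listed in 1 sorted block without repeated CpGs, unlike Aza replicates 1 and 2. They therefore cannot tell whether the barcode sets of the Aza libraries were joined correctly. Mitochondrial methylation of at least 39.9% in both libraries is what incomplete bisulfite conversion would give, but at least 9.86% of the CpGs read 20 or more times in each were under 5% methylated, which conversion failing at that rate would not leave. An effect of Aza on all its libraries is argued against by replicate 3, at 1.27%. Aza replicates 1 and 2 stood at 41.6% and 45.0% at these CpGs. Their means over the CpGs covered in every group were close to that, at 42.8% and 45.9%. Read counts set beside positions they do not belong to, weighed below for these 2 libraries, would give such levels. The first pattern is therefore not shown to be separate from the second.

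The second pattern is that methylation of Aza replicates 1 and 2 follows no other library CpG by CpG. A candidate explanation is read counts set beside positions they do not belong to: the highest rank correlation of read numbers with another library was 0.0151, and levels averaged over 200 stretches in the order of the listings followed other libraries at a median correlation of 0.301, against 0.0468 in order of position. In the order of the listings Aza replicate 1 reached only 0.178 to 0.313. Aza replicate 2 reached 0.289 to 0.637, against 0.0124 to 0.107 in order of position. Pairs of the other 10 libraries had a median of 0.455. Aza replicates 1 and 2 followed each other about as closely in both orders, at 0.368 and 0.393. Near the end of both listings, at a fraction of 0.965 and 0.970, stand runs of 100 and 97 deeply read, unmethylated CpGs of 100, but 0 of them are labelled mitochondrial. In the other libraries the mitochondrial CpGs stand at 0.959 to 0.972, where 88 to 95 of 100 were deeply read and unmethylated, except in PBS replicate 2 with 31. A response to Aza would leave the read numbers per CpG as in the other 10 libraries, whose lowest correlation was 0.315. The pattern was seen and tested on the same libraries, so this stays a hypothesis, which the aligned reads could settle.

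The third pattern is that the combination libraries hold more methylation than the Aza libraries. The difference fell to 1.54 points without Aza replicates 1 and 2, and to 0.297 points with every CpG at the same weight. Those 2 libraries, and a few CpGs taking a large share of the reads, may therefore each give much of the difference. The most covered 1% of CpGs held 18.2% and 13.6% of the reads in Aza replicates 1 and 2, against 35.8% to 57.5% in the other libraries. Metformin and tolvaptan acting with Aza stays open: without the 2 libraries and with every CpG at the same weight the difference was 1.63 points, above the SD of 0.964 over the 6 combination libraries, but its 95% interval ran from -1.05 to 4.31 if Aza libraries vary as those do, and 1 Aza library is too few to tell.

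Splits of 3 libraries against 3 number 10, too few for a share under 0.05, so for each count only the real value and the highest of the other splits are given. A split counts by the larger of its lower and higher calls. Hypomethylated CpGs numbered 39571 for Aza vs PBS (10786 at most in another split, 1 split with as many), 113023 for F-MTAza vs PBS (9846, 1 split) and 211494 for NP-MTAza vs PBS (20195, 1 split). Hypermethylated CpGs numbered 4327 for Aza vs PBS, with 6 splits at or above it, and 23 for F-MTAza and 39 for NP-MTAza, with 10 splits at or above each. For Aza vs PBS, some splits reached this only by lower calls. Aza replicates 1 and 2 with PBS replicate 3 gave 5104 lower and 3012 higher. Aza replicates 1 and 3 with PBS replicate 2 gave 5945 lower and 527 higher. Splits that mix treated and PBS libraries also carry the loss of methylation, so they give no null for a gain. For F-MTAza vs Aza, 3894 were lower and 3398 higher (6351 at most, 4 splits each), for NP-MTAza vs Aza 7308 and 5200 (9002 at most, 3 and 4 splits), and for NP-MTAza vs F-MTAza 146 and 76 (112 at most, 1 and 8 splits).

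Promoters called by limma numbered 1387 lower and 280 higher for Aza vs PBS, with 2 splits at or above each. The split that sets Aza replicates 1 and 2 with PBS replicate 2 against the rest called 3392, several times the number higher, which points to a structure of the samples other than treatment. For NP-MTAza vs PBS 6 were lower (0 at most in another split, 1 split with as many) and 0 higher. A count of 0 in the real split is matched by any split, so the number of such splits says nothing. Other splits called at most 1 for F-MTAza vs PBS, 5 for F-MTAza vs Aza and 0 for NP-MTAza vs Aza and NP-MTAza vs F-MTAza.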
